# Vegetable omega-3 and omega-6 fatty acids differentially modulate the antiviral and antibacterial immune responses of Atlantic salmon

**DOI:** 10.1038/s41598-024-61144-w

**Published:** 2024-05-13

**Authors:** Albert Caballero-Solares, Khalil Eslamloo, Jennifer R. Hall, Tomer Katan, Mohamed Emam, Xi Xue, Richard G. Taylor, Rachel Balder, Christopher C. Parrish, Matthew L. Rise

**Keywords:** Immunology, Molecular biology

## Abstract

The immunomodulatory effects of omega-3 and omega-6 fatty acids are a crucial subject of investigation for sustainable fish aquaculture, as fish oil is increasingly replaced by terrestrial vegetable oils in aquafeeds. Unlike previous research focusing on fish oil replacement with vegetable alternatives, our study explored how the omega-6 to omega-3 polyunsaturated fatty acid (PUFA) ratio in low-fish oil aquafeeds influences Atlantic salmon's antiviral and antibacterial immune responses. Atlantic salmon were fed aquafeeds rich in soy oil (high in omega-6) or linseed oil (high in omega-3) for 12 weeks and then challenged with bacterial (formalin-killed *Aeromonas salmonicida*) or viral-like (polyriboinosinic polyribocytidylic acid) antigens. The head kidneys of salmon fed high dietary omega-3 levels exhibited a more anti-inflammatory fatty acid profile and a restrained induction of pro-inflammatory and neutrophil-related genes during the immune challenges. The high-omega-3 diet also promoted a higher expression of genes associated with the interferon-mediated signaling pathway, potentially enhancing antiviral immunity. This research highlights the capacity of vegetable oils with different omega-6 to omega-3 PUFA ratios to modulate specific components of fish immune responses, offering insights for future research on the intricate lipid nutrition-immunity interplay and the development of novel sustainable low-fish oil clinical aquaculture feeds.

## Introduction

The immunomodulatory properties of omega-3 (ω3) and omega-6 (ω6) fatty acids (FAs) have been studied from a human health perspective since the 1970s^1^. For fish, this area of research emerged in the early 1990s^2^ and gained importance with the progressive replacement of wild-fish-derived marine ingredients [e.g., fish oil (FO)] in aquafeeds for farmed fish with more sustainable alternatives of terrestrial origin. Owing to their wide availability and competitive price, terrestrial plants have become a fundamental source of nutrients [e.g., vegetable oils (VOs)] for global aquaculture^3^.

FAs play essential structural and functional roles in the immune system of all living organisms^4^. As components of cell membranes, they define their physicochemical properties (e.g., fluidity) and ability to reconfigure in response to immune stimuli^4^. Moreover, long-chain polyunsaturated FAs (LC-PUFAs) such as eicosapentaenoic acid (20:5ω3; EPA), docosahexaenoic acid (22:6ω3; DHA), and arachidonic acid (20:4ω6; ARA) are precursors of anti-inflammatory (EPA, DHA-derived) and pro-inflammatory (ARA-derived) eicosanoids^1,4,5^. EPA’s and DHA’s health-promoting properties in humans are well-known^1,5^ –therefore, EPA + DHA-rich products (e.g., marine fish) are perceived as healthy foods by human consumers.

Except for some transgenic lines, VOs are devoid of LC-PUFAs, which are naturally abundant in wild marine fishes –and in FO, consequently^6^. Although current low-FO/high-VO aquafeed formulations effectively fuel fish growth, they inevitably lead to lower tissue EPA and DHA proportions^7^. Besides its potential impact on aquaculture product marketability, these constitutive lipid composition changes alter fish immunity and disease resistance^4,8–16^.

In reaction to the industry’s challenge of sustainable fish nutrition, the investigation of dietary FA effects on fish immune responses has focused on FO-replacement/VO-inclusion in aquafeeds. The effects of increasing VO levels in aquafeeds range from immunosuppressive^8–10,12,13^ to immunostimulatory^11,14,15^. The type of VO used for FO replacement is likely a major contributor to the opposing immunomodulatory effects. VOs can be high in ω6 polyunsaturated FAs [ω6 PUFAs; namely, linoleic acid (18:2ω6; LNA)], ω3 PUFAs [namely, α-linolenic acid (18:3ω3; ALA)], monounsaturated FAs (MUFAs), and saturated FAs (SFAs)^6^. The selection of VOs for inclusion in the diet will determine immune-relevant dietary lipid parameters, such as the balance between ω3 and ω6 FAs in the diet^4,16–20^.

Few studies have addressed the physiological effects of the dietary ω6:ω3 ratio without modifying the FO inclusion level in the aquafeeds (i.e., its EPA + DHA levels). Atlantic salmon fed a low-FO aquafeed with high inclusion of linseed oil (ALA-rich; with a ω6:ω3 ratio of 0.4) increased the hepatic transcript levels of genes involved in the crosstalk between lipid homeostasis and immunity [e.g., *oxysterols receptor LXR-alpha* (*lxra*)] compared with salmon fed a low-FO high-soy oil aquafeed (LNA-rich; with a ω6:ω3 ratio of 2.7)^18,19,21,22^. Emam et al.^16^ showed that switching between a high-LNA to a high-ALA diet modulated Atlantic salmon’s head kidney immune gene expression response to formalin-killed *Renibacterium salmoninarum*. Therefore, in addition to being necessary for sustainability, dietary FO replacement with VOs may be an opportunity to develop novel clinical aquafeeds for fish aquaculture.

The present study investigated how very different ω6:ω3 ratios in low-FO aquafeeds affect the Atlantic salmon head kidney antiviral and antibacterial immune responses via quantitative real-time polymerase chain reaction (RT-qPCR). The mRNA levels of 46 immune-relevant genes were analyzed in the head kidneys of Atlantic salmon post-smolts fed either a high-soy oil diet (High-ω6) or a high-linseed oil diet (High-ω3) for 12 weeks and intraperitoneally injected with either phosphate-buffered saline (PBS), formalin-killed *Aeromonas salmonicida* (Asal), or polyriboinosinic polyribocytidylic acid [poly(I:C)]. To compare the diets’ gene expression modulatory effects to tissue lipid composition changes, we also analyzed the lipid class (e.g., phospholipids, sterols) and FA profiles of the head kidneys of non-challenged Atlantic salmon.

## Results

### Head kidney immune gene expression response to Asal and poly(I:C)

In this study, the hierarchical analysis of the log_2_-transformed fold-changes (log_2_FCs) grouped the genes of interest into three major clusters (Fig. 1a,b) with distinctive expression patterns.

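The transcript data behind these comparisons are RT-qPCR measurements of 46 genes of interest and of the normalisers *rpl32* and *ef1a1* in the head kidneys of 116 Atlantic salmon. 41 fish had been injected with PBS and 75 with either Asal or poly(I:C), a synthetic double-stranded RNA that stands in for a viral infection. Samples judged not responsive to Asal or poly(I:C) in a preliminary RT-qPCR study had been removed by the authors. That study measured *camp* and *cxcl8* after Asal, and *isg15a* and *mxb* after poly(I:C). At 6 hpi, the High-ω3-fed groups held 10 PBS-, 9 Asal- and 10 poly(I:C)-injected salmon, and the High-ω6-fed groups 10, 9 and 12. At 24 hpi, the High-ω3-fed groups held 9 salmon each, and the High-ω6-fed groups 12 PBS-, 10 Asal- and 7 poly(I:C)-injected salmon. Each diet at each time point came from its own 2 tanks, and all injections were given within every tank. Diets and time points therefore differ in their tanks as well, whereas a comparison with PBS can be made within tanks. The authors deposited 1 quantification cycle (Ct) value per gene and fish, 9048 values in all with the normalisers of 16 plate studies, ranging from 18.0 to 38.1 with none missing. Values of single wells were not used here, so the technical error within a fish is unknown and every spread given is that between fish.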

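RQs were computed from these Ct values with the amplification efficiencies of Supplementary Data 6 and the arithmetic mean of the *rpl32* and *ef1a1* quantities of the same plate study, with the lowest value of each gene as calibrator. The log_2_FC of a fish is the log_2_ of its RQ over the arithmetic mean RQ of the PBS-injected salmon of the same diet and time point. Because that mean is arithmetic, the mean log_2_FC of a group lies below its difference from PBS in mean log_2_ RQ. Tests against PBS used log_2_ RQ, and tests between time points or diets used log_2_FC. Each *p*-value comes from an exact two-sided permutation test over all regroupings of the fish, read at the unadjusted 0.05 level of the methods, with the Benjamini-Hochberg adjustment over the 46 genes of a comparison beside it. The authors also deposited a fold change for each gene and treated fish. With the stated efficiencies and plate labels, 57.3% of these 3450 values lay within 0.01 (log_2_) of those computed from Ct, 55 lay more than 0.5 below them and 18 more than 0.5 above. With the median shift of each gene in a diet and time point taken off, 84.8% lay within 0.01. For *cox2*, *pgds* and *mhcI*, the deposited fold changes imply other amplification efficiencies than the supplement lists, 93% in the case of *pgds*. On the plate study that carried *rsad2a*, *gig1* and *rsad2b*, the Ct of *ef1a1* was below that of *rpl32* in 116 of 116 fish, which was the case in at most 4 fish on any other plate study. The values of these 6 genes carry that uncertainty.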

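Complete linkage clustering on Euclidean distances of the standardised log_2_FCs of all 75 treated fish, cut into 3 clusters, placed 46 of the 46 genes with their cluster of Supplementary Data 1, in clusters of 14, 22 and 10 genes. Whether the log_2_FCs were standardised is not stated in the paper's text. Without standardisation, 29 of 46 genes fell with their cluster, and 1 cluster held 39 genes. The mean log_2_FCs of the 8 treated groups gave 35 of 46 and average linkage 31. The mean log_2_FC of the Cluster 1 genes after Asal was 1.70 in the High-ω3-fed and 1.97 in the High-ω6-fed salmon at 6 hpi. For the Cluster 2 genes after poly(I:C) at 24 hpi it was 3.10 and 2.87, and for the Cluster 3 genes after Asal at 24 hpi -1.64 and -1.45.

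**Figure D1:**
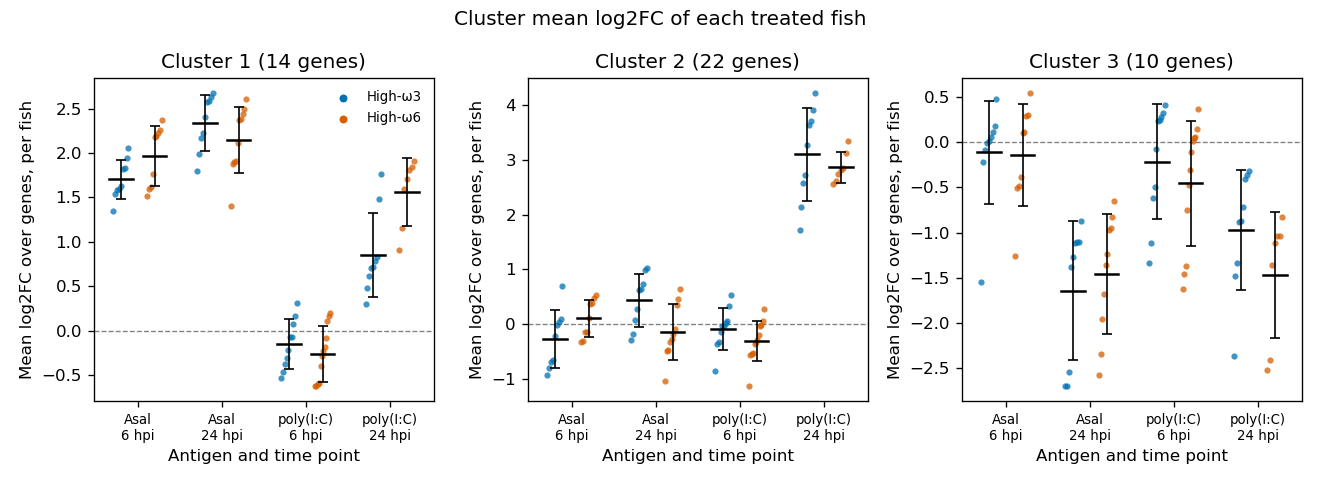
Mean log_2_FC over the genes of a cluster (y axis) for each of the 75 treated fish (points), by antigen and time point (x axis) and diet (color); bars mark the group means and their SDs between fish. Cluster 2 rises above 0 in every fish after poly(I:C) at 24 hpi, Cluster 1 in every fish after Asal, and the spread of Cluster 3 includes *mhcI*, whose Ct values form 2 separate ranges. Samples not responsive to the antigens had been removed beforehand, which partly fixes what is said of every fish.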

**Figure 1:**
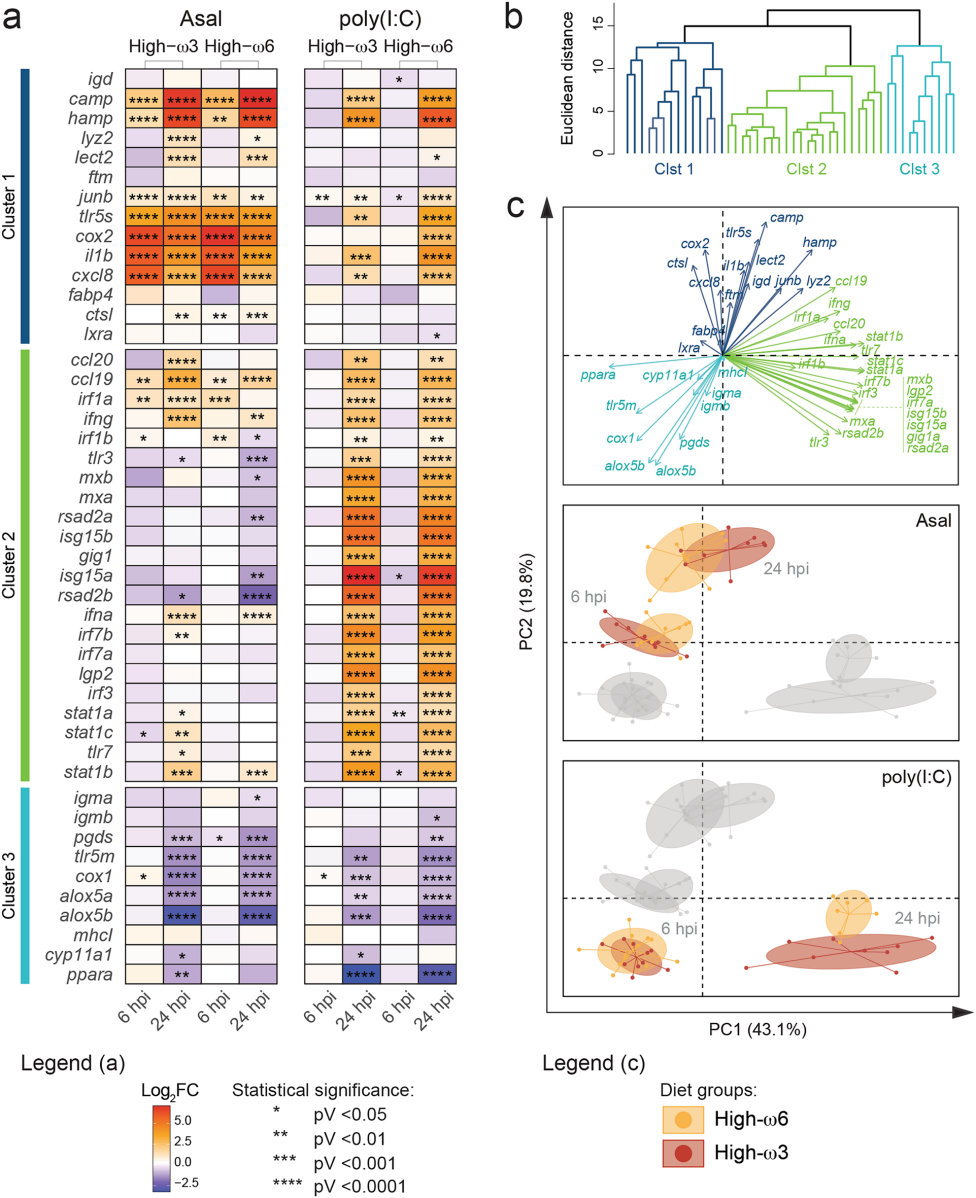
RT-qPCR analysis of the response of 46 immune-relevant genes to formalin-killed *A. salmonicida* (Asal) and polyriboinosinic polyribocytidylic acid [poly(I:C)]. (**a**) Heatmap representing the mean log_2_ fold-change of a given gene for each treatment [Asal and poly(I:C)], diet (High-ω3 and High-ω6), and time point (6 and 24 hpi) combination. Asterisks indicate significant transcript abundance differences between the Asal/poly(I:C)-injected salmon and the PBS-injected (n = 7–12 in each group). Data normal distribution and homoscedasticity were assessed using the Shapiro–Wilk and Levene’s tests, respectively. Contrast analysis was performed via Student’s t-test (if parametric) or Mann–Whitney U test (if non-parametric or heteroscedastic). An alpha value of 0.05 was applied to all tests. (**b**) Complete linkage hierarchical clustering analysis. (**c**) Principal Component Analysis (PCA) plots showing the loading vectors (top), the distribution of the Asal-injected salmon (middle), and the distribution of the poly(I:C)-injected salmon (bottom). The genes’ loading vectors are colored based on the hierarchical clustering, whereas the dots representing the salmon individuals are colored by diet group. All salmon individual dots are connected to the group centroid, which is surrounded by an ellipse representing their 95% confidence interval.

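At the unadjusted 0.05 level, 15 of the 46 genes differed between Asal- and PBS-injected High-ω3-fed salmon at 6 hpi (11 higher and 4 lower after Asal), and 11 genes, each higher, in the High-ω6-fed salmon. At 24 hpi, 29 genes differed in the High-ω3-fed (20 higher and 9 lower) and 24 in the High-ω6-fed salmon (14 higher and 10 lower). Chance would give 2.3 of 46 genes in each comparison. After the Benjamini-Hochberg adjustment, the counts were 9, 11, 27 and 23. This adjustment moved a count more than any other alternative did, from 15 to 9 in the High-ω3-fed salmon at 6 hpi. Permuting the injections within tanks only gave 15, 12, 29 and 23 genes. Of the 14 genes of Cluster 1, 7 and 8 had higher RQs after Asal at 6 hpi in the High-ω3-fed and High-ω6-fed salmon, respectively, and 10 in each diet group at 24 hpi. The mean log_2_FCs of the 14 genes ran from -0.83 to 6.58 at 6 hpi and from -0.39 to 6.91 at 24 hpi.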

Asal significantly induced most genes in Cluster 1 [i.e., significantly higher transcript levels than in the diet- and time-matched PBS-injected salmon; *p*-value (pV) < 0.05] (Fig. 1a; Supplementary Data 1; Supplementary Fig. 1). 

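At 6 hpi, the mean log_2_FC after Asal in the High-ω3-fed salmon (± SD, n = 9) was 5.88 ± 0.52 for *cox2*, 5.89 ± 0.30 for *il1b*, 5.87 ± 0.45 for *cxcl8*, 3.27 ± 0.55 for *tlr5s*, 2.19 ± 0.28 for *camp* and 1.18 ± 0.64 for *hamp*. For the High-ω6-fed salmon (n = 9), these means were 6.40 ± 0.53 for *cox2*, 6.00 ± 0.78 for *il1b*, 6.58 ± 0.89 for *cxcl8*, 3.94 ± 0.79 for *tlr5s*, 2.43 ± 0.38 for *camp* and 1.91 ± 1.40 for *hamp*. The exact *p*-values of these comparisons with PBS lay between 1.1e-05 and 9.5e-04. At 24 hpi, the High-ω3-fed salmon (n = 9) showed mean log_2_FCs of 4.84 ± 0.99 for *cox2*, 4.12 ± 0.36 for *il1b*, 2.70 ± 0.45 for *cxcl8*, 4.20 ± 0.36 for *tlr5s*, 6.63 ± 0.49 for *camp* and 6.07 ± 1.27 for *hamp*, and the High-ω6-fed salmon (n = 10) of 4.51 ± 1.12 for *cox2*, 3.62 ± 0.71 for *il1b*, 2.51 ± 0.62 for *cxcl8*, 3.88 ± 0.82 for *tlr5s*, 6.91 ± 0.44 for *camp* and 6.19 ± 0.96 for *hamp*. The exact *p*-values at 24 hpi lay between 1.5e-06 and 4.1e-05. Every fish of the 4 groups lay above the mean of its PBS group for these 6 genes, apart from 1 of 9 High-ω6-fed salmon for *hamp* at 6 hpi. Because Asal-injected fish without a response in *camp* and *cxcl8* had been removed beforehand, the counts for both are partly fixed by that selection. The values of *cox2* rest on the supplement's efficiency of 99%, whereas its deposited fold changes imply 109%. For *junb*, the mean log_2_FC was 0.63 to 0.99 in the 4 groups, with exact *p*-values of 1.1e-05 to 3.0e-04. For *lyz2* and *lect2*, it lay between -0.83 and -0.45 at 6 hpi (exact *p* between 0.0856 and 0.229) and between 0.53 and 1.16 at 24 hpi (exact *p* between 7.7e-06 and 0.00836).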

Regardless of diet, *cathelicidin antimicrobial peptide* (*camp*), *hepcidin* (*hamp*), *transcription factor JunB* (*junb*), *toll-like receptor 5, secreted* (*tlr5s*), *cyclooxygenase-2* (*cox2*), *interleukin-1 beta* (*il1b*), *interleukin-8* (*cxcl8*) were significantly induced at both 6 and 24 hpi, and *lysozyme C II* (*lyz2*) and *leukocyte cell-derived chemotaxin-2* (*lect2*) only at 24 hpi. As for *cathepsin L1* (*ctsl*), its mRNA levels were significantly induced at both time points in the High-ω6-fed salmon, but only at 24 hpi in the High-ω3-fed.

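The mean log_2_FC of *ctsl* after Asal was 0.30 ± 0.24 at 6 hpi (SD, n = 9, exact *p* = 0.00615) and 0.49 ± 0.24 at 24 hpi (n = 10, exact *p* = 3.8e-04) in the High-ω6-fed salmon. The High-ω3-fed salmon had means of 0.16 ± 0.19 at 6 hpi (n = 9, exact *p* = 0.105) and 0.44 ± 0.34 at 24 hpi (n = 9, exact *p* = 0.00572). 8 of 9 High-ω6-fed and 7 of 9 High-ω3-fed salmon lay above their PBS mean at 6 hpi. Compared between the diets at 6 hpi, the log_2_FC of the High-ω3-fed salmon differed by -0.14 (exact *p* = 0.185), less than the spread between fish.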

At 24 hpi, some Cluster 1 genes were significantly poly(I:C)-induced (i.e., *camp*, *hamp*, *junb*, *tlr5s*, *il1b*, and *cxcl8*) in both diet groups, whereas others (i.e., *lect2*, and *cox2*) were only poly(I:C)-induced in the High-ω6-fed salmon. 

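At 24 h post-poly(I:C) injection, the mean log_2_FC (± SD) in the High-ω6-fed salmon (n = 7) was 5.77 ± 0.87 for *hamp*, 3.88 ± 0.75 for *il1b*, 3.75 ± 0.84 for *camp*, 3.49 ± 0.56 for *tlr5s*, 2.34 ± 0.68 for *cxcl8* and 2.16 ± 0.60 for *cox2*, with exact *p*-values between 2.0e-05, the smallest possible for these group sizes, and 4.0e-05. The High-ω3-fed salmon (n = 9) had means of 4.11 ± 1.34 for *hamp*, 2.15 ± 1.24 for *il1b*, 2.10 ± 1.15 for *camp*, 1.67 ± 1.51 for *tlr5s* and 1.37 ± 0.94 for *cxcl8* (exact *p* between 4.1e-05 and 0.00568), and 0.55 ± 1.21 for *cox2* (exact *p* = 0.162). For *cox2*, 1 High-ω3-fed salmon raised the group mean. With the efficiency and the median shift of the deposited values, it lay at 3.08 by Ct, against a mean of 0.26 for the others. The same fish was the highest of its group for *camp*, *lect2* and *tlr5s*. For *junb*, the means were 0.57 and 1.03 in the High-ω3-fed and High-ω6-fed salmon. For *lect2*, they were -0.04 (exact *p* = 0.787, 3 of 9 fish above the PBS mean) and 0.39 (exact *p* = 0.0440, 6 of 7 fish). Tested directly between the diets, the log_2_FC of *cox2* fell by 1.61 in the High-ω3-fed relative to the High-ω6-fed salmon (exact *p* = 0.00752), and that of *lect2* differed by -0.43 (exact *p* = 0.235).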

Notably, *junb* was significantly poly(I:C)-induced at 6 hpi in the High-ω3-fed salmon but repressed at 6 hpi in the High-ω6-fed salmon. 

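The mean log_2_FC of *junb* at 6 h post-poly(I:C) injection was 0.28 ± 0.24 (SD, n = 10, exact *p* = 0.00468) in the High-ω3-fed salmon, of which 8 of 10 lay above their PBS mean. Among the High-ω6-fed salmon, it was -0.27 ± 0.25 (n = 12, exact *p* = 0.0236), with 10 of 12 fish below their PBS mean. Tested directly, the diets differed by 0.55 (exact *p* = 9.7e-05, Benjamini-Hochberg adjusted *p* = 0.00448), and 10 of 10 High-ω3-fed salmon lay above the mean of the High-ω6-fed salmon. PBS-injected salmon also differed in *junb* at this time point, so that part of this difference comes from the reference. Without a PBS reference, the treated salmon of the diets differed by 0.35 in *junb* (exact *p* = 0.00438). These tests take fish as the unit. With tanks as the unit, a limma fit to tank means left 0 of the 46 genes past the adjusted level between the diets, so diet and tank cannot be told apart. Over all 46 genes, poly(I:C) and PBS differed at 6 hpi in 2 genes in the High-ω3-fed (*junb* and *cox1*, both higher) and 6 genes in the High-ω6-fed salmon, each lower. The exact test left 0 and 1 of these after the Benjamini-Hochberg adjustment, and limma gave 2 and 6 genes at its unadjusted level.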

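After poly(I:C) injection at 6 hpi, the mean log_2_FC of *igd* was -0.42 ± 0.34 (SD, n = 12) in the High-ω6-fed salmon, all of which lay below their PBS mean (exact *p* = 0.0271), and -0.33 ± 0.37 (n = 10, exact *p* = 0.216) in the High-ω3-fed salmon. The difference between the diets was 0.09 (exact *p* = 0.584). At 24 hpi, the mean log_2_FC of *lxra* was -0.38 ± 0.33 (n = 7, exact *p* = 0.0210) in the High-ω6-fed and -0.12 ± 0.37 (n = 9, exact *p* = 0.585) in the High-ω3-fed salmon, and the diets differed by 0.26 (exact *p* = 0.171).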

High-ω6-fed salmon showed significantly poly(I:C)-repressed mRNA levels for *immunoglobulin delta* (*igd*) and *lxra* at 6 hpi and 24 hpi, respectively.

Cluster 2 is comprised of genes significantly induced by poly(I:C) at 24 hpi (Fig. 1a; Supplementary Fig. 2). 

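At 24 h post-poly(I:C) injection, 22 of the 22 Cluster 2 genes had higher RQs than in the PBS-injected salmon in each diet group, and all 22 passed the Benjamini-Hochberg adjustment in both. Their mean log_2_FCs ran from 0.63 to 7.33 in the High-ω3-fed (n = 9) and from 0.47 to 6.73 in the High-ω6-fed salmon (n = 7). The extremes in both groups were *irf1b* and *isg15a*, with exact *p*-values of 0.00132 and 4.1e-05 in the High-ω3-fed and 0.00121 and 2.0e-05 in the High-ω6-fed salmon. The largest exact *p* of the 22 genes was 0.00230 in the High-ω3-fed salmon, for *ccl20*. The selection of poly(I:C)-injected fish by *isg15a* and *mxb* had left out fish without a response in these genes. Outside Cluster 2, poly(I:C) raised 6 and 9 Cluster 1 genes and lowered 5 and 7 Cluster 3 genes in the High-ω3-fed and High-ω6-fed salmon, respectively, and *lxra* of Cluster 1 was lowered in the High-ω6-fed salmon.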

At 6 hpi, *interferon stimulated gene 15a* (*isg15a*), *signal transducer and activator of transcription 1* paralogues *a* and *b* (*stat1a*, *stat1b*) were significantly poly(I:C)-repressed in salmon fed High-ω6.

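In the High-ω6-fed salmon (n = 12) at 6 h post-poly(I:C) injection, the mean log_2_FC was -0.87 ± 0.81 for *isg15a* (exact *p* = 0.0358), -0.32 ± 0.20 for *stat1a* (exact *p* = 0.00104) and -0.49 ± 0.50 for *stat1b* (exact *p* = 0.0183). *Stat1a*, lower than the PBS mean in 11 of 12 fish, was the only gene of this comparison to pass the Benjamini-Hochberg adjustment (adjusted *p* = 0.0477, difference in mean log_2_ RQ -0.32). With *ef1a1* as the only normaliser, 1 of the 46 genes differed at the unadjusted level. In the High-ω3-fed salmon (n = 10), the mean log_2_FCs of *isg15a*, *stat1a* and *stat1b* were -0.12 ± 1.06, -0.14 ± 0.23 and -0.35 ± 0.57, with exact *p*-values of 0.882, 0.213 and 0.101. The tests between the diets gave exact *p*-values of 0.0743, 0.0579 and 0.560.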

Cluster 2 genes showed varying responses to Asal, which were diet-dependent in many cases. 

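Of the 22 Cluster 2 genes, 3 had higher and 4 lower RQs after Asal than after PBS in the High-ω3-fed salmon at 6 hpi, and 3 had higher RQs in the High-ω6-fed salmon. At 24 hpi, 10 were higher and 2 lower in the High-ω3-fed, and 4 higher and 4 lower in the High-ω6-fed salmon. The mean log_2_FC over the cluster, with 1 value per fish, was -0.28 ± 0.54 (SD, n = 9) in the High-ω3-fed and 0.10 ± 0.34 (n = 9) in the High-ω6-fed salmon at 6 hpi, and 0.43 ± 0.49 (n = 9) and -0.15 ± 0.51 (n = 10) at 24 hpi.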

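The mean log_2_FC (± SD) in the High-ω3-fed salmon (n = 9) at 24 h post-Asal injection was 2.89 ± 0.73 for *ccl19*, 2.37 ± 1.10 for *ifng*, 1.27 ± 0.35 for *ifna* and 1.65 ± 0.54 for *stat1b*, each with an exact *p* of 4.1e-05, the smallest that 9 fish against 9 allow. For the High-ω6-fed salmon (n = 10), it was 1.85 ± 0.75 for *ccl19* (exact *p* = 3.1e-06), 1.40 ± 1.92 for *ifng* (exact *p* = 0.00435), 0.81 ± 0.62 for *ifna* (exact *p* = 1.3e-04) and 0.82 ± 0.39 for *stat1b* (exact *p* = 4.8e-04). The deposited *ifng* fold change of 1 of these High-ω6-fed salmon lies -4.68 (log_2_) from the value computed from its Ct. This fish raised the group mean. With the median shift of the deposited values in this diet and time point added, it lay at 6.03 by Ct, against a mean of 1.13 for the others. At 6 hpi, the mean log_2_FCs of *ccl19*, *irf1a* and *irf1b* were 0.72 ± 0.63, 0.76 ± 0.71 and 0.33 ± 0.41 in the High-ω3-fed salmon (n = 9, exact *p* = 0.0118, 0.00679 and 0.0409), and 0.84 ± 0.62, 1.08 ± 0.66 and 0.57 ± 0.43 in the High-ω6-fed salmon (n = 9, exact *p* = 0.00369, 7.6e-05 and 0.00233).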

*CC chemokine-like 19* (*ccl19*), *interferon gamma* (*ifng*), *interferon alpha* (*ifna*), and *stat1b* were significantly Asal-induced at 24 hpi, and *ccl19* and *interferon regulatory factor 1* paralogues *a* and *b* (*irf1a*, *irf1b*) at 6 hpi in both diet groups. *CC chemokine-like 20* (*ccl20*), *irf1a*, *interferon regulatory factor 7b* (*irf7b*), *stat1a*, *stat1c*, and *toll-like receptor 7* (*tlr7*) only showed significantly Asal-induced mRNA levels in the High-ω3-fed fish at 24 hpi. 

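At 24 h post-Asal injection, the mean log_2_FC (± SD) in the High-ω3-fed salmon (n = 9) was 1.24 ± 0.59 for *ccl20*, 1.22 ± 0.77 for *irf1a*, 0.85 ± 0.49 for *stat1c*, 0.62 ± 0.27 for *tlr7*, 0.58 ± 0.34 for *irf7b* and 0.26 ± 0.20 for *stat1a*, with exact *p*-values between 8.2e-05 and 0.0422. Among the High-ω6-fed salmon (n = 10), it was 0.30 ± 0.73 for *ccl20*, 0.57 ± 1.18 for *irf1a*, 0.15 ± 0.43 for *stat1c*, 0.05 ± 0.45 for *tlr7*, 0.01 ± 0.46 for *irf7b* and 0.14 ± 0.23 for *stat1a*, with exact *p*-values between 0.0931 and 0.700. For *irf1a*, 1 High-ω6-fed salmon raised the group mean. With the median shift of the deposited values in this diet and time point added, it lay at 3.39 by Ct, against a mean of 0.40 for the others. The log_2_FC itself differed between the diets for *ccl20*, *irf7b*, *stat1c* and *tlr7* (exact *p* between 0.00471 and 0.00849), but not for *irf1a* (exact *p* = 0.173) or *stat1a* (exact *p* = 0.236).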

Other Cluster 2 genes were significantly down-regulated by Asal at 24 hpi in both diet groups [i.e., *toll-like receptor 3* (*tlr3*) and *radical S-adenosyl methionine domain-containing protein 2b* (*rsad2b*)], or only in the group fed High-ω6 [i.e., *irf1b*, *interferon-induced GTP-binding protein b* (*mxb*), *rsad2a*, and *isg15a*]. 

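For *tlr3* at 24 h post-Asal injection, the mean log_2_FC was -0.62 ± 0.42 (SD, n = 9, exact *p* = 0.0362) in the High-ω3-fed and -1.08 ± 0.49 (n = 10, exact *p* = 2.9e-04) in the High-ω6-fed salmon, and that of *rsad2b* was -1.60 ± 0.68 (exact *p* = 0.00798) and -2.35 ± 0.82 (exact *p* = 7.7e-06). No fish of either group lay above its PBS mean for these genes. In the High-ω6-fed salmon, the mean log_2_FC was -1.06 ± 0.89 for *rsad2a* (exact *p* = 0.00426), -1.12 ± 1.19 for *isg15a* (exact *p* = 0.128), -0.71 ± 0.86 for *mxb* (exact *p* = 0.311) and -0.30 ± 0.67 for *irf1b* (exact *p* = 0.188). The High-ω3-fed means of the same genes were -0.27 ± 0.87, -0.47 ± 1.02, 0.15 ± 0.91 and 0.13 ± 0.37, with exact *p*-values of 0.869, 0.863, 0.374 and 0.334. Between the diets, the exact *p* was 0.0500 for *mxb*, 0.0697 for *rsad2a*, 0.219 for *isg15a* and 0.107 for *irf1b*. *Rsad2a* and *rsad2b* were run on the plate study on which the Ct of *ef1a1* lay below that of *rpl32*.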

At 6 hpi, *stat1c* was significantly repressed by Asal in the High-ω3-fed salmon.

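For *stat1c* at 6 h post-Asal injection, the mean log_2_FC was -0.54 ± 0.65 (SD, n = 9, exact *p* = 0.0260) in the High-ω3-fed salmon, of which 7 of 9 lay below their PBS mean, and -0.12 ± 0.40 (n = 9, exact *p* = 0.595) in the High-ω6-fed salmon. The diets differed by -0.42 (exact *p* = 0.123).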

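Of the 10 genes of Cluster 3, 10 had a mean log_2_FC below 0 at 24 h post-Asal injection in each diet group. After poly(I:C) at 24 hpi, 10 had one in the High-ω3-fed and 9 in the High-ω6-fed salmon. The median of the 10 gene means was -1.40 and -1.25 after Asal and -0.67 and -1.04 after poly(I:C), in the High-ω3-fed and High-ω6-fed salmon, respectively. At 6 hpi, 6 and 5 gene means lay below 0 after Asal and 3 and 10 after poly(I:C), with medians between -0.18 and 0.13. Because the PBS mean is arithmetic, the log_2_FC of a gene that did not respond also averages below 0. The gene means furthest below 0 in 3 of these groups at 24 hpi belong to *mhcI*, whose Ct values fall into 2 separate ranges in PBS-injected as in challenged salmon.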

In Cluster 3, genes with negative log_2_FCs in the Asal and/or poly(I:C) groups were dominant (Fig. 1a; Supplementary Fig. 3). Some Cluster 3 genes [i.e., *toll-like receptor 5, membrane-bound* (*tlr5m*), *cyclooxygenase-1* (*cox1*), and *arachidonate 5-lipoxygenase* paralogues (*alox5a*, *alox5b*)] showed significantly repressed transcript levels in Asal and poly(I:C)-injected salmon at 24 hpi, regardless of the dietary treatment. 

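At 24 h post-Asal injection, the mean log_2_FC (± SD) in the High-ω3-fed salmon (n = 9) was -1.66 ± 0.76 for *tlr5m*, -1.44 ± 0.45 for *cox1*, -1.36 ± 0.39 for *alox5a* and -3.04 ± 0.63 for *alox5b*, with the same exact *p* of 4.1e-05 for each. The High-ω6-fed salmon (n = 10) had means of -1.48 ± 0.69 for *tlr5m*, -1.22 ± 0.42 for *cox1*, -1.29 ± 0.26 for *alox5a* and -2.89 ± 0.39 for *alox5b* (exact *p* between 1.5e-06 and 1.4e-05). Every one of these fish lay below its PBS mean for all 4 genes. After poly(I:C), the means were -1.30 ± 0.97 for *tlr5m*, -0.66 ± 0.56 for *cox1*, -0.54 ± 0.27 for *alox5a* and -1.34 ± 0.47 for *alox5b* in the High-ω3-fed (n = 9, exact *p* between 2.1e-04 and 0.0102) and -1.69 ± 0.74 for *tlr5m*, -1.11 ± 0.27 for *cox1*, -0.94 ± 0.26 for *alox5a* and -2.22 ± 0.37 for *alox5b* in the High-ω6-fed salmon (n = 7, exact *p* = 2.0e-05 for each). For *cox1*, 1 poly(I:C)-injected fish of each diet lies far from the others of its group, at 0.74 in the High-ω3-fed and at -1.69 in the High-ω6-fed salmon.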

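At 24 hpi, 7 and 6 of the 10 Cluster 3 genes had lower RQs after Asal than after PBS in the High-ω3-fed and High-ω6-fed salmon, and 5 and 7 after poly(I:C). Compared directly between the diets at 24 hpi, the smallest exact *p* of the 10 genes was 0.0621 after Asal, for *cyp11a1*. Following poly(I:C), 4 of the 10 (*igma*, *cox1*, *alox5a* and *alox5b*) had higher log_2_FCs in the High-ω3-fed salmon at the unadjusted level. The mean log_2_FC over the cluster differed between the diets by -0.19 after Asal (n = 9 and 10), less than its SD between fish of 0.77 in the High-ω3-fed salmon. With the geometric in place of the arithmetic mean of the PBS RQs as reference, it was -0.63 (exact *p* = 0.0738). The median difference over the 10 genes moved less, from -0.16 to -0.19. In PBS-injected salmon of this time point, *mhcI* alone differed by 4.63 in log_2_ RQ between the diets (exact *p* = 0.0535).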

Other Cluster 3 genes showed diet-dependent responses to Asal and poly(I:C). *Immunoglobulin mu a* (*igma*) was significantly Asal-repressed in the High-ω6-fed salmon at 24 hpi, whereas *immunoglobulin mu b* (*igmb*) was poly(I:C)-repressed in the High-ω6-fed salmon at 24 hpi. 

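For *igma* at 24 h post-Asal injection, the mean log_2_FC was -0.62 ± 0.49 (SD, n = 10, exact *p* = 0.0188) in the High-ω6-fed and -0.63 ± 0.71 (n = 9, exact *p* = 0.0898) in the High-ω3-fed salmon, in which 1 fish at -2.23 lies far below the others. The diets differed by -0.01 (exact *p* = 0.965). At 24 h post-poly(I:C) injection, the mean log_2_FC of *igmb* was -0.79 ± 0.69 (n = 7, exact *p* = 0.0982) in the High-ω6-fed and -0.16 ± 0.64 (n = 9, exact *p* = 0.954) in the High-ω3-fed salmon.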

*Prostaglandin-D synthase* (*pgds*) was significantly repressed in the High-ω3-fed salmon 24 h post-Asal injection, in the High-ω6-fed salmon 6 and 24 h post-Asal injection, and in the High-ω6-fed salmon 24 h post-poly(I:C) injection. 

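At 24 h post-Asal injection, the mean log_2_FC of *pgds* was -1.14 ± 0.54 (SD, n = 9, exact *p* = 5.8e-04) in the High-ω3-fed and -1.58 ± 0.97 (n = 10, exact *p* = 3.5e-04) in the High-ω6-fed salmon. At 6 h post-Asal injection in the High-ω6-fed salmon, it was -0.35 ± 0.30 (n = 9, exact *p* = 0.0944), with 8 fish below their PBS mean and 1, at 0.33, far above the others. At 24 h post-poly(I:C) injection, the means were -0.98 ± 0.57 (n = 7, exact *p* = 0.00760) in the High-ω6-fed and -0.68 ± 0.58 (n = 9, exact *p* = 0.0501) in the High-ω3-fed salmon, and the diets differed by 0.30 (exact *p* = 0.311). These values rest on the supplement's efficiency for *pgds*, which the deposited fold changes do not bear out.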

*Cytochrome P450 family 11 subfamily A member 1* (*cyp11a1*) was significantly down-regulated by Asal and poly(I:C) at 24 hpi only in the High-ω3 group. 

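At 24 hpi, the mean log_2_FC of *cyp11a1* in the High-ω3-fed salmon was -1.06 ± 0.82 (SD, n = 9, exact *p* = 0.00835) after Asal and -0.57 ± 0.92 (n = 9, exact *p* = 0.227) after poly(I:C), with 9 of 9 and 8 of 9 fish below the PBS mean. 1 fish of each group lies far from the others, at -2.86 after Asal and at 1.59 after poly(I:C). Among the High-ω6-fed salmon, the means were -0.39 ± 0.67 (n = 10, exact *p* = 0.847) and 0.06 ± 0.47 (n = 7, exact *p* = 0.384). After Asal, the diets differed by -0.67, with a *p*-value above the unadjusted level.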

*Peroxisome proliferator-activated receptor alpha* (*ppara*) was significantly down-regulated by Asal at 24 hpi in the High-ω3-fed salmon and by poly(I:C) at 24 hpi in both diet groups. 

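The mean log_2_FC of *ppara* at 24 h post-Asal injection was -1.56 ± 0.77 (SD, n = 9, exact *p* = 3.7e-04) in the High-ω3-fed and -1.20 ± 0.99 (n = 10, exact *p* = 0.116) in the High-ω6-fed salmon, a difference between the diets of -0.36 (exact *p* = 0.390). After poly(I:C) at 24 hpi, it was -2.77 ± 1.96 (n = 9, exact *p* = 9.0e-04) and -3.04 ± 0.38 (n = 7, exact *p* = 1.8e-04), and 8 of 9 and 7 of 7 fish lay below the PBS mean.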

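At 6 hpi, the mean log_2_FC of *cox1* in the High-ω3-fed salmon was 0.35 ± 0.27 (SD, n = 9, exact *p* = 0.0156) after Asal and 0.29 ± 0.29 (n = 10, exact *p* = 0.0382) after poly(I:C), with 8 of 9 and 8 of 10 fish above the PBS mean. The High-ω6-fed means were 0.12 ± 0.39 (n = 9, exact *p* = 0.374) and -0.04 ± 0.31 (n = 12, exact *p* = 0.934). Neither High-ω3-fed comparison passed the Benjamini-Hochberg adjustment over the 46 genes. The diets differed by 0.23 after Asal (exact *p* = 0.168). Following poly(I:C), the log_2_FC was higher in the High-ω3-fed salmon at the unadjusted level, but not after adjustment.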

Asal and poly(I:C) injection significantly induced *cox1* transcript levels at 6 hpi in the High-ω3-fed salmon.

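In a PCA of the log_2_FCs of all 75 treated fish, with each gene scaled to unit variance, PC1 held 42.9% and PC2 19.7% of the variance. With the genes centred but not scaled, they were 40.2% and 22.5%. The mean PC1 score was 7.36 ± 2.37 (SD, n = 16) at 24 h after poly(I:C), 0.246 ± 1.91 (n = 19) at 24 h after Asal, -2.60 ± 1.40 (n = 18) at 6 h after Asal and -3.44 ± 1.12 (n = 22) at 6 h after poly(I:C). The mean PC2 scores of the same groups were 1.91 ± 1.31, -4.42 ± 1.16, -0.400 ± 0.766 and 2.76 ± 0.705. The mean loading on PC1 was 0.193 for the Cluster 2 genes, 0.0378 for Cluster 1 and -0.0836 for Cluster 3, and on PC2 0.0543, -0.177 and 0.131, with no test attached to these scores and loadings.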

The Principal Component Analysis (PCA) of the log_2_FCs further illustrated the differences in gene expression leading to the classification of the genes into 3 clusters and how these genes effectively separated the treatment [Asal, poly(I:C)] and time (6 and 24 hpi) groups in the multivariate space (Fig. 1c).

### Time-dependent gene expression changes

Asal log_2_FCs significantly increased between 6 and 24 hpi for Cluster 1 genes *camp*, *hamp*, *lyz2*, and *lect2* regardless of the dietary treatment (Fig. 2; Supplementary Data 2; Supplementary Fig. 2). 

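Between 6 and 24 hpi, the mean Asal log_2_FC in the High-ω3-fed salmon (n = 9 at each time point) rose by 4.44 for *camp*, 4.89 for *hamp*, 2.00 for *lect2* and 1.56 for *lyz2*, each with an exact *p* of 4.1e-05. The High-ω6-fed means (n = 10 and 9) rose by 4.48, 4.28, 1.61 and 0.99, with exact *p*-values between 1.1e-05 and 3.2e-05. All fish sampled at 24 hpi lay above the 6 hpi mean of their diet for these genes. Over all 46 genes, the Asal log_2_FC changed with time in 28 genes of the High-ω3-fed (18 higher and 10 lower at 24 hpi) and in 23 of the High-ω6-fed salmon (7 higher and 16 lower), of which 27 and 20 passed the Benjamini-Hochberg adjustment. With *ef1a1* as the only normaliser they were 24 and 28, and with the PBS fish in the fit 26 and 18. The fish of the 2 time points came from different tanks.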

High-ω3-fed salmon showed significantly higher Asal log_2_FCs for *igd*, *ftm*, *tlr5s*, and *ctsl* at 24 hpi than at 6 hpi. 

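In the High-ω3-fed salmon, the mean Asal log_2_FC was higher at 24 than at 6 hpi by 0.93 for *tlr5s* (exact *p* = 5.3e-04, 9 of 9 fish at 24 hpi above the 6 hpi mean), 0.61 for *ftm* (exact *p* = 0.106, 8 of 9 fish), 0.46 for *igd* (exact *p* = 0.0557, 7 of 9 fish) and 0.28 for *ctsl* (exact *p* = 0.0471, 6 of 9 fish). The corresponding changes of *ftm*, *igd* and *ctsl* in the High-ω6-fed salmon were -0.08, 0.09 and 0.19 (exact *p* = 0.838, 0.636 and 0.108). Whether the change over time differed between the diets was not tested.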

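From 6 to 24 h post-Asal injection, the mean log_2_FC fell by 3.16 for *cxcl8*, by 1.76 for *il1b* and by 1.04 for *cox2* in the High-ω3-fed salmon (exact *p* = 4.1e-05, 4.1e-05 and 0.0127). Among the High-ω6-fed salmon, it fell by 4.07, by 2.38 and by 1.88 (exact *p* = 1.1e-05, 1.1e-05 and 1.8e-04). All fish at 24 hpi lay below the 6 hpi mean for *cxcl8* and *il1b*, and 8 of 9 High-ω3-fed and 10 of 10 High-ω6-fed salmon for *cox2*.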

Regardless of dietary treatment, Asal log_2_FCs significantly declined between 6 and 24 hpi for *cox2*, *il1b*, and *cxcl8*. No time-dependent differences were observed in the Asal log_2_FCs for *junb* and *fabp4* in both diet groups and *tlr5s* in the High-ω6-fed salmon.

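The Asal log_2_FC of *junb* differed between 24 and 6 hpi by -0.16 in the High-ω3-fed and -0.30 in the High-ω6-fed salmon (exact *p* = 0.389 and 0.172), and that of *fabp4* by -0.31 and -0.01 (exact *p* = 0.519 and 0.983). For *tlr5s* in the High-ω6-fed salmon, the difference was -0.06 (exact *p* = 0.866), so none of these changes exceeded the spread between fish. From the decline of *cox2*, *il1b* and *cxcl8* and the rise of *camp* and *hamp*, the paper proposes a time course in which early inflammation signaling and neutrophil recruitment are followed by increased production of antimicrobial peptides.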

**Figure 2:**
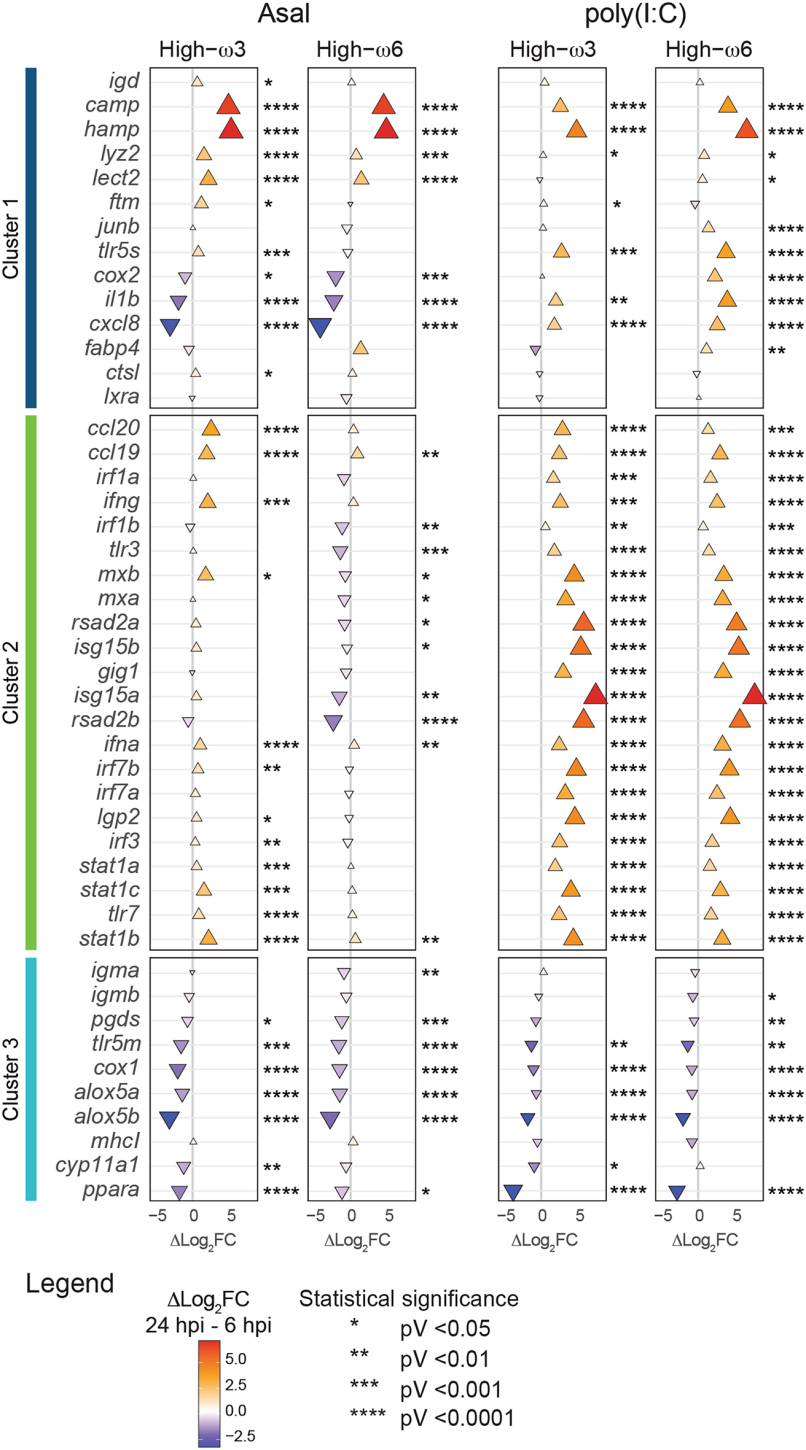
Statistical analyses of the time-dependent changes on the response of 46 immune-relevant genes to formalin-killed *A. salmonicida* (Asal) or polyriboinosinic polyribocytidylic acid [poly(I:C)]. Scatter plot representing the difference between the mean Asal/poly(I:C) log_2_ fold-changes (Δlog_2_FC) at 24 hpi and 6 hpi for each dietary treatment (High-ω3 diet and High-ω6 diet). Upward triangles represent positive Δlog_2_FC (i.e., 24 hpi > 6 hpi); downward triangles represent negative Δlog_2_FC (i.e., 6 hpi > 24 hpi). Asterisks indicate significant differences between time points (n = 7–12). Data normal distribution and homoscedasticity were assessed using the Shapiro–Wilk and Levene’s tests, respectively. Contrast analysis was performed via Student’s t-test (if parametric) or Mann–Whitney U test (if non-parametric or heteroscedastic). An alpha value of 0.05 was applied to all tests.

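Between 6 and 24 h post-poly(I:C) injection, the log_2_FC changed in 34 of the 46 genes in the High-ω3-fed (28 higher and 6 lower at 24 hpi) and in 38 in the High-ω6-fed salmon (31 higher and 7 lower), and 34 and 37 genes passed the Benjamini-Hochberg adjustment. The mean log_2_FC in the High-ω3-fed salmon (n = 9 at 24 and 10 at 6 hpi) rose by 4.42 for *hamp*, 2.37 for *camp*, 2.38 for *tlr5s*, 1.95 for *il1b*, 1.60 for *cxcl8* and 0.89 for *lyz2*, with exact *p*-values between 1.1e-05 and 0.00132. The High-ω6-fed means (n = 7 and 12) rose by 6.08 for *hamp*, 4.05 for *camp*, 3.65 for *tlr5s*, 3.64 for *il1b*, 2.46 for *cxcl8* and 1.00 for *lyz2* (exact *p* between 2.0e-05 and 8.3e-04). 8 or 9 of 9 High-ω3-fed and all 7 High-ω6-fed salmon at 24 hpi lay above the 6 hpi mean of each gene.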

Independent of diet, poly(I:C) log_2_FCs were significantly higher at 24 hpi than at 6 hpi for Cluster 1 genes *camp*, *hamp*, *lyz2*, *tlr5s*, *il1b*, and *cxcl8* (Fig. 2; Supplementary Data 2). 

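The poly(I:C) log_2_FC of *ftm* in the High-ω3-fed salmon was -0.73 ± 0.69 (SD, n = 10) at 6 hpi and -0.36 ± 0.51 (n = 9) at 24 hpi, a difference of 0.37 (exact *p* = 0.221), with 8 of 9 fish at 24 hpi above the 6 hpi mean. 1 of the fish at 24 hpi lies far above the others for this gene. The High-ω6-fed salmon differed by 0.36 (exact *p* = 0.357).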

In the High-ω3-fed salmon, *ftm* showed significantly increased poly(I:C) log_2_FCs between 6 and 24 hpi. High-ω6-fed salmon showed significantly higher poly(I:C) log_2_FCs for *lect2*, *junb*, *cox2*, and *fabp4* at 24 hpi than at 6 hpi. 

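In the High-ω6-fed salmon (n = 7 at 24 and 12 at 6 hpi), the mean poly(I:C) log_2_FC was higher at 24 than at 6 hpi by 1.85 for *cox2* (exact *p* = 7.9e-05), 1.29 for *junb* (exact *p* = 2.0e-05), 0.60 for *lect2* (exact *p* = 0.0414) and 0.52 for *fabp4* (exact *p* = 0.197). Without a PBS reference, the difference of *fabp4* between the time points was -0.84, so its direction depends on the PBS-injected salmon. For the High-ω3-fed salmon (n = 9 and 10), the differences of the same genes were 0.60, 0.28, 0.15 and -0.75 (exact *p* = 0.240, 0.110, 0.645 and 0.203). The difference in change between the diets was not tested.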

No time-dependent changes were observed in the poly(I:C) log_2_FCs for *igd*, *ctsl*, and *lxra*.

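The poly(I:C) log_2_FC changed from 6 to 24 hpi by 0.12 and 0.18 for *igd*, by -0.22 and -0.15 for *ctsl* and by -0.19 and -0.04 for *lxra* in the High-ω3-fed and High-ω6-fed salmon, respectively. The exact *p*-values of these 6 comparisons lay between 0.113 and 0.797.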

Within Cluster 2, *ccl19*, *ifna*, *stat1b* showed significantly increased Asal log_2_FCs over time (i.e., 24 hpi > 6 hpi) regardless of the diet (Fig. 2; Supplementary Data 2). 

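The mean Asal log_2_FC rose from 6 to 24 hpi by 2.17 for *ccl19*, 2.07 for *stat1b* and 1.18 for *ifna* in the High-ω3-fed salmon (n = 9 at each time point, exact *p* = 1.2e-04, 4.1e-05 and 1.6e-04). The High-ω6-fed salmon (n = 10 and 9) rose by 1.01, 0.86 and 0.52 (exact *p* = 0.00640, 7.1e-04 and 0.0178). Of all 22 Cluster 2 genes, 12 rose in the High-ω3-fed salmon, while 3 rose and 5 fell in the High-ω6-fed salmon.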

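In the High-ω3-fed salmon (n = 9 at each time point), the mean Asal log_2_FC rose between 6 and 24 hpi by 2.01 for *ccl20* (exact *p* = 8.2e-05), 1.88 for *ifng* (exact *p* = 8.6e-04), 1.39 for *stat1c* (exact *p* = 3.3e-04), 1.14 for *mxb* (exact *p* = 0.0253) and 0.97 for *tlr7* (exact *p* = 8.2e-05). For *irf7b*, *stat1a*, *lgp2* and *irf3*, it rose by 0.46 to 0.78 (exact *p* between 0.00107 and 0.0161). Among the High-ω6-fed salmon (n = 10 and 9), the differences of these 9 genes ran from -0.62 for *mxb* to 0.96 for *ifng*, with exact *p*-values of 0.0919 or more.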

High-ω3-fed salmon exhibited significantly higher Asal log_2_FCs for *ccl20*, *ifng*, *mxb*, *irf7b*, *ATP-dependent RNA helicase DHX58* (*lgp2*), *irf3*, *stat1a*, *stat1c*, *tlr7*, and *stat1b* at 24 hpi than at 6 hpi. In the High-ω6-fed salmon, the Asal log_2_FCs for *irf1b*, *tlr3*, *mxb*, *mxa*, *rsad2a*, *isg15b*, *isg15a*, and *rsad2b* decreased significantly between 6 and 24 hpi. 

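From 6 to 24 hpi, the mean Asal log_2_FC of the High-ω6-fed salmon (n = 9 and 10) fell by 2.10 for *rsad2b* (exact *p* = 9.7e-05). It also fell by 1.03 for *tlr3* (exact *p* = 9.3e-04). The differences of *isg15a*, *irf1b*, *mxa* and *rsad2a* were -0.96, -0.87, -0.83 and -0.78 (exact *p* = 0.0506, 0.00557, 0.0138 and 0.0454). For *isg15b* and *mxb*, the exact *p*-values were 0.0537 and 0.0919. Between 8 and 10 of the 10 fish at 24 hpi lay below the 6 hpi mean of these 8 genes.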

The Asal log_2_FCs for *irf1a*, *gig1*, and *irf7a* did not vary with time. 

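The Asal log_2_FC differed between 24 and 6 hpi by 0.46 and -0.52 for *irf1a*, by 0.35 and -0.31 for *irf7a* and by -0.08 and -0.53 for *gig1* in the High-ω3-fed and High-ω6-fed salmon. The exact *p*-values were 0.203 and 0.264, 0.106 and 0.160, and 0.820 and 0.107, respectively.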

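From 6 to 24 h post-poly(I:C) injection, the increases in mean log_2_FC over the 22 Cluster 2 genes ran from 0.52 (*irf1b*) to 7.45 (*isg15a*) in the High-ω3-fed and from 0.68 to 7.60, for the same genes, in the High-ω6-fed salmon. The largest exact *p* of a gene was 0.00906 (*irf1b*, High-ω3-fed). Averaged over the cluster within each fish, the increase was 3.19 (exact *p* = 1.1e-05, n = 9 and 10) and 3.18 (exact *p* = 2.0e-05, n = 7 and 12), and every fish at 24 hpi lay above the 6 hpi mean.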

In the poly(I:C)-injected salmon, all Cluster 2 genes showed significantly increased log_2_FCs at 24 hpi compared with 6 hpi.

In Cluster 3, *tlr5m*, *cox1*, *alox5a*, *alox5b*, and *ppara* showed significantly reduced Asal/poly(I:C) log_2_FCs at 24 hpi compared with 6 hpi (Fig. 2; Supplementary Data 2) in both diet groups. 

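Across the 4 combinations of antigen and diet, the differences in mean log_2_FC between 24 and 6 hpi were -2.94 to -1.56 for *alox5b* (exact *p* between 1.1e-05 and 4.1e-05), -3.03 to -0.94 for *ppara* (exact *p* between 4.1e-05 and 0.0477), -1.73 to -1.28 for *tlr5m* (exact *p* between 1.7e-04 and 8.4e-04), -1.80 to -0.95 for *cox1* (exact *p* between 2.0e-05 and 5.8e-04) and -1.32 to -0.64 for *alox5a* (exact *p* between 1.1e-05 and 4.1e-05). The smallest of the *ppara* differences, -0.94 after Asal in the High-ω6-fed salmon (exact *p* = 0.0477, 8 of 10 fish below the 6 hpi mean), became 0.04 without a PBS reference, so its direction rests on the PBS-injected salmon. Over the 10 genes of Cluster 3, 7 and 8 fell after Asal and 6 and 7 after poly(I:C) in the High-ω3-fed and High-ω6-fed salmon, respectively.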

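The log_2_FC of *pgds* differed between 24 and 6 hpi by -0.90 after Asal in the High-ω3-fed (exact *p* = 0.00708, n = 9 and 9) and by -1.24 in the High-ω6-fed salmon (exact *p* = 0.00176, n = 10 and 9). Following poly(I:C), it differed by -0.69 in the High-ω3-fed (exact *p* = 0.0146, 8 of 9 fish at 24 hpi below the 6 hpi mean) and by -0.79 in the High-ω6-fed salmon (exact *p* = 6.4e-04, 7 of 7 fish). The amplification efficiency of *pgds* is uncertain, as its deposited fold changes imply another value than the supplement lists.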

Except for the poly(I:C)-injected salmon fed the High-ω3 diet, Asal/poly(I:C) log_2_FCs for *pgds* were significantly lower at 24 hpi than at 6 hpi. 

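For *cyp11a1*, the log_2_FC at 24 hpi differed from that at 6 hpi by -1.15 after Asal (exact *p* = 0.00206, 9 of 9 fish below the 6 hpi mean) and by -0.71 after poly(I:C) (exact *p* = 0.111, 8 of 9 fish) in the High-ω3-fed salmon. The differences of the High-ω6-fed salmon were -0.30 and 0.33 (exact *p* = 0.456 and 0.440). In both High-ω3-fed groups at 24 hpi, 1 fish lies far from the others for this gene.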

The Asal/poly(I:C) log_2_FCs for *cyp11a1* decreased significantly over time in the High-ω3 diet salmon. 

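In the High-ω6-fed salmon, the Asal log_2_FC of *igma* differed between 24 and 6 hpi by -0.87 (exact *p* = 0.00213, 10 of 10 fish at 24 hpi below the 6 hpi mean) and the poly(I:C) log_2_FC of *igmb* by -0.62 (exact *p* = 0.0763, 6 of 7 fish). The same differences in the High-ω3-fed salmon were -0.28 and -0.33 (exact *p* = 0.374 and 0.376).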

High-ω6-fed salmon showed significantly lower *igma* Asal log_2_FCs and *igmb* poly(I:C) log_2_FCs at 24 hpi than at 6 hpi. 

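The differences in *mhcI* log_2_FC between 24 and 6 hpi were -2.82 and -2.00 after Asal and 1.65 and -0.54 after poly(I:C), in the High-ω3-fed and High-ω6-fed salmon, with exact *p*-values between 0.347 and 0.771. The spread of this gene is wide because its Ct lay above 30 in 27 of the 116 fish, PBS-injected salmon included, and 1 fish lay between the 2 ranges. Its amplification efficiency is also uncertain, as the deposited fold changes imply another value than the supplement lists.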

No time-dependent changes were observed in the log_2_FCs for *mhcI*.

### Dietary modulation of the immune gene expression responses

At 6 hpi (Fig. 3a; Supplementary Data 3; Supplementary Fig. 2), Asal-injected salmon fed High-ω3 tended to have lower log_2_FCs than the High-ω6-fed. These differences were only significant for *camp*, *ftm*, and *tlr5s* in Cluster 1, *ccl20*, and *irf3* in Cluster 2, and *igma* in Cluster 3. 

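At 6 h post-Asal injection, the mean log_2_FC of the High-ω3-fed salmon (n = 9) lay below that of the High-ω6-fed (n = 9) for 38 of the 46 genes, with a median difference of -0.25. The genes are measured in the same fish and against the same PBS-injected salmon, so they are not independent. Averaged over the genes of a cluster within each fish, the difference was -0.26 for Cluster 1 (exact *p* = 0.0700, 8 of 9 High-ω3-fed salmon below the High-ω6-fed mean), -0.38 for Cluster 2 (exact *p* = 0.0914, 8 of 9) and 0.03 for Cluster 3 (exact *p* = 0.911). For Cluster 1 it was -0.09 without a PBS reference (exact *p* = 0.492) and 0.03 with the median in place of the mean over genes (exact *p* = 0.861). With *ef1a1* as the only normaliser it was -0.35 (exact *p* = 0.0445, adjusted 0.178). For Cluster 2 it was -0.38 without a PBS reference (exact *p* = 0.0913) and -0.41 with the median (exact *p* = 0.0484, adjusted 0.253). None of the first 3 differences passed the Benjamini-Hochberg adjustment over the 12 tests of clusters by diet. At the unadjusted level, 5 genes differed between the diets, each lower in the High-ω3-fed salmon. After the Benjamini-Hochberg adjustment, the exact test left 0 of them, the alternative that moved the count most, while limma gave 9 genes at its unadjusted level and a fit that includes the spread of the PBS-injected salmon 3. The log_2_FC takes the PBS mean as fixed, although it was measured on 10 fish per diet. In simulated data for this comparison with no effect of diet on any of the 46 genes, the exact test called 16.0% of genes for that reason, against 4.73% without a PBS reference.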

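The log_2_FC of the High-ω3-fed salmon (n = 9) differed from that of the High-ω6-fed (n = 9) by -0.79 for *ccl20* (exact *p* = 0.0168), -0.45 for *irf3* (exact *p* = 0.0187) and -0.60 for *igma* (exact *p* = 0.0342), with 7 of 9, 8 of 9 and 8 of 9 High-ω3-fed salmon below the High-ω6-fed mean. 1 of the High-ω3-fed salmon, at 0.90, lies far above the others for *igma*. The differences were -0.72 for *ftm* (exact *p* = 0.0848), -0.67 for *tlr5s* (exact *p* = 0.0564) and -0.24 for *camp* (exact *p* = 0.145). The other genes under the unadjusted level were *mxb* (-0.91, exact *p* = 0.0363) and *cxcl8* (-0.71, exact *p* = 0.0468). Without a PBS reference, the differences of *cxcl8*, *tlr5s* and *camp* became 0.01, 0.06 and 0.02 (exact *p* = 0.967, 0.851 and 0.877), so they depend on the PBS-injected salmon.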

At 24 h post-Asal injection, High-ω3-fed salmon showed significantly increased log_2_FCs compared with the High-ω6-fed for *lyz2* and *lxra* in Cluster 1, most Cluster 2 genes (e.g., *ccl20*, *irf1a*, *ifng*, *tlr3*, *mxb*, *rsad2a*, *stat1b*), and *pgds* in Cluster 3.

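At 24 h post-Asal injection, 10 of the 46 genes differed between the diets at the unadjusted level, each higher in the High-ω3-fed salmon: *lyz2*, *lxra*, *ccl20*, *ccl19*, *tlr3*, *rsad2b*, *irf7b*, *stat1c*, *tlr7* and *stat1b*. With the Benjamini-Hochberg adjustment, the exact test left 0 (smallest adjusted *p* = 0.0680), and limma gave 10 genes at its unadjusted level. A fit that includes the spread of the PBS-injected salmon gave 4, the authors' deposited fold changes 17 and the log_2_ RQ of the treated salmon without PBS reference 3. The difference was 0.83 for *stat1b* (exact *p* = 0.00187, 8 of 9 High-ω3-fed salmon above the High-ω6-fed mean), 0.94 for *ccl20* (9 of 9 fish), 0.86 for *mxb* (exact *p* = 0.0500), 0.97 for *ifng* (exact *p* = 0.202), 0.78 for *rsad2a* and 0.66 for *irf1a*. For *lyz2*, *lxra* and *tlr3*, the differences lay between 0.34 and 0.47 (exact *p* between 0.0106 and 0.0444), and the exact *p* of *pgds* was 0.238. All 22 Cluster 2 genes had a higher mean in the High-ω3-fed salmon, and the cluster mean differed by 0.58 (exact *p* = 0.0225, adjusted over the 12 cluster tests 0.135, 7 of 9 High-ω3-fed salmon above the High-ω6-fed mean, n = 9 and 10). In the PBS-injected salmon of this time point, all 22 had a lower mean on High-ω3. Without a PBS reference, 21 of the 22 remained higher, *isg15a* being the exception, and the cluster mean differed by 0.23 (exact *p* = 0.330). In simulated data for this comparison with no effect of diet on the 46 genes, 15.6% of genes were called. From these differences, the paper states that High-ω3 up-regulated Cluster 2 genes of IFN-mediated signaling pathways, most consistently in the Asal-injected salmon at 24 hpi.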

**Figure 3:**
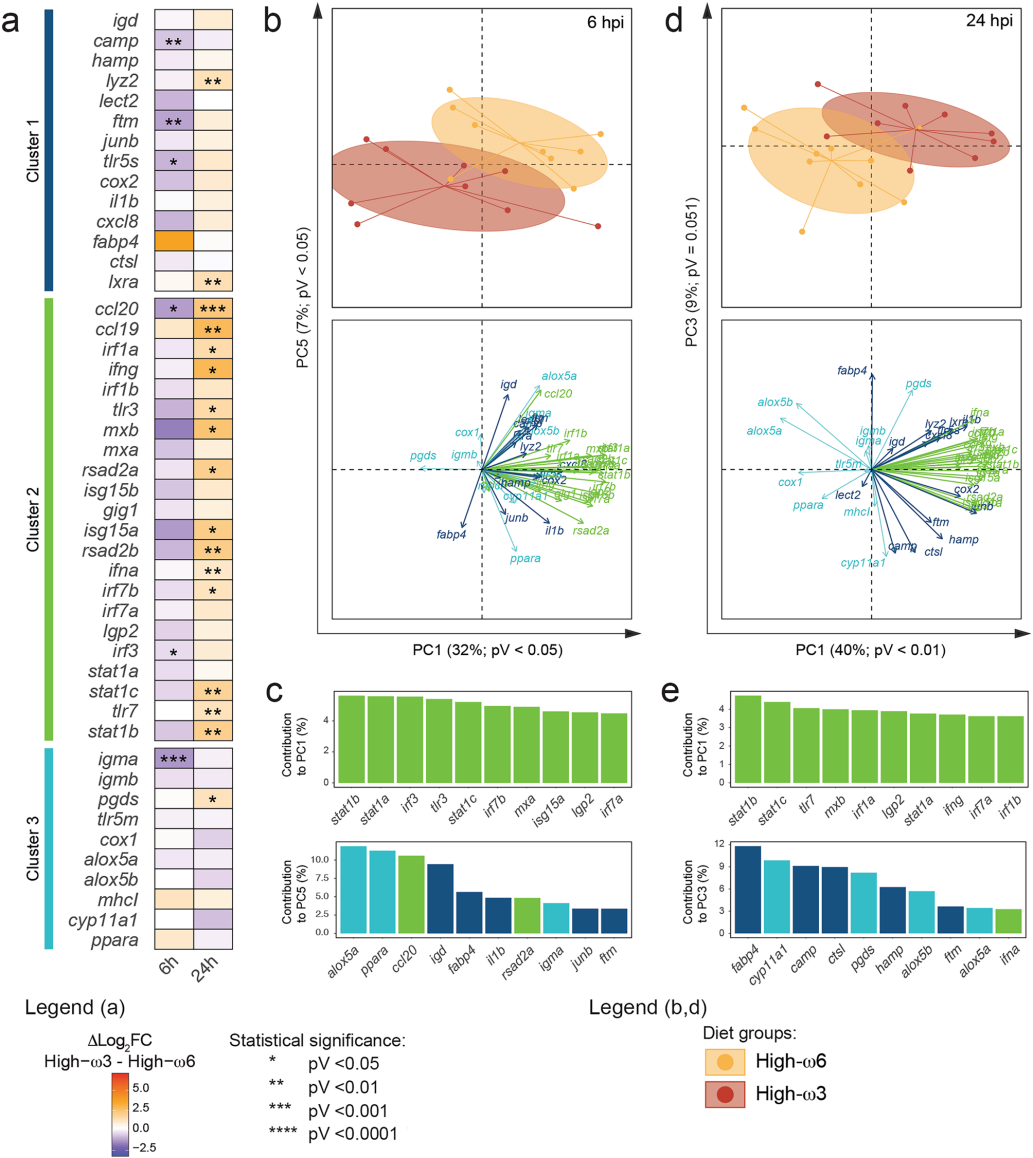
Statistical analyses of the modulatory effects of the experimental diets on the response of 46 immune-relevant genes to formalin-killed *A. salmonicida* (Asal). (**a**) Heatmap representing the difference between the mean log_2_ fold-changes of High-ω3 and High-ω6-fed salmon (Δlog_2_FC) at each time point (6 and 24 hpi). Asterisks indicate significant differences between diet groups (n = 9–10). Data normal distribution and homoscedasticity were assessed using the Shapiro–Wilk and Levene’s tests, respectively. Contrast analysis was performed via Student’s t-test (if parametric) or Mann–Whitney U test (if non-parametric or heteroscedastic). An alpha value of 0.05 was applied to all tests. (**b**) Principal Component Analysis (PCA) plots showing the multivariate distribution of the High-ω3 and High-ω6-fed salmon at 6 h post-Asal injection (top) and the genes’ loading vectors (bottom). PC1 and PC5 were selected because their scores showed the most significant diet-dependent differences. PC scores’ normal distribution and homoscedasticity were assessed using the Shapiro–Wilk and Levene’s tests, respectively. Diet-dependent differences were tested via Student’s t-test (if parametric) or Mann–Whitney U test (if non-parametric or heteroscedastic). An alpha value of 0.05 was applied to all tests. (**c**) Bar plot showing the top 10 genes contributing to the PC1 (top) and PC5 (bottom) variances. The gene’s bars are colored by cluster (see Fig. 1a, b). (**d**) PCA plot for High-ω3 and High-ω6-fed salmons’ multivariate distribution at 24 h post-Asal injection (top) and the genes’ loading vectors (bottom). PC1 and PC3 were selected as the most reflective of the diet effects. PC scores’ normal distribution and homoscedasticity were assessed using the Shapiro–Wilk and Levene’s tests, respectively. Diet-dependent differences were tested using the Student’s t-test (if parametric) or Mann–Whitney U test (if non-parametric or heteroscedastic). An alpha value of 0.05 was applied. (**e**) Bar plot showing the top 10 genes contributing to the PC1 (top) and PC3 (bottom) variances. Bars are colored by cluster.

Components 1 and 5 (PC1 and PC5, respectively) in the 6 hpi/Asal PCA visually and statistically segregated the Asal-injected salmon by diet group (Fig. 3b; Supplementary Data 4). 

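In the PCA of the Asal-injected salmon at 6 hpi, PC1 held 33.5% and PC5 6.24% of the variance. The mean PC1 score was -1.79 ± 4.13 (SD, n = 9) in the High-ω3-fed and 1.79 ± 2.90 (n = 9) in the High-ω6-fed salmon (exact *p* = 0.0517). For PC5, the means were -1.06 ± 1.23 and 1.06 ± 1.43 (exact *p* = 0.00457, Benjamini-Hochberg adjusted over the 5 components 0.0228), and 9 of 9 High-ω3-fed salmon lay below the High-ω6-fed mean. The exact *p*-values of PC2, PC3 and PC4 lay between 0.447 and 0.974. The number of components past the unadjusted level, 1 here, moved to 0 by the same test with genes centred but not scaled, and to 2 with the deposited fold changes, in which PC1 gave an exact *p* of 0.0499.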

Cluster 2 genes were the top 10 most contributing variables to PC1 (e.g., *stat1b*, *irf3*), whereas the top 10 contributors to PC5 were genes from Clusters 1 (e.g., *igd*, *fabp4*), 2 (e.g., *ccl20*), and 3 (e.g., *alox5a*, *igma*) (Fig. 3c).

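The 10 genes that contributed most to PC1 were *stat1a*, *irf3*, *stat1b*, *tlr3*, *stat1c*, *mxa*, *irf7b*, *mxb*, *isg15a* and *rsad2a*, all 10 from Cluster 2, and together they held 48.3% of its variance. Those of PC5 were *ppara*, *ccl20*, *igd*, *cyp11a1*, *fabp4*, *lect2*, *ftm*, *alox5a*, *junb* and *il1b*, which held 82.4%. Of these, 6 belong to Cluster 1, 1 to Cluster 2 and 3 to Cluster 3. *Igma* was not among them.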

In the 24 hpi/Asal PCA (Fig. 3d), PC1 and PC3 visually separated the Asal-injected salmon by dietary treatment, and diet-driven differences were statistically significant for PC1 while close to significant (pV = 0.051) for PC3. 

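At 24 h post-Asal injection, PC1 held 38.2% and PC3 8.98% of the variance. The mean PC1 score was 2.19 ± 3.69 (SD, n = 9) in the High-ω3-fed and -1.97 ± 3.73 (n = 10) in the High-ω6-fed salmon (exact *p* = 0.0274), with 7 of 9 High-ω3-fed salmon above the High-ω6-fed mean. For PC3, the means were 1.03 ± 1.34 and -0.925 ± 2.16 (exact *p* = 0.0284, 8 of 9 fish). Neither passed the Benjamini-Hochberg adjustment over the 5 components. With the deposited fold changes, the exact *p*-values of PC1 and PC3 were 0.0103 and 0.0533.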

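The 10 genes that contributed most to PC1 of the Asal-injected salmon at 24 hpi were *stat1b*, *stat1c*, *lgp2*, *tlr7*, *irf1b*, *stat1a*, *irf7a*, *gig1*, *irf1a* and *mxb*, and they held 41.9% of the variance of this component.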

The top PC1 contributors were Cluster 2 genes (e.g., *stat1b*, *tlr7*, *mxb*, *irf1a*, *ifng*) (Fig. 3e). The top PC3 contributors were genes from Clusters 1 (e.g., *fabp4*, *camp*, *hamp*), 2 (i.e., *ifna*), and 3 (e.g., *cyp11a1*, *pgds*, *alox5b*).

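For PC3 at 24 h post-Asal injection, the 10 largest contributions came from *fabp4*, *cyp11a1*, *camp*, *ctsl*, *pgds*, *hamp*, *ftm*, *alox5b*, *alox5a* and *il1b*. They held 67.7% of the variance of PC3, and 6 of them belong to Cluster 1 and 4 to Cluster 3.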

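At 6 h post-poly(I:C) injection, the mean log_2_FC of the High-ω3-fed salmon (n = 10) lay above that of the High-ω6-fed (n = 12) for 8 of the 10 Cluster 3 genes and for 36 of all 46 genes. The difference was 0.35 for *alox5b* (exact *p* = 0.0181, 8 of 10 High-ω3-fed salmon above the High-ω6-fed mean), 0.33 for *cox1* (exact *p* = 0.0198, 8 of 10) and 0.13 for *alox5a* (exact *p* = 0.159, 7 of 10). The mean over the Cluster 3 genes within each fish differed by 0.24 (exact *p* = 0.403), and by 0.42 with a geometric PBS reference (exact *p* = 0.155).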

The High-ω3-fed salmon showed a tendency towards higher log_2_FCs for Cluster 3 genes at 6 h post-poly(I:C) injection –significantly higher for *cox1*, *alox5a*, and *alox5b* compared with the High-ω6-fed fish (Fig. 4a). Diet effect was less consistent for Clusters 1 and 2, with genes showing significantly lower (i.e., *ccl20* and *ftm*) or higher (i.e., *irf1b*, *ifna*, *junb*, *fabp4*, *ctsl*, and *lxra*) log_2_FCs in the High-ω3 group.

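Over all genes, 9 of 46 differed between the diets at 6 h post-poly(I:C) injection, each higher in the High-ω3-fed salmon, and 2 of them, *junb* and *fabp4*, passed the Benjamini-Hochberg adjustment. The mean log_2_FC of *fabp4* was 0.54 ± 1.09 (SD, n = 10) in the High-ω3-fed and -1.06 ± 0.86 (n = 12) in the High-ω6-fed salmon, a difference of 1.60 (exact *p* = 0.00108, adjusted *p* = 0.0248), with 10 of 10 High-ω3-fed salmon above the High-ω6-fed mean. When the spread of the PBS-injected salmon entered the fit, only *junb* passed the unadjusted level, and the *p*-value of *fabp4* was 0.0567 in limma's test. With tanks instead of fish as the unit, a limma fit to tank means left 0 genes past the adjusted level. The differences were 0.59 for *ifna* (exact *p* = 0.0261), 0.40 for *lxra* (exact *p* = 0.0162), 0.32 for *irf1b* (exact *p* = 0.0334) and 0.28 for *ctsl* (exact *p* = 0.0135). *Ifng* also differed (0.86, exact *p* = 0.0260). For *ifna* and *ifng*, the same High-ω3-fed salmon raised the group mean. It lay at 1.70 and 2.13 by Ct, against means of 0.16 and 0.08 for the others. For *ccl20* and *ftm*, the differences were -0.32 and -0.21 (exact *p* = 0.358 and 0.443). With no effect of diet simulated in this comparison, 19.0% of the 46 genes were called.

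**Figure D2:**
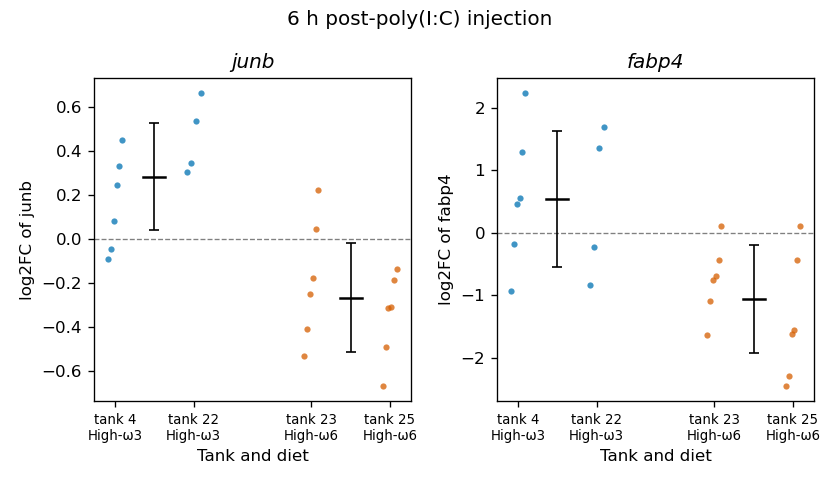
log_2_FC of *junb* and *fabp4* (y axes) in each High-ω3-fed (n = 10) and High-ω6-fed (n = 12) salmon (points) at 6 h post-poly(I:C) injection, by tank within diet (x axis); bars mark the mean and SD of each diet, and the dashed line the PBS mean. All 10 High-ω3-fed salmon lie above the High-ω6-fed mean for both genes. With tanks as the unit, neither gene passed the adjusted level in a limma fit to tank means.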

**Figure 4:**
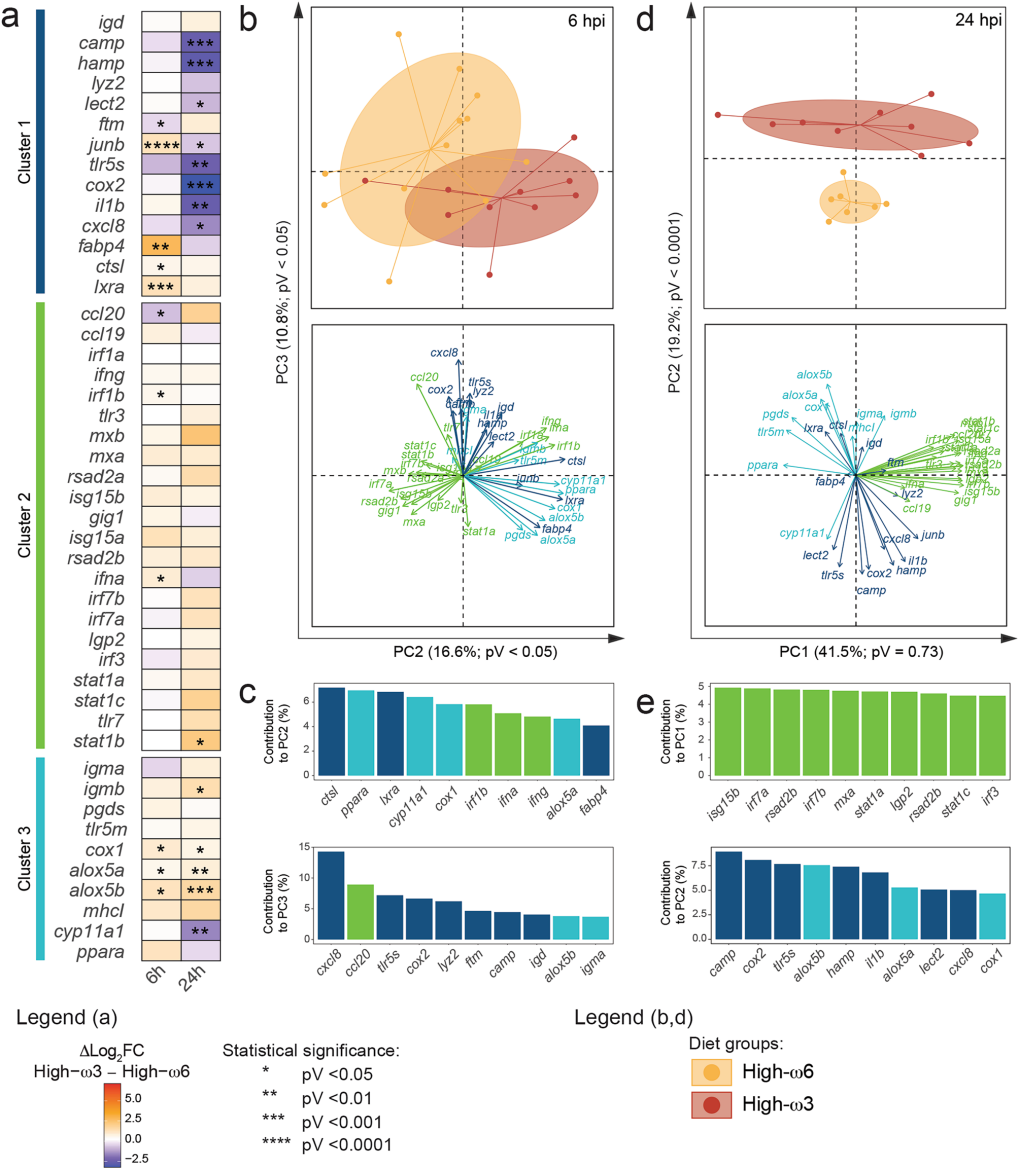
Statistical analyses of the modulatory effects of the experimental diets on the response of 46 immune-relevant genes to polyriboinosinic polyribocytidylic acid [poly(I:C)]. (**a**) Heatmap representing the difference between mean log_2_ fold-changes of High-ω3 and High-ω6-fed salmon (Δlog_2_FC) at each time point (6 and 24 hpi). Asterisks indicate significant differences between diet groups (n = 7–12). Data normal distribution and homoscedasticity were checked using Shapiro–Wilk and Levene’s tests, respectively. Contrast analysis was performed via Student’s t-test (if parametric) or Mann–Whitney U test (if non-parametric or heteroscedastic). An alpha value of 0.05 was applied to all tests. (**b**) Principal Component Analysis (PCA) plots showing the multivariate distribution of the High-ω3 and High-ω6-fed salmon at 6 h post-poly(I:C) injection (top) and the genes’ loading vectors (bottom). PC2 and PC3 were selected since their scores showed the most significant differences between diet groups. PC scores’ normal distribution and homoscedasticity were assessed using the Shapiro–Wilk and Levene’s tests, respectively. Diet-dependent differences were tested using the Student’s t-test (if parametric) or Mann–Whitney U test (if non-parametric or heteroscedastic). An alpha value of 0.05 was applied to all tests. (**c**) Bar plot showing the top 10 genes contributing to the PC2 (top) and PC3 (bottom) variances. The genes’ bars are colored by cluster (see Fig. 1a, b). (**d**) PCA plot for High-ω3 and High-ω6-fed salmon’s multivariate distribution at 24 h post-poly(I:C) injection (top) and the genes’ loading vectors (bottom). PC2 was selected as the only component presenting significant score differences between dietary treatments. PC scores’ normal distribution and homoscedasticity were assessed using the Shapiro–Wilk and Levene’s tests, respectively. Diet-dependent differences were tested using Student’s t-test (if parametric) or Mann–Whitney U test (if non-parametric or heteroscedastic). An alpha value of 0.05 was applied. (**e**) Bar plot showing the top 10 genes contributing to the PC1 (top) and PC2 (bottom) variances. Bars are colored by cluster.

At 24 hpi (Fig. 4a), High-ω3-fed poly(I:C)-injected salmon had significantly lower log_2_FCs for the Cluster 1 genes *camp*, *hamp*, *lect2*, *junb*, *tlr5s*, *cox2*, *il1b*, and *cxcl8*. In contrast, High-ω3-fed salmon had a tendency towards higher log_2_FCs for Clusters 2 and 3 genes. These differences were significant only for the Cluster 2 gene *stat1b* and Cluster 3 genes *igmb*, *cox1*, *alox5a* and *alox5b*. 

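At 24 h post-poly(I:C) injection, the log_2_FC of the High-ω3-fed salmon (n = 9) differed from that of the High-ω6-fed (n = 7) by -1.82 for *tlr5s* (exact *p* = 0.00533), -1.73 for *il1b* (exact *p* = 0.00813), -1.66 for *hamp* (exact *p* = 0.0145), -1.65 for *camp* (exact *p* = 0.00918) and -0.97 for *cxcl8* (exact *p* = 0.0406). 7 or 8 of the 9 High-ω3-fed salmon lay below the High-ω6-fed mean of each. With *cox2* and *junb* (-0.46, exact *p* = 0.0373), 7 Cluster 1 genes were lower at the unadjusted level. The mean over the 14 Cluster 1 genes within each fish differed by -0.71 (exact *p* = 0.00857, adjusted over the 12 cluster tests 0.103), and 8 of 9 High-ω3-fed salmon lay below the High-ω6-fed mean. With the median over the genes it differed by -0.35 (exact *p* = 0.105). Of the 46 genes, 11 differed between the diets at the unadjusted level (4 higher and 7 lower). The exact test with the Benjamini-Hochberg adjustment left 0 (smallest adjusted *p* = 0.0563, for *alox5b*), and limma gave 8 at its unadjusted level. A fit that includes the spread of the PBS-injected salmon gave 6 genes. From these Cluster 1 genes, together with those at 6 h post-Asal injection, the paper states that High-ω3 restrained the induction of Cluster 1 genes at the peak of the pro-inflammatory gene expression response.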

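The mean log_2_FC of the High-ω3-fed salmon lay above that of the High-ω6-fed for 17 of the 22 Cluster 2 genes and 9 of the 10 Cluster 3 genes, with median differences of 0.22 and 0.42. Averaged over the cluster within each fish, the differences were 0.24 for Cluster 2 (exact *p* = 0.497, n = 9 and 7) and 0.50 for Cluster 3 (exact *p* = 0.167). The Cluster 2 difference depends on the PBS reference. Without it, 7 of the 22 Cluster 2 genes lay higher and the difference of the cluster was -0.12 (exact *p* = 0.736). The Cluster 3 difference was 0.57 without a PBS reference (exact *p* = 0.120), with 9 of the 10 genes higher. With a same-tank reference it was 0.48 (exact *p* = 0.186). With the geometric in place of the arithmetic mean of the PBS RQs, the Cluster 3 difference was 0.06 (exact *p* = 0.858). The median difference over its 10 genes moved less, to 0.39, with 7 genes higher. *MhcI*, whose Ct values fall into separate ranges, differed by 4.63 in log_2_ RQ between the diets in PBS-injected salmon (exact *p* = 0.0535). The cluster mean thus leans on this gene when the reference changes.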

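At 24 h post-poly(I:C) injection, the difference of the High-ω3-fed (n = 9) from the High-ω6-fed salmon (n = 7) was 0.88 for *alox5b* (exact *p* = 0.00122, 9 of 9 High-ω3-fed salmon above the High-ω6-fed mean), 0.40 for *alox5a* (exact *p* = 0.00944, 8 of 9) and 0.44 for *cox1* (exact *p* = 0.0362, 8 of 9). For *stat1b*, it was 0.79 (exact *p* = 0.0638), and for *igmb* 0.63 (exact *p* = 0.0805). *Igma* also differed at the unadjusted level (0.54, exact *p* = 0.0456).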

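For *cyp11a1* at 24 h post-poly(I:C) injection, the difference of the High-ω3-fed from the High-ω6-fed salmon was -0.62 (exact *p* = 0.129, n = 9 and 7), and 8 of 9 High-ω3-fed salmon lay below the High-ω6-fed mean, with the last far above the others of its group. With the geometric in place of the arithmetic mean of the PBS-injected salmon as reference, and with the deposited fold changes, this difference passed the unadjusted level.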

The exception to this tendency was that High-ω3 significantly reduced *cyp11a1* (Cluster 3) log_2_FCs.

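In the PCA of the poly(I:C)-injected salmon at 6 hpi, PC1 held 28.5% of the variance, with mean scores of 1.32 ± 3.68 (SD, n = 10) in the High-ω3-fed and -1.10 ± 3.32 (n = 12) in the High-ω6-fed salmon (exact *p* = 0.121).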

PC1 scores in the 6 hpi/poly(I:C) PCA did not vary with the diet treatment (Supplementary Data 4). In contrast, PC2 and PC3 were able to segregate the poly(I:C)-injected salmon by diet group both visually and statistically (Fig. 4b). 

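PC2 held 16.7% of the variance, with mean scores of 1.14 ± 2.99 in the High-ω3-fed and -0.947 ± 2.29 in the High-ω6-fed salmon (exact *p* = 0.0791). PC3 held 10.4%, with -0.790 ± 2.01 and 0.658 ± 2.20 (exact *p* = 0.125). On the scores from Ct, the exact test thus placed 0 of the first 5 components under the unadjusted level. With the deposited fold changes, the exact *p*-values of PC2 and PC3 were 0.0199 and 0.0528.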

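The 10 genes that contributed most to PC2 of the poly(I:C)-injected salmon at 6 hpi were *irf1b*, *ctsl*, *ifng*, *ppara*, *ifna*, *irf7a*, *cyp11a1*, *igmb*, *cox1* and *lxra*, of which 2 belong to Cluster 1, 4 to Cluster 2 and 4 to Cluster 3. They held 50.7% of the variance of this component.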

The list of top 10 contributors to PC2 showed a balanced composition of genes from all 3 Clusters (e.g., *ctsl*, *ppara*, *ifna*) (Fig. 4c). Among the top 10 contributors to PC3, there were also genes from all Clusters, but Cluster 1 genes were dominant (e.g., *cxcl8*, *tlr5s*).

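For PC3, the 10 largest contributors from Ct were *cxcl8*, *alox5a*, *ccl20*, *igma*, *alox5b*, *pgds*, *cox2*, *cyp11a1*, *stat1a* and *hamp*, with 3 genes of Cluster 1, 2 of Cluster 2 and 5 of Cluster 3, and they held 57.4% of its variance. With the authors' deposited fold changes, 7 of the 10 belonged to Cluster 1, 1 to Cluster 2 and 2 to Cluster 3.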

PC2 was the only component in the 24 hpi/poly(I:C) PCA that showed significantly different scores between diet groups (Fig. 4d). 

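PC2 held 17.4% of the variance at 24 h post-poly(I:C) injection, and its mean score was 1.96 ± 1.97 (SD, n = 9) in the High-ω3-fed and -2.52 ± 1.29 (n = 7) in the High-ω6-fed salmon (exact *p* = 4.4e-04, Benjamini-Hochberg adjusted over the 5 components 0.00219), with 9 of 9 High-ω3-fed salmon above the High-ω6-fed mean. In a PCA of the log_2_ RQs of the treated salmon, without PBS reference, 2 components passed the unadjusted level.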

Since all other PCs were noticeably diet-independent, PC1 was selected for the PCA visualization as the one explaining most of the variance. 

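The exact *p*-values of the other components at 24 h post-poly(I:C) injection lay between 0.147 (PC3) and 0.848 (PC5). PC1 held 43.1% of the variance, with mean scores of 0.266 ± 5.92 in the High-ω3-fed and -0.342 ± 1.61 in the High-ω6-fed salmon.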

All top 10 contributors to PC1 were Cluster 2 genes (e.g., *isg15b*, *irf7a*), whereas those for PC2 were from Clusters 1 (e.g., *camp*, *cox2*) and 3 (e.g., *alox5b*, *cox1*) (Fig. 4e).

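The 10 largest contributors to PC1 at 24 h post-poly(I:C) injection were *irf7b*, *irf7a*, *isg15b*, *mxa*, *rsad2b*, *stat1a*, *lgp2*, *rsad2a*, *stat1c* and *gig1*, which held 45.0% of its variance. Those to PC2 were *camp*, *tlr5s*, *alox5b*, *il1b*, *cxcl8*, *cox2*, *hamp*, *lect2*, *alox5a* and *cox1*, with 7 genes of Cluster 1 and 3 of Cluster 3, and they held 74.8%.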

### Head kidney lipid class and fatty acid profiles

The predominant lipid classes in the head kidney samples collected before the immune challenge were triacylglycerol (TAG; 56.1–64.1%), followed by phospholipid (PL; 18.4–20.4%), and sterol (ST; 6.8–11.2%) and acetone-mobile polar lipid (AMPL; 8.2–9.3%) (Table 1; Supplementary Data 5). Feeding the High-ω6 diet resulted in significantly greater ST proportions and ST/PL ratios. No significant differences were found in the other lipid classes.

**Table 1:** Lipid and FA composition of Atlantic salmon head kidney at the end of the 12-week feeding trial.

	High-ω3	High-ω6	pV
Lipid class composition (% of total lipid)			
TAG	64.07 ± 16.16	56.08 ± 15.78	0.132
ST	6.77 ± 4.46	11.24 ± 6.04	< 0.01
AMPL	8.2 ± 7.07	9.32 ± 7.11	0.284
PLγ	18.41 ± 8.84	21.41 ± 10.25	0.385
ST/PL	0.36 ± 0.10	0.58 ± 0.35	< 0.01
FA composition (% of total FAs)			
14:0	1.85 ± 0.25	1.64 ± 0.31	< 0.05
16:0	14.37 ± 1.3	15.27 ± 1.5	0.053
16:1ω7	2.53 ± 0.53	2.27 ± 0.55	0.145
18:0	4.09 ± 0.54	4.61 ± 0.7	< 0.05
18:1ω9 (OA)	21.19 ± 1.88	18.41 ± 4.51	< 0.01
18:1ω7	1.82 ± 0.12	2.16 ± 0.53	< 0.0001
18:2ω6 (LNA)	10.37 ± 1.06	22.99 ± 3.27	< 0.0001
18:3ω3 (ALA)	14.34 ± 2.31	2.37 ± 0.49	< 0.0001
18:4ω3	2.08 ± 0.57	0.84 ± 0.2	< 0.0001
20:1ω9	2.73 ± 0.33	2.54 ± 0.49	0.166
20:2ω6	0.61 ± 0.08	1.48 ± 0.22	< 0.0001
20:3ω6 (DGLA)	0.47 ± 0.12	1.40 ± 0.31	< 0.0001
20:4ω6 (ARA)	0.76 ± 0.33	1.57 ± 0.82	< 0.0001
20:4ω3	1.34 ± 0.26	0.46 ± 0.09	< 0.0001
20:5ω3 (EPA)	3.29 ± 0.86	2.82 ± 0.89	0.134
22:1ω11(13)	2.81 ± 0.53	2.61 ± 0.62	0.282
22:5ω3 (ω3DPA)	0.90 ± 0.11	0.79 ± 0.12	< 0.05
22:6ω3 (DHA)	9.83 ± 3.57	10.79 ± 4.07	0.412
SFA	20.9 ± 1.57	22.3 ± 1.94	< 0.05
MUFA	32.74 ± 3.31	30.33 ± 4.05	< 0.05
PUFA	46.15 ± 2.43	47.18 ± 3.08	0.095
PUFA/SFA	2.22 ± 0.17	2.13 ± 0.19	0.127
Σω3	32.89 ± 2.95	18.32 ± 4.28	< 0.0001
Σω6	12.54 ± 0.75	28.24 ± 2.49	< 0.0001
ω6:ω3	0.39 ± 0.05	1.65 ± 0.51	< 0.0001

Values in cells represent group means ± standard deviation (n = 19–20). Differences between diet groups were assessed via Student’s t-test (if parametric) or Mann–Whitney U test (if not parametric or heteroscedastic). Normal distribution and homoscedasticity were tested using the Shapiro–Wilk and Levene’s tests, respectively. An alpha value of 0.05 was applied to all statistical tests. TAG: triacylglycerol; ST: sterol; AMPL: acetone-mobile polar lipid; PL: phospholipid; OA: oleic acid; LNA: linoleic acid; ALA: α-linolenic acid; DGLA: dihomo-γ-linolenic acid; ARA: arachidonic acid; EPA: eicosapentaenoic acid; ω3DPA: ω3 docosapentaenoic acid; DHA: docosahexaenoic acid; SFA: saturated fatty acids; MUFA: monounsaturated fatty acids; PUFA: polyunsaturated fatty acids.

The High-ω3-fed salmon showed significantly higher proportions of omega-3 FAs in the head kidney, except for 20:5ω3 (EPA) and 22:6ω3 (DHA), which were comparable between the two diet groups. Conversely, the salmon fed High-ω6 had higher omega-6 FA levels, including ARA. The High-ω6-fed salmon had significantly higher SFA and lower MUFA levels. In contrast to the general trend, 14:0 and 18:1ω7 were significantly less and more abundant in the High-ω6-fed salmon, respectively.

## Discussion

Our univariate and multivariate analyses of the transcript expression of 46 immune biomarkers revealed distinctive time- and diet-dependent gene expression responses to Asal and poly(I:C) in the High-ω3-fed and High-ω6-fed salmon.

A suite of previously identified *A. salmonicida*-responsive genes^23–27^ involved in bacterial pathogen recognition (i.e., *tlr5*s)^28^, pro-inflammatory signaling (i.e., *il1b* and *cox2*)^29,30^, neutrophil recruitment (i.e., *lect2*, *cxcl8*)^31^, antimicrobial defense (i.e., *lyz2*, *camp*, *hamp*)^32–34^, immune/stress response regulation (*junb*)^35^, and protein degradation (i.e., *ctsl*)^26^ were grouped in Cluster 1 and were largely induced by Asal at 6 and/or 24 hpi.

Asal induction of *cox2*, *il1b* and *cxcl8* peaked at 6 hpi, whereas that of *camp* and *hamp* intensified between 6 and 24 hpi. Pro-inflammatory mediators and antimicrobial peptides have previously shown similar gene expression changes over time in the head kidney of Atlantic cod IP-injected with formalin-killed *A. salmonicida*^23^ and Atlantic salmon IP-injected with a polyvalent vaccine^36^. While its significance for fish immunity warrants further investigation, this transcript expression pattern appears to follow a logical time course for an immune response i.e., early inflammation signaling (i.e., *cox2* and *il1b*) and neutrophil recruitment (i.e., *cxcl8*) is followed by increased production of antimicrobial peptides (i.e., *camp* and *hamp*).

Genes known to participate in fish antiviral innate responses^15,37,38^ formed Cluster 2. This list included genes encoding viral pathogen recognition receptors (PRRs; i.e., *tlr3*, *tlr7*, and *lgp2*), signal transduction/transcription factors (i.e., *stat1* and *irf* family members), type I and II IFNs (i.e., *ifna* and *ifng*), and effectors [i.e., *mx*, *grass carp reovirus induced gene 1* (*gig1*), *rsad2* and *isg15* paralogues]. These antiviral biomarker genes showed a characteristic induction by poly(I:C) at 24 hpi, in agreement with previous studies in the head kidney and spleen of Atlantic salmon and other teleosts^15,39^. The lymphocyte recruitment-related genes *ccl19* and *ccl20*^40,41^ were also induced at 24 h post-poly(I:C) injection and grouped in Cluster 2.

Genes encoding enzymes involved in the lipid metabolism-inflammation crosstalk (i.e., *pgds*, *cox1*, *alox5a*, *alox5b*, *cyp11a1*, *ppara*)^42–46^, immunoglobulins (i.e., *igma* and *igmb*)^47^, and a PRR (i.e., *tlr5m*)^48^ were grouped in Cluster 3 as characteristically repressed by Asal and poly(I:C) at 24 hpi, in at least one of the diet groups. Decreased transcript levels were previously reported for the eicosanoid synthesis-related genes (i.e., *pgds*, *cox1*, *alox5a*, *alox5b*) in the head kidney of poly(I:C)-injected Atlantic salmon^15^. A gene’s down-regulation can be part of the normal progression of a physiological process. For example, PGDS and ALOX5 participate in the resolution of inflammation through the synthesis of anti-inflammatory eicosanoids (i.e., prostaglandin D_2_ and resolving E2, respectively) in fish and mammals^30,42,43^ –a phase hypothetically not reached by the salmon within the 24-h post-Asal and poly(I:C) injection period based on their pro-inflammatory gene expression signatures (i.e., *il1b*, *cox2*). Besides their lipid metabolism roles, fish and mammalian CYP11A1, and PPARA have also been attributed anti-inflammatory functions^44–46^, so it follows that their activity could be counter-productive during the early stages of the salmon’s response to Asal or poly(I:C).

The repression of *tlr5m* by Asal aligned with the sequential TLR5M/TLR5S signaling model in Atlantic salmon proposed by Muñoz-Flores et al.^48^, where TLR5M’s expression is down-regulated to curb the pro-inflammatory response to flagellin –a potential mechanism to prevent excessive inflammation and collateral tissue damage. The detected lessening of *cox2*, *il1b*, and *cxcl8* induction at 24 h post-Asal injection would also agree with this hypothetical TLR5M-mediated inflammatory response attenuation in Atlantic salmon. Mammalian and fish TLR5 are widely accepted as bacterial flagellin-specific receptors^49^, so it might seem surprising that *tlr5m* and *tlr5s* responded significantly to poly(I:C) at 24 hpi. However, this does not seem to be the case for fish: grass carp (*Ctenopharyngodon idella*) TLR5 has been reported to participate in viral recognition and bind to poly(I:C)^50^.

Some Cluster 1 and 2 genes showed up-regulation by both Asal and poly(I:C). For Cluster 1, both Asal and poly(I:C)-injected salmon showed increased *camp* and *hamp* mRNA levels at 24 hpi. This result could be indicative of an increased presence of antimicrobial peptide-producing cells like neutrophils^51^, agreeing with the up-regulation of inflammation (i.e., *il1b*; *cox2* only in the High-ω6-fed salmon)^29^ and neutrophil recruitment (i.e., *cxcl8*; *lect2* only in the High-ω6-fed salmon)^31^ biomarkers. Except for the poly(I:C)-injected High-ω6-fed salmon, Asal and poly(I:C) induced the Cluster 1 gene *junb* at 6 and 24 hpi, a transcript encoding an activator protein 1 (AP-1) subunit involved in stress responses in mammals^35^ and fish^52,53^. As for Cluster 2, poly(I:C) and Asal injections may have enhanced lymphocyte recruitment at 24 hpi based on the increased *ccl20* and *ccl19* transcript levels^40,41^. Additionally, several Cluster 2 genes related to IFN signaling were induced by Asal. This effect was expected for *ifng* and *stat1* paralogues due to their involvement in pro-inflammatory/cytotoxic immune responses against viral and intracellular bacterial pathogens^38,54^; perhaps not so much for *ifna*, *irf1* paralogues, *irf7b*, and *tlr7*, which are typically classified as antiviral^38,55^. Yet, a growing body of evidence supports the participation of these so-called antiviral genes in teleost antibacterial molecular defense mechanisms^56–60^.

Fighting the invading pathogen becomes a priority for infected organisms –an energetically costly process that requires diverting resources from dispensable processes^61,62^. Some poly(I:C)-inducible genes in Cluster 2 were repressed by Asal, especially at 24 hpi. Among them, there was the gene encoding TLR3, a dsRNA receptor in mammals and fish^37^, which does not seem to play a role in Atlantic salmon immune response to *A. salmonicida*, or in maraena whitefish (*Coregonus maraena*) and rainbow trout (*Oncorhynchus mykiss*) responses to this pathogen^63,64^. However, as reviewed by Rebl et al.^60^, TLR3 might be important in the interactions between other fish and pathogenic bacteria species (e.g., zebrafish infected with *Edwardsiella tarda*). Asal injection also repressed the immune effector-encoding genes *mxb*, *isg15a*, and *rsad2a* in the High-ω6-fed salmon at 24 hpi, and those of *rsad2b* in both diet groups at 24 hpi. Lipopolysaccharides and formalin-killed bacteria (e.g., *Vibrio anguillarum*) have shown varying effects on piscine *mx*, *isg15*, and *rsad2* transcript levels (ranging from up- to down-regulation)^65–67^. Species-specific host–pathogen interactions could explain varied outcomes, alongside dietary influences, as *mxb* and *isg15a* previously exhibited no response to formalin-killed *A. salmonicida* in Atlantic salmon under a different dietary treatment^68^.

Some genes showed opposite directions in their expression at 6 and 24 hpi, in an interestingly diet-dependent manner. In High-ω6-fed salmon, Asal effects on *irf1b* changed from induction at 6 hpi to repression at 24 hpi, whereas poly(I:C) effects on *junb*, *isg15a*, *stat1a*, and *stat1b* shifted from repression (6 hpi) to induction (24 hpi). In High-ω3-fed salmon, *cox1* showed an induction (6 hpi)-to-repression (24 hpi) regulation reversal after Asal and poly(I:C) injection, whereas *stat1c* was repressed at 6 hpi and induced at 24 hpi by Asal. Further research is needed to unravel the immunological significance of these transcript expression shifts for fish infected with viruses and bacteria.

The different ω6:ω3 ratios of the diets tested in the present study significantly changed the relative abundance of immune-relevant FAs in the head kidney lipid composition in Atlantic salmon. As observed in several studies in Atlantic salmon and other teleost species^4,17,18,20^, the FA composition of the head kidney largely reflected that of the diet –i.e., High-ω3 and High-ω6-fed salmon deposited more ω3 (i.e., Σω3) and ω6 (i.e., Σω6) PUFA, respectively.

In terms of eicosanoid-precursor FAs: DGLA (20:3ω6) and ARA (20:4ω6), accumulated with High-ω6 feeding, and ω3DPA (22:5ω3) with High-ω3 feeding, whereas no diet impact was detected on the relative proportion of EPA and DHA. These results agree with our previous findings^17,18^ and suggest promoted endogenous synthesis of these FAs from dietary 18-carbon precursors (i.e., ALA and LNA) in both groups. However, the low dietary ALA (18:3ω3) in the High-ω6-fed salmon suggests increased EPA and DHA retention in that group, as there were no significant differences in tissue proportions. Anti-inflammatory eicosanoids derived from EPA and DGLA interfere with the synthesis of their ARA-derived counterparts and their pro-inflammatory effects^4^. In addition, EPA, ω3DPA and DHA are also precursors for resolvins and protectins, two families of eicosanoids involved in the resolution of inflammation^1,43,69^. Dietary ALA –significantly more abundant in High-ω3-fed salmon– may independently exert anti-inflammatory effects, as observed in humans^70^. Based on the above, the head kidney of the High-ω3-fed salmon would have a more anti-inflammatory ω6 versus ω3 FA profile. In parallel, retaining EPA and DHA and increasing DGLA could have helped the High-ω6-fed salmon balance the potential pro-inflammatory effects from the ARA accumulating in the tissue, as previously proposed^16^.

Despite receiving similar amounts through the diet, High-ω3-fed salmon deposited significantly more oleic acid (OA; 18:1ω9) and the High-ω6-fed more SFAs in their head kidneys. This pattern had been previously observed in the head kidney and liver of Atlantic salmon^18,20^, and might be related to the sparing effect of dietary MUFAs and SFAs on the catabolism of EPA and DHA^71^. Diets rich in *cis* MUFAs and OA have shown similar anti-inflammatory effects to those of FO and DHA in in vivo and in vitro non-human mammalian models^72^. Conversely, SFAs and SFA-rich diets can activate pro-inflammatory signaling pathways in mammals^73^. Therefore, the higher proportion of OA and SFAs may also represent anti-inflammatory and pro-inflammatory traits to the FA profiles of the head kidneys of the High-ω3-fed and High-ω6-fed salmon, respectively.

Dietary lipids are incorporated into cell membranes, thus affecting their structural/chemical properties and function^4,5^. The relative proportion of SFA, MUFA, and PUFA in the PLs, and ST abundance determine cell membrane division into “fluid” (PUFA-rich/ST-poor) and “rigid” (PUFA-poor/ST-rich) domains. Research in mammals revealed that these “rigid” lipid domains (alias lipid rafts) are heavily involved in cell signalling pathways related to immune processes^74^. DHA weakened the TLR22-mediated pro-inflammatory response of yellow croaker (*Larimichthys polyactis*) macrophages to poly(I:C) by disrupting lipid raft formation^75^. Still, the impact of dietary lipids on membrane fluidity and its implications for immunity remain largely unexplored in fish. Here, the detected diet-dependent differences in cell membrane fluidity-relevant lipid parameters (i.e., MUFA and SFA levels and ST/PL ratios) raise the possibility that the diets may have affected immune cell function in the salmon’s head kidneys^4,76^.

High-ω3 restrained the induction of Cluster 1 genes related to inflammation regulation (i.e., *cox2*, *il1b*, and *tlr5s*), neutrophil antimicrobial activity/recruitment (i.e., *camp*, *hamp*, *lect2*, and *cxcl8*), and stress response (i.e., *junb*) at the peak of the pro-inflammatory gene expression response –represented by *cox2* and *il1b*– during the Asal and poly(I:C) challenges, which was observed at 6 hpi for the Asal-injected salmon, and 24 hpi for the poly(I:C)-injected salmon. Concurrently, the High-ω3 diet up-regulated *pgds* in the Asal-injected at 24 hpi and the *alox5* paralogues in the poly(I:C)-injected at 6 and 24 hpi, suggesting promoted synthesis of anti-inflammatory eicosanoids. Furthermore, as highlighted above, the head kidneys of High-ω3-fed salmon showed a theoretically more anti-inflammatory FA profile (i.e., higher ALA, DPA, and OA levels; lower ARA and SFAs levels). In agreement with the present results, lower dietary ω6:ω3 ratios and higher EPA and DHA have previously been seen to attenuate and delay Atlantic salmon’s inflammatory response^8–10^ and repress genes involved in inflammatory/antimicrobial responses (e.g., *tlr5s*^16^, *camp*^9^). In mammals, resolvins derived from ω3 FAs inhibit neutrophil migration^76^.

Interestingly, High-ω3 strengthened the induction of *lyz2* by Asal, the induction of *junb* by poly(I:C), and up-regulated *fabp4* and *lxra* at the low point of *cox2*’s and *il1b*’s response to Asal (24 hpi) and poly(I:C) (6 hpi). *Lyz2* encodes a crucial bacteriolytic enzyme in fish innate immunity^77^, which was previously reported to be constitutively up-regulated in the liver of Atlantic salmon fed higher FO levels^78^. Therefore, High-ω3 might have repressed specific components of Atlantic salmon’s innate immune system [e.g., *cxcl8* at 24 h post-poly(I:C) injection] and promoted others (e.g., *lyz2* at 24 h post-Asal injection). FABP4 and LXRA are involved in the lipid metabolism-inflammation crosstalk in mammalian and fish leukocytes^21,22,79,80^. FABP4 promotes intracellular cholesterol accumulation and pro-inflammatory signaling^79,80^, whereas LXRA promotes cholesterol efflux and inhibits inflammation^21,22^. However, *fabp4* and *lxra* showed inconsistent responses to Asal or poly(I:C) –only salmon fed the High-ω6 showed down-regulated *lxra* transcript levels 24 h post-poly(I:C) injection. While also unresponsive to poly(I:C), *fabp4* was up-regulated in macrophages isolated from head kidneys of Atlantic salmon fed a diet with higher FO content^81^. A higher dietary FO inclusion also increased the transcript levels of *lxra* in the head kidney of healthy and unchallenged Atlantic salmon^20^. All evidence suggests Atlantic salmon *fabp4*’s and *lxra*’s expression is promoted by higher dietary ω3 FA levels –however, their role in the early inflammatory response of Atlantic salmon to viral and bacterial stimulation remains unclear.

Another important finding of the current study is High-ω3 diet up-regulation of Cluster 2 genes belonging to IFN-mediated signaling pathways. This effect was most consistent in the Asal-injected salmon at 24 hpi, with the up-regulation of many IFN-stimulated genes^37^ (e.g., *tlr3*, *mxb*, *rsad2b*), and genes encoding IFNs (i.e., *ifng* and *ifna*) and lymphocyte chemoattractants (i.e., *ccl20* and *ccl19*)^40^. A similar trend –albeit with fewer genes affected– was observed in Cluster 2 genes at 6 and 24 h post-poly(I:C) injection. More specifically, the High-ω3 diet significantly up-regulated *irf1b* and *ifna* at 6 hpi and *stat1b* at 24 hpi. Furthermore, unlike the High-ω6-fed salmon, the High-ω3-fed salmon did not show repression in *isg15a* and *stat1a* at 6 h post-poly(I:C) injection. A previous study on the non-injected salmon fed the High-ω3 diet in this trial revealed up-regulated constitutive hepatic mRNA levels of two *helicase with zinc finger domain 2* paralogues (i.e., *helz2a* and *helz2b*)^19^. Besides its role as a co-activator of PPARA^82^, HELZ2 is also an IFN-stimulated gene involved in mammalian antiviral immune responses^83^. Dietary FO replacement with rapeseed oil was previously found to strengthen *tlr7*, *stat1c*, and *mxb* poly(I:C) induction in the head kidney of Atlantic salmon^15^, and appeared to increase the basal expression of *irf3*, *mxb*, and the antiviral effector *interferon-induced protein with tetratricopeptide repeats 5* (*ifit5*)^84^ in the liver of Atlantic salmon^78^. Rapeseed oil is rich in OA and has an intermediate ALA:LNA ratio (0.6) compared with linseed (4.2) and soy (0.1) oils^6^. Collectively, previous and present findings lead us to hypothesize that vegetable oil-rich diets with high to moderate ALA:LNA ratios (such as 2.3 for High-ω3 here and Katan et al.^19^, and 0.4 for the rapeseed-rich diet tested in Caballero-Solares et al.^15^) might promote the expression of genes involved in Atlantic salmon’s IFN-mediated immune responses.

The dietary manipulation strategy (e.g., same *vs* varying dietary FO levels between diets) and experimental model (e.g., fish species, type of immune challenge) vary substantially among studies, frequently making inter-study comparison challenging. For example, higher dietary inclusion of marine ingredients (fish and krill meals and oils) at the expense of plant ingredients (vegetable protein concentrates and rapeseed oil) was found to be anti-inflammatory and improve the clinical outcome of Atlantic salmon affected by viral inflammatory diseases^8–10^. Despite these findings appearing contradictory to our hypothesis that high vegetable oil diets might enhance Atlantic salmon's antiviral response, it is worth noting that the functional high-marine feeds tested in these previous studies also had lower lipid (energy) content than the control feed. The type and proportions of dietary marine and plant protein sources also differ among studies. Contradictory results among studies investigating the effects of diets/nutrients on fish immune responses (e.g., high-marine diet^8–10^ *vs* high-vegetable oil^15,78^ antiviral properties) are likely indicators of interacting methodological (e.g., total dietary lipid content) and biological (e.g., specific host–pathogen interaction) factors.

In summary, feeding the High-ω3 diet gave rise to Atlantic salmon with anti-inflammatory-biased head kidney FA profiles (e.g., lower ARA content) compared with the High-ω6-fed fish, which agreed with the diminished induction of pro-inflammatory and neutrophil-related biomarkers (e.g., *il1b*, *cox2, cxcl8*, *camp*) in Asal and poly(I:C)-injected salmon. The lipid composition results also indicated differences in cell membrane-related parameters (e.g., ST/PL) between High-ω3-fed and High-ω6-fed salmon that warrant further investigation. Concomitant with its theoretical anti-inflammatory effects, the High-ω3 diet also promoted higher transcript levels of key genes involved in IFN-mediated signaling (e.g., *tlr3*, *ifna*, *irf1b, mxb*, *rsad2b*) in Asal and poly(I:C)-injected salmon. The present and previous research confirm the potential use of vegetable oils to tailor aquafeed lipid composition to stimulate or inhibit specific components of the fish immune system. Diet immunomodulatory properties should necessarily address the specifics of the infection or disease it is intended to prevent or treat –i.e., anti-inflammatory FA profiles might mitigate inflammatory diseases^8–10^ but be deleterious when an early strong inflammatory response is desirable, as in the case of sea lice (*Lepeophtheirus salmonis*) infestation on Atlantic salmon^85^. This study provides new directions for future research on the interaction of fish lipid nutrition and immunity and the exploitation of terrestrial vegetable oils with different ω6: ω3 ratios in developing sustainable low-FO clinical aquaculture feeds.

## Methods

### Feeding trial and experimental diets

The head kidney samples analyzed in the present study were collected in an immune-challenge experiment that followed the feeding trial described in Katan et al.^18^. In the feeding trial, Atlantic salmon smolts from a regional farm (Northern Harvest Sea Farm, Stephenville, NL, Canada) were PIT (Passive Integrated Transponder; Avid Identification Systems, CA, USA)-tagged and acclimated to holding conditions at the Dr. Joe Brown Aquatic Research Building (Ocean Sciences Centre, Memorial University of Newfoundland, NL, Canada) until they were large enough to consume the ~ 5-mm diameter experimental feed pellets. Fish holding conditions consisted of a flow-through filtered seawater system (12 L/min) and a 24-h light photoperiod; water quality was monitored daily and remained constant at 10.1 ± 0.2ºC [mean ± standard deviation (SD)] and 10.1 ± 0.5 mg O_2_/mL. Eighteen days before the beginning of the trial, salmon weighing 203 ± 24 g were randomly distributed—from the 3800-L tank where they were kept since arrival– into twenty 620-L tanks, with 40 fish each. During this acclimation period, the salmon were fed a commercial feed (Winter EP200, Skretting Canada, NB, Canada). Following this, the fish were fed the experimental diets for 12 weeks. Fish growth performance (based on fish weight and fork length) was assessed, and samples for tissue chemical composition (i.e., proximate analysis and fatty acid profiles) and gene expression analyses were collected at the beginning and end of the trial.

In the feeding trial, we tested 5 experimental diets with varying ω6: ω3 ratios –i.e., 1:3 (high ω3 levels), 1:2 (medium ω3 levels), 1:1 (balanced), 2:1 (medium ω6 levels), and 3:1 (high ω6 levels). The different dietary ω6:ω3 ratios were achieved using different proportions of soy and linseed oil while keeping the same FO level for all diets. The feeds were formulated by nutritionists at EWOS Innovation (now Cargill Innovation Center, Dirdal, Norway) to be isonitrogenous and isoenergetic and to meet the nutritional requirements of salmonids^86^. Details on the formulation and chemical composition of the experimental diets can be found in Katan et al.^18^.

### Immune challenge

Katan et al.^18^ investigated the effects of the experimental diets on the transcription of lipid metabolism-related genes and on the lipid composition of liver samples collected in the 12-week feeding trial. For the experiment conducted herein, we selected salmon fed the diets with high omega-3 (High-ω3 diet) and high omega-6 (High-ω6 diet) levels.

As in Caballero-Solares et al.^15^, 20 salmon from these dietary treatments were transferred to new tanks (4 tanks/dietary treatment) and allowed to acclimate for 2 weeks, during which they continued to be fed the same diets. At the end of the acclimation period, salmon weighing 582 ± 98 g were starved for 24 h, and then 2 fish per tank were euthanized by immersing them in a lethal MS-222 bath (400 mg/L of seawater; Syndel Laboratories, Vancouver, BC, Canada), weighed, and dissected for head kidney sample collection. The remaining 18 fish in each tank were lightly anesthetized (50 mg/L MS-222) and subsequently subjected to an intraperitoneal (IP) injection –at a dose of 1 μL/g of fish (wet mass)– with either phosphate-buffered saline (PBS; Ref# 20012027, Gibco/ThermoFisher Scientific, Mississauga, ON, Canada), a solution of polyriboinosinic polyribocytidylic acid [poly(I:C); Ref# P0913, Sigma-Aldrich, Oakville, ON, Canada], or a suspension of formalin-killed *A. salmonicida* (Asal; Furogen Dip, Novartis, Charlottetown, PE, Canada). The poly(I:C) solution was prepared in ice-cold and 0.2 μm-filtered PBS at 2 μg/μL. The Asal suspension was prepared in ice-cold and 0.2 μm-filtered PBS, as described in Hori et al.^24^.

For each diet group, 2 tanks were randomly selected for head kidney sampling at 6 h post-injection (hpi), and the other 2 for 24-hpi head kidney sampling. At the sampling time points, salmon were euthanized by MS-222 overdose (see above), identified using a PIT-tag reader (AVID Power Tracker V, Avid Identification Systems, Calgary, AB, Canada), weighed, and then sampled for head kidney tissue. Head kidney samples were immediately flash-frozen with liquid nitrogen and stored at -80 ºC until processed for RNA extraction.

### Sample selection for RT-qPCR analysis

Similar to our previous study^87^, we utilized samples from individuals highly representative of each tank’s growth performance. Thus, we selected salmon with a weight gain within 1.5*standard deviation below and above their tank mean value. A preliminary RT-qPCR study was conducted to verify whether the Asal and poly(I:C) injections succeeded in eliciting a gene expression immune response. In the preliminary study, *camp* and *cxcl8* transcript levels were measured in the PBS- and Asal-injected salmon. The transcript levels of *isg15a* and *mxb* were measured in the PBS- and poly(I:C)-injected salmon. Based on these analyses, 5 more samples were removed as they were not responsive to Asal or poly(I:C) compared with the PBS controls. One hundred and sixteen samples were finally included in the RT-qPCR experiment –7 to 12 PBS-, Asal-, and poly(I:C)-injected salmon from each diet group and sampling time point.

### RNA preparation and cDNA synthesis

Head kidneys were homogenized in 400 µL of TRIzol Reagent (Invitrogen, Burlington, ON, Canada) using a motorized Kontes RNase-Free Pellet Pestle Grinder (Kimble Chase, Vineland, NJ, USA). An additional 400 µL of TRIzol Reagent (Invitrogen) were added, mixed by pipetting, and the homogenates frozen on dry ice and stored at − 80 °C. Frozen homogenates were further processed by slowly thawing them on ice and then passing them through a QIAshredder (QIAGEN, Mississauga, ON, Canada) spin column following the manufacturer’s instructions. Then, 200 μL of TRIzol (Invitrogen/Life Technologies) were added to each sample to make a total homogenate volume of approximately 1 mL. TRIzol total RNA extractions were then completed following the manufacturer’s instructions.

Total RNA samples (45 µg) were treated with 6.8 Kunitz units of DNaseI (RNase-Free DNase Set, QIAGEN) with the manufacturer’s buffer (1X final concentration) at room temperature for 10 min to degrade any residual genomic DNA. DNase-treated RNA samples were column-purified using the RNeasy Mini Kit (QIAGEN) following the manufacturer’s instructions. RNA integrity was verified by 1% agarose gel electrophoresis, and RNA purity was assessed by A260/280 and A260/230 NanoDrop UV spectrophotometry for both the pre-cleaned and the column-purified RNA samples. Column-purified RNA samples had A260/280 ratios between 2.0 and 2.2 and A260/230 ratios between 1.8 and 2.3.

First-strand cDNA templates for RT-qPCR were synthesized in 20 μL reactions from 1 μg of DNaseI-treated, column-purified total RNA using random primers (250 ng; Invitrogen), dNTPs (0.5 mM final concentration; Invitrogen), and M-MLV reverse transcriptase (200 U; Invitrogen) with the manufacturer’s first strand buffer (1X final concentration) and DTT (10 mM final concentration) at 37 °C for 50 min.

### RT-qPCR

RT-qPCR analyses were conducted following previously published protocols^15,88^ and according MIQE guidelines^89^. PCR amplifications were performed in 13 μL reaction volumes containing 1X Power SYBR Green PCR Master Mix (Applied Biosystems/Life Technologies), 50 nM of both the forward and reverse primers, and the indicated cDNA quantity (see below). The PCR program consisted of 1 cycle of 50 °C for 2 min, 1 cycle of 95 °C for 10 min and 40 cycles of 95 °C for 15 s and 60 °C for 1 min, with fluorescence detection at the end of each 60 °C step and was followed by dissociation curve analysis.

### Selection of genes of interest and normalizer genes

For the RT-qPCR experiment, we selected 46 genes of interest (GOI) involved in fish immunity and that had been previously shown to respond to poly(I:C)^15,81^ and/or bacterial pathogens –including *A. salmonicida*^23–25,27^. The experiment also considered the presence of paralogues in the Atlantic salmon transcriptome as a result of a recent whole-genome duplication in salmonids ~ 80 Mya^90^ and, therefore, used paralogue-specific primers. If classified by putative function, the list of GOIs would comprise 5 pathogen recognition receptors, 7 cytokines, 9 signal transduction/transcription factors, 7 antiviral effectors, 3 antimicrobial peptides, 4 genes involved in adaptive immunity, 5 encoding eicosanoid synthesis enzymes, and 6 genes involved in lipid, protein, and iron metabolism.

For the experimental RT-qPCR study, transcript expression levels of the GOIs were normalized to those of two endogenous control genes. These endogenous controls were selected from six candidate normalizers [*60S ribosomal protein L32* (*rpl32*), *β-actin* (*actb*), *elongation factor 1-alpha 1* (*ef1a1*), *elongation factor 1-alpha 2* (*ef1a2*), *eukaryotic translation initiation factor 3 subunit D* (*eif3d*) and *polyadenylate-binding protein cytoplasmic 1* (*pabpc1*)]. Briefly, the fluorescence threshold cycle (C_T_) values of 48 samples (i.e., 4 individuals for each diet and treatment at each time point) were RT-qPCR-measured in duplicate for each of these transcripts using cDNA representing 4 ng of input total RNA and the 7500 Fast Real Time PCR system (Applied Biosystems), and then analyzed using geNorm^91^. Using this software, *ef1a1* (geNorm M = 0.121) and *rpl32* (geNorm M = 0.154) were determined to be stably expressed in all samples tested and thus selected as normalizers.

### Primer design and performance test

Previously published and newly designed paralogue-specific RT-qPCR primers were used in this study (see Supplementary Data 6). The new primers had been designed following methods described elsewhere^15,88^, and tested for amplification specificity and efficiency using head kidney cDNA from healthy Atlantic salmon (i.e., for *tlr5m*) or from sham-infected and infectious salmon anaemia virus (ISAv)-infected Atlantic salmon (i.e., for *ccl20*, *junb*, *rsad2b*, *cyp11a1*, *ctsl*, and *ftm*). Primer amplification performance was tested using the 7500 Fast Real Time PCR system (Applied Biosystems). Single product amplification and absence of primer-dimer in the no-template control (NTC) were assessed via dissociation curve analysis. Amplicon size was checked electrophoretically on 2% agarose gels and compared with a 1 kb Plus DNA Ladder (Invitrogen). Amplification efficiencies were determined based on a 5-point 1:3 dilution series starting with cDNA representing 10 ng of input total RNA.

### Relative gene expression quantification

RT-qPCR analyses of expression levels of the 46 GOIs in the 116 head kidney samples were performed using the ViiA 7 Real Time PCR system (384-well format) (Applied Biosystems). cDNA representing 4 ng of input total RNA was used as template in the PCR reactions. On each plate, for every sample, the GOIs and endogenous controls were tested in triplicate and a NTC was included. As expression levels of a given gene were measured across multiple plates, a plate linker sample (i.e., a sample that was run on all plates in a given study) was also included to ensure there was no plate-to-plate variability.

The relative quantity (RQ) of each transcript was calculated using the ViiA 7 Software Relative Quantification Study Application (Version 1.2.3; Applied Biosystems). For each GOI, the RQ calculation considered the transcript levels of both *rpl32* and *ef1a1* for the normalization, as well as the amplification efficiency, and set the lowest normalized expression value as the calibrator (i.e., assigned an RQ of 1.0).

### Lipid class and FA analyses

The head kidneys used for lipid class and FA profiling (19–20 salmon for each diet group) were those collected at the end of the 12-week feeding trial (see subsection “Feeding trial and experimental diets” above). These samples were collected, processed, and analysed as described in Hixson et al.^92^. Before use, the tools and glassware used in these procedures were thoroughly lipid-cleaned by rinsing with methanol and chloroform or heating in a muffle furnace. Individual head kidney samples were collected in lipid-clean 15 ml glass test tubes on ice. Sample wet weights were recorded before adding 2 ml of chloroform, filling the tube with nitrogen, closing the tubes with Teflon-lined caps, and sealing with Teflon tape for storage at − 20 °C. Samples were homogenized in a 2:1 ice-cold chloroform:methanol mixture using a Teflon-coated metal rod. Chloroform-extracted water was added to achieve a ratio of chloroform:methanol:water of 8:4:3. The sample was then sonicated (Fisher Scientific FS30, Pittsburgh, PA, USA) for 4 min in an ice bath and centrifuged at 3000 rpm for 2 min at room temperature. The bottom, organic layer was extracted using a double pipetting technique (a 2-ml glass Pasteur pipette inside a 1-ml glass pipette), with chloroform added back to the extraction tube for three repetitions. All organic layers were combined into a lipid-clean vial and concentrated under nitrogen gas flow.

For lipid class composition analysis, an Iatroscan Mark 6 TLC–FID system (Mitsubishi Kagaku Iatron, Inc., Tokyo, Japan) was used with silica-coated Chromarods, with a three-step development method. Lipid extracts were applied to the Chromarods and focused to a narrow band using pure acetone. The first development system was hexane/diethyl ether/formic acid (98.95:1.0:0.05), with the Chromarods being developed for 25 min, removed from the system for 5 min to dry and replaced for 20 min. The second development was for 40 min in hexane/diethyl ether/formic acid (79:20:1, v/v/v). The final development system had two steps: the first was in pure acetone for two 15-min periods, followed by two 10-min periods in a chloroform/methanol/ chloroform-extracted water mixture (5:4:1, v/v/v). Before each solvent system, the Chromarods were dried in a chamber with constant humidity. After each development system, the Chromarods were partially scanned in the Iatroscan, and the data were collected using Peak Simple software (SRI Instruments, version 3.67, Torrance, CA, USA). Calibration of the Chromarods was performed using standards obtained from Sigma Chemicals (Sigma Chemicals, St. Louis, MO, USA).

For FA methyl ester (FAME) analysis, 50 μL of lipid extract were transferred to lipid-clean 15-ml glass vials and concentrated under nitrogen to complete dryness. Subsequently, 1.5 ml of methylene chloride and 3 ml of Hilditch reagent (1.5 sulfuric acid: 98.5 anhydrous methanol) were added, followed by vortexing and a 4-min sonication. Then vials were filled with nitrogen, capped and heated at 100 °C for 1 h. Subsequently, each vial received 0.5 ml of saturated sodium bicarbonate solution and 1.5 ml of hexane. After vortexing, the upper, organic layer was carefully extracted and dried into a separate lipid-clean glass vial. Thereafter, ~ 0.5 ml of hexane was added to each vial, which was also filled with nitrogen, capped, sealed with Teflon tape, and sonicated for 4 min for FA resuspension. All FAMEs were analyzed using an HP 6890 GC-FID system equipped with a 7683 autosampler (Agilent Technologies Canada Inc., Mississauga, Ontario, Canada). Identification of FA peaks was conducted using known standards, including PUFA 1, PUFA 3, BAME, and a Supelco 37 component FAME mixture (Sigma-Aldrich Canada Ltd., Oakville, Ontario, Canada). Finally, chromatograms were integrated using the Varian Galaxie Chromatography Data System (Walnut Creek, CA, USA), and FA data were expressed as the area percentage of FAME.

### Statistical analyses

All data was checked for normal distribution and homoscedasticity using the Shapiro–Wilk and Levene’s tests, respectively, at an alpha value of 0.05. We considered that a given GOI responded significantly to Asal or poly(I:C) when its mean RQ in these groups was significantly different than in the PBS-injected salmon. This contrast analysis and that concerning the differences in lipid composition parameters between diet groups were carried out using Student’s t-test or Mann–Whitney U test at an alpha value of 0.05 for parametric and non-parametric data (with or without equal variances between groups), respectively.

For the analysis of the changes in the response of the GOIs between time points and dietary treatments, the expression fold-change of each Asal/poly(I:C)-injected salmon was calculated by dividing the RQ value of the individual salmon by the mean RQ value of all PBS-injected salmon belonging to the same sampling time point*diet combination. The fold-changes were log_2_-transformed. Log_2_FC differences between 6 and 24 hpi within each diet group and between High-ω3 and High-ω6 within each time point were analyzed via Student’s t-test (if parametric) or Mann–Whitney U test (if not parametric or heteroscedastic) at an alpha value of 0.05.

The Log_2_FC values were also subjected to complete linkage hierarchical clustering and Principal Component Analysis (PCA) to identify common regulatory patterns among the GOIs and visualize how the RT-qPCR data could segregate the salmon by immune-treatment, diet, and time in the multivariate space. The PCA scores of the first 5 principal components were explored for diet effects using Student’s t-test (if parametric) or Mann–Whitney U test (if not parametric or heteroscedastic) at an alpha value of 0.05.

All statistical analyses were conducted using the R environment, more specifically the packages stats (Shapiro–Wilk test, Student’s t-test, and Mann–Whitney U test), car (Levene’s test), and factoextra and ade4 (PCA). Results were plotted using the R packages ggplot2 and ggpubr.

### Ethical approval

All procedures involving salmon handling, treatment, euthanasia, and dissection were performed as per the guidelines of the Canadian Council of Animal Care and approved by the Institutional Animal Care Committee at the Memorial University (Protocol 16-74-MR). This study was performed in compliance with the ARRIVE guidelines (https://arriveguidelines.org).

### Supplementary Information

Supplementary Information.

Supplementary Figures.

## Data Availability

The RT-qPCR data supporting this study’s findings are available at NCBI’s Gene Expression Omnibus (GEO accession number: GSE249779; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE249779).

# Supplementary material for: Vegetable omega-3 and omega-6 fatty acids differentially modulate the antiviral and antibacterial immune responses of Atlantic salmon
**Source:** Sci Rep. 2024 May 13;14:10947. doi: 10.1038/s41598-024-61144-w
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Data 1** Statistics (tW), degrees of freedom (df), and p-values (pV) supporting the results shown in Figure 1a concerning the gene expression differences between the Asal/pIC-injected and the PBS-injected salmon.

<sup>1</sup> Cluster the gene was assigned to based on a hierarchical clustering analysis. See Methods section.

<sup>2</sup> Statistical test used for the comparison analysis [Student's t-test (if parametric) or Mann–Whitney U test (if non-parametric or heteroscedastic)]. See Methods section.

<sup>3</sup> Level of significance. NS: not significant; \*\*\*\* for pV < 0.0001; \*\*\* for pV < 0.001; \*\* for pV < 0.01; \* for pV < 0.05.

Supplementary Data 1 (Continued)

<sup>1</sup> Cluster the gene was assigned to based on a hierarchical clustering analysis. See Methods section.

<sup>2</sup> Statistical test used for the comparison analysis [Student's t-test (if parametric) or Mann-Whitney U test (if non-parametric or heteroscedastic)]. See Methods section.

<sup>3</sup> Level of significance. NS: not significant; \*\*\*\* for pV < 0.0001; \*\*\* for pV < 0.001; \*\* for pV < 0.01; \* for pV < 0.05.

Supplementary Data 2 Statistics (tW), degrees of freedom (df), and p-values (pV) supporting the results shown in Figure 2a concerning the log<sub>2</sub>-transformed fold-change differences between 6 and 24 hpi.

| Treatment        |                      | Asal              |                |           |        |         |                    |                   |                |          |        |         |                    | poly(tC)          |                |          |        |         |                    |                   |                |          |        |         |                    |
|------------------|----------------------|-------------------|----------------|-----------|--------|---------|--------------------|-------------------|----------------|----------|--------|---------|--------------------|-------------------|----------------|----------|--------|---------|--------------------|-------------------|----------------|----------|--------|---------|--------------------|
| Diet             |                      | High-ω3           |                |           |        |         |                    | High-ω6           |                |          |        |         |                    | High-ω3           |                |          |        |         |                    | High-ω6           |                |          |        |         |                    |
| Gene of interest | Cluster <sup>1</sup> | Test <sup>2</sup> | Direction      | tW        | df     | pV      | Sign. <sup>3</sup> | Test <sup>2</sup> | Direction      | tW       | df     | pV      | Sign. <sup>3</sup> | Test <sup>2</sup> | Direction      | tW       | df     | pV      | Sign. <sup>3</sup> | Test <sup>2</sup> | Direction      | tW       | df     | pV      | Sign. <sup>3</sup> |
| <i>igd</i>       | 1                    | Student's         | 24 hpi > 6 hpi | 2.8078    | 10.948 | 1.7E-02 | *                  | Wilcoxon          | -              | 58       | -      | 3.2E-01 | NS                 | Student's         | -              | 1.1732   | 13.283 | 2.6E-01 | NS                 | Wilcoxon          | -              | 60       | -      | 1.4E-01 | NS                 |
| <i>camp</i>      | 1                    | Student's         | 24 hpi > 6 hpi | 24.271    | 13.362 | 1.9E-12 | ****               | Student's         | 24 hpi > 6 hpi | 22.241   | 16.904 | 5.9E-14 | ****               | Student's         | 24 hpi > 6 hpi | 7.5991   | 14.675 | 1.8E-06 | ****               | Student's         | 24 hpi > 6 hpi | 9.2729   | 13.045 | 4.2E-07 | ****               |
| <i>hamp</i>      | 1                    | Student's         | 24 hpi > 6 hpi | 9.7086    | 11.851 | 5.5E-07 | ****               | Student's         | 24 hpi > 6 hpi | 9.7525   | 16.192 | 3.5E-08 | ****               | Student's         | 24 hpi > 6 hpi | 9.4298   | 15.929 | 6.4E-08 | ****               | Student's         | 24 hpi > 6 hpi | 15.774   | 14.604 | 1.4E-10 | ****               |
| <i>lyz2</i>      | 1                    | Wilcoxon          | 24 hpi > 6 hpi | 81        | -      | 4.1E-05 | ****               | Student's         | 24 hpi > 6 hpi | 5.061    | 14.884 | 1.4E-04 | ***                | Wilcoxon          | 24 hpi > 6 hpi | 73       | -      | 2.2E-02 | *                  | Student's         | 24 hpi > 6 hpi | 2.57     | 11.191 | 2.6E-02 | *                  |
| <i>lect2</i>     | 1                    | Student's         | 24 hpi > 6 hpi | 9.7262    | 11.402 | 7.3E-07 | ****               | Student's         | 24 hpi > 6 hpi | 6.802    | 16.117 | 4.1E-06 | ****               | Student's         | -              | -0.27104 | 16.497 | 7.9E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 2.5339   | 16.96  | 2.1E-02 | *                  |
| <i>itm</i>       | 1                    | Student's         | 24 hpi > 6 hpi | 2.4073    | 16     | 2.9E-02 | *                  | Student's         | -              | -1.3089  | 16.491 | 2.1E-01 | NS                 | Wilcoxon          | 24 hpi > 6 hpi | 70       | -      | 4.3E-02 | *                  | Student's         | -              | -0.78896 | 9.518  | 4.5E-01 | NS                 |
| <i>junb</i>      | 1                    | Student's         | -              | -0.81344  | 15.218 | 4.3E-01 | NS                 | Student's         | -              | -1.428   | 14.016 | 1.8E-01 | NS                 | Student's         | -              | 1.6331   | 11.716 | 1.3E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 10.59    | 12.147 | 1.7E-07 | ****               |
| <i>tlr5s</i>     | 1                    | Student's         | 24 hpi > 6 hpi | 4.2451    | 13.791 | 8.4E-04 | ***                | Student's         | -              | -0.17    | 16.958 | 8.7E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 4.4571   | 12.479 | 7.1E-04 | ***                | Student's         | 24 hpi > 6 hpi | 11.964   | 15.792 | 2.5E-09 | ****               |
| <i>cox2</i>      | 1                    | Student's         | 6 hpi > 24 hpi | -2.7724   | 11.949 | 1.7E-02 | *                  | Wilcoxon          | 6 hpi > 24 hpi | 4        | -      | 2.6E-04 | ***                | Wilcoxon          | -              | 54       | -      | 5.0E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 6.1746   | 14.397 | 2.1E-05 | ****               |
| <i>il1b</i>      | 1                    | Student's         | 6 hpi > 24 hpi | -11.195   | 15.506 | 7.8E-09 | ****               | Student's         | 6 hpi > 24 hpi | -6.9456  | 16.284 | 3.0E-06 | ****               | Student's         | 24 hpi > 6 hpi | 4.1277   | 12.45  | 1.3E-03 | ***                | Student's         | 24 hpi > 6 hpi | 11.195   | 9.897  | 6.1E-07 | ****               |
| <i>cxcl8</i>     | 1                    | Student's         | 6 hpi > 24 hpi | -14.952   | 16     | 8.0E-11 | ****               | Student's         | 6 hpi > 24 hpi | -11.449  | 14.217 | 1.5E-08 | ****               | Wilcoxon          | 24 hpi > 6 hpi | 90       | -      | 2.2E-05 | ***                | Student's         | 24 hpi > 6 hpi | 7.326    | 13.935 | 3.9E-06 | ****               |
| <i>fabp4</i>     | 1                    | Wilcoxon          | -              | 28        | -      | 3.0E-01 | NS                 | Wilcoxon          | -              | 53       | -      | 5.5E-01 | NS                 | Student's         | -              | -1.2966  | 15.161 | 2.1E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 3.0351   | 14.643 | 8.5E-03 | **                 |
| <i>ctsl</i>      | 1                    | Student's         | 24 hpi > 6 hpi | 2.7015    | 13.363 | 1.8E-02 | *                  | Student's         | -              | 1.7665   | 16.955 | 9.5E-02 | NS                 | Student's         | -              | -1.2032  | 15.787 | 2.5E-01 | NS                 | Student's         | -              | -1.8047  | 11.973 | 9.6E-02 | NS                 |
| <i>lrr</i>       | 1                    | Student's         | -              | 0.039527  | 15.954 | 9.7E-01 | NS                 | Wilcoxon          | -              | 22       | -      | 6.5E-02 | NS                 | Student's         | -              | -1.9427  | 15.99  | 7.0E-02 | NS                 | Student's         | -              | -0.29063 | 13.883 | 7.8E-01 | NS                 |
| <i>cc120</i>     | 2                    | Student's         | 24 hpi > 6 hpi | 7.1976    | 14.78  | 3.4E-06 | ****               | Student's         | -              | 0.87439  | 14.947 | 4.0E-01 | NS                 | Wilcoxon          | 24 hpi > 6 hpi | 88       | -      | 8.7E-05 | ****               | Student's         | 24 hpi > 6 hpi | 4.3377   | 16.739 | 4.6E-04 | ***                |
| <i>cc119</i>     | 2                    | Student's         | 24 hpi > 6 hpi | 6.0204    | 15.678 | 1.9E-05 | ****               | Student's         | 24 hpi > 6 hpi | 3.3247   | 16.962 | 4.0E-03 | **                 | Student's         | 24 hpi > 6 hpi | 8.9405   | 15.419 | 1.7E-07 | ****               | Student's         | 24 hpi > 6 hpi | 12.212   | 14.944 | 3.6E-09 | ****               |
| <i>irf1a</i>     | 2                    | Student's         | -              | 1.4179    | 15.894 | 1.8E-01 | NS                 | Student's         | -              | -2.0559  | 16.905 | 5.6E-02 | NS                 | Student's         | 24 hpi > 6 hpi | 5.429    | 11.207 | 1.9E-04 | ***                | Student's         | 24 hpi > 6 hpi | 11.395   | 15.723 | 5.3E-09 | ****               |
| <i>ilnq</i>      | 2                    | Student's         | 24 hpi > 6 hpi | 4.6079    | 14.473 | 3.7E-04 | ***                | Student's         | -              | 1.5915   | 15.506 | 1.3E-01 | NS                 | Wilcoxon          | 24 hpi > 6 hpi | 87       | -      | 1.5E-04 | ***                | Student's         | 24 hpi > 6 hpi | 8.138    | 11.838 | 3.4E-06 | ****               |
| <i>irf1b</i>     | 2                    | Student's         | -              | -0.91736  | 15.851 | 3.7E-01 | NS                 | Student's         | 6 hpi > 24 hpi | -3.3876  | 15.886 | 3.8E-03 | **                 | Student's         | 24 hpi > 6 hpi | 3.1568   | 15.374 | 6.4E-03 | **                 | Student's         | 24 hpi > 6 hpi | 4.5668   | 12.715 | 5.6E-04 | ***                |
| <i>tlr3</i>      | 2                    | Student's         | -              | -0.46721  | 12.366 | 6.5E-01 | NS                 | Student's         | 6 hpi > 24 hpi | -4.4906  | 16.345 | 3.5E-04 | ***                | Student's         | 24 hpi > 6 hpi | 7.2328   | 13.127 | 6.3E-06 | ****               | Student's         | 24 hpi > 6 hpi | 9.6898   | 14.664 | 9.2E-08 | ****               |
| <i>mxh</i>       | 2                    | Student's         | 24 hpi > 6 hpi | 2.587     | 15.803 | 2.0E-02 | *                  | Student's         | 6 hpi > 24 hpi | -2.4506  | 15.738 | 2.6E-02 | *                  | Student's         | 24 hpi > 6 hpi | 9.0256   | 14.155 | 3.0E-07 | ****               | Student's         | 24 hpi > 6 hpi | 13.23    | 15.871 | 5.5E-10 | ****               |
| <i>mxh</i>       | 2                    | Student's         | -              | 0.01931   | 16     | 9.8E-01 | NS                 | Student's         | 6 hpi > 24 hpi | -2.7557  | 16.838 | 1.4E-02 | *                  | Student's         | 24 hpi > 6 hpi | 7.7694   | 12.862 | 3.3E-06 | ****               | Student's         | 24 hpi > 6 hpi | 13.485   | 16.341 | 2.8E-10 | ****               |
| <i>rsad2a</i>    | 2                    | Student's         | -              | 0.35589   | 15.474 | 7.3E-01 | NS                 | Student's         | 6 hpi > 24 hpi | -2.3196  | 16.277 | 3.4E-02 | *                  | Wilcoxon          | 24 hpi > 6 hpi | 90       | -      | 2.2E-05 | ****               | Student's         | 24 hpi > 6 hpi | 18.028   | 11.288 | 1.1E-09 | ****               |
| <i>isp15b</i>    | 2                    | Student's         | -              | 0.29331   | 13.935 | 7.7E-01 | NS                 | Student's         | 6 hpi > 24 hpi | -2.1287  | 16.902 | 4.8E-02 | *                  | Student's         | 24 hpi > 6 hpi | 10.841   | 13.288 | 5.7E-08 | ****               | Student's         | 24 hpi > 6 hpi | 25.718   | 16.769 | 6.5E-15 | ****               |
| <i>gig1</i>      | 2                    | Student's         | -              | -0.058331 | 14.651 | 9.5E-01 | NS                 | Student's         | -              | -1.4317  | 15.997 | 1.7E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 9.1132   | 14.399 | 2.3E-07 | ****               | Student's         | 24 hpi > 6 hpi | 19.59    | 16.901 | 4.7E-13 | ****               |
| <i>isp15a</i>    | 2                    | Student's         | -              | 0.77744   | 15.225 | 4.5E-01 | NS                 | Student's         | 6 hpi > 24 hpi | -3.5777  | 16.949 | 2.3E-03 | **                 | Student's         | 24 hpi > 6 hpi | 15.846   | 16.978 | 1.3E-11 | ****               | Student's         | 24 hpi > 6 hpi | 22.054   | 14.788 | 1.0E-12 | ****               |
| <i>rsad2b</i>    | 2                    | Student's         | -              | -1.6011   | 13.678 | 1.3E-01 | NS                 | Student's         | 6 hpi > 24 hpi | -7.5447  | 16.034 | 1.2E-06 | ****               | Wilcoxon          | 24 hpi > 6 hpi | 90       | -      | 2.2E-05 | ****               | Student's         | 24 hpi > 6 hpi | 21.767   | 9.2976 | 2.7E-09 | ****               |
| <i>ilna</i>      | 2                    | Student's         | 24 hpi > 6 hpi | 6.1445    | 15.445 | 1.6E-05 | ****               | Student's         | 24 hpi > 6 hpi | 3.0964   | 14.172 | 7.8E-03 | **                 | Wilcoxon          | 24 hpi > 6 hpi | 90       | -      | 2.2E-05 | ****               | Student's         | 24 hpi > 6 hpi | 10.889   | 12.359 | 1.1E-07 | ****               |
| <i>irf7b</i>     | 2                    | Student's         | 24 hpi > 6 hpi | 4.0751    | 14.789 | 1.0E-03 | **                 | Student's         | -              | 0.077158 | 16.832 | 9.4E-01 | NS                 | Wilcoxon          | 24 hpi > 6 hpi | 90       | -      | 2.2E-05 | ****               | Student's         | 24 hpi > 6 hpi | 28.793   | 16.879 | 8.7E-16 | ****               |
| <i>irf7a</i>     | 2                    | Student's         | -              | 1.7024    | 13.951 | 1.1E-01 | NS                 | Student's         | -              | -1.1938  | 16.823 | 2.5E-01 | NS                 | Wilcoxon          | 24 hpi > 6 hpi | 90       | -      | 2.2E-05 | ****               | Student's         | 24 hpi > 6 hpi | 20.218   | 16.849 | 3.0E-13 | ****               |
| <i>lpg2</i>      | 2                    | Student's         | 24 hpi > 6 hpi | 2.7385    | 15.735 | 1.5E-02 | *                  | Student's         | -              | -0.87616 | 16.492 | 3.9E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 15.099   | 12.201 | 2.9E-09 | ****               | Student's         | 24 hpi > 6 hpi | 26.503   | 16.741 | 4.2E-15 | ****               |
| <i>irf3</i>      | 2                    | Student's         | 24 hpi > 6 hpi | 3.1845    | 13.693 | 6.8E-03 | **                 | Student's         | -              | -1.1133  | 16.999 | 2.8E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 8.2742   | 12.395 | 2.1E-06 | ****               | Student's         | 24 hpi > 6 hpi | 12.018   | 13.525 | 1.3E-08 | ****               |
| <i>stat1a</i>    | 2                    | Student's         | 24 hpi > 6 hpi | 4.3218    | 14.593 | 6.4E-04 | ***                | Student's         | -              | 0.80778  | 15.799 | 4.3E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 9.1766   | 10.894 | 1.9E-06 | ****               | Student's         | 24 hpi > 6 hpi | 19.777   | 16.051 | 1.1E-12 | ****               |
| <i>stat1c</i>    | 2                    | Wilcoxon          | 24 hpi > 6 hpi | 77        | -      | 4.9E-04 | ***                | Student's         | -              | 1.3407   | 16.96  | 2.0E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 9.6799   | 14.215 | 1.2E-07 | ****               | Student's         | 24 hpi > 6 hpi | 18.292   | 16.992 | 1.3E-12 | ****               |
| <i>tlr7</i>      | 2                    | Student's         | 24 hpi > 6 hpi | 5.5998    | 13.344 | 7.8E-05 | ****               | Student's         | -              | 0.86703  | 16.628 | 4.0E-01 | NS                 | Student's         | 24 hpi > 6 hpi | 9.332    | 11.66  | 9.4E-07 | ****               | Student's         | 24 hpi > 6 hpi | 10.928   | 16.738 | 4.9E-09 | ****               |
| <i>stat1b</i>    | 2                    | Student's         | 24 hpi > 6 hpi | 6.8235    | 14.632 | 6.6E-06 | ****               | Student's         | 24 hpi > 6 hpi | 4.0365   | 14.052 | 1.2E-03 | **                 | Student's         | 24 hpi > 6 hpi | 10.18    | 12.522 | 2.0E-07 | ****               | Student's         | 24 hpi > 6 hpi | 17.009   | 16.667 | 5.8E-12 | ****               |
| <i>igmb</i>      | 3                    | Student's         | -              | -0.5756   | 10.276 | 5.8E-01 | NS                 | Student's         | 6 hpi > 24 hpi | -3.8068  | 16.11  | 1.5E-03 | **                 | Student's         | -              | 0.48587  | 16.513 | 6.3E-01 | NS                 | Student's         | -              | -2.1749  | 9.6918 | 5.6E-02 | NS                 |
| <i>igmb</i>      | 3                    | Student's         | -              | -1.9477   | 12.144 | 7.5E-02 | NS                 | Student's         | -              | -1.3291  | 15.805 | 2.0E-01 | NS                 | Student's         | -              | -1.4473  | 16.237 | 1.7E-01 | NS                 | Student's         | 6 hpi > 24 hpi | -2.2784  | 16.969 | 3.6E-02 | *                  |
| <i>pgds</i>      | 3                    | Student's         | 6 hpi > 24 hpi | -2.2158   | 15.442 | 4.2E-02 | *                  | Student's         | 6 hpi > 24 hpi | -5.3827  | 10.331 | 2.8E-04 | ***                | Student's         | -              | -1.806   | 16.298 | 8.9E-02 | NS                 | Student's         | 6 hpi > 24 hpi | -3.5728  | 8.6402 | 6.4E-03 | **                 |
| <i>tlr5m</i>     | 3                    | Student's         | 6 hpi > 24 hpi | -4.8988   | 15.982 | 2.4E-04 | **                 | Student's         | 6 hpi > 24 hpi | -5.2041  | 16.942 | 7.2E-05 | ****               | Wilcoxon          | 6 hpi > 24 hpi | 9        | -      | 2.1E-03 | **                 | Student's         | 6 hpi > 24 hpi | -4.2413  | 9.1945 | 2.1E-03 | **                 |
| <i>cox1</i>      | 3                    | Student's         | 6 hpi > 24 hpi | -10.44    | 12.122 | 2.1E-07 | ****               | Student's         | 6 hpi > 24 hpi | -7.0429  | 16.978 | 2.0E-06 | ****               | Student's         | 6 hpi > 24 hpi | -9.8739  | 16.297 | 2.8E-08 | ****               | Student's         | 6 hpi > 24 hpi | -8.9208  | 16.934 | 8.3E-08 | ****               |
| <i>alox5a</i>    | 3                    | Student's         | 6 hpi > 24 hpi | -11.443   | 15.655 | 5.2E-09 | ****               | Student's         | 6 hpi > 24 hpi | -12.112  | 16.96  | 9.0E-10 | ****               | Student's         | 6 hpi > 24 hpi | -6.2135  | 12.477 | 3.8E-05 | ****               | Student's         | 6 hpi > 24 hpi | -8.3708  | 8.1108 | 2.9E-05 | ****               |
| <i>alox5b</i>    | 3                    | Student's         | 6 hpi > 24 hpi | -12.329   | 11.92  | 3.8E-08 | ****               | Student's         | 6 hpi > 24 hpi | -19.05   | 15.373 | 4.1E-12 |                    |                   |                |          |        |         |                    |                   |                |          |        |         |                    |

Supplementary Data 3 Statistics (tW), degrees of freedom (df), and p-values (pV) supporting the results shown in Figure 3a and 4a concerning the log<sub>2</sub>-transformed fold-change differences between the High-ω3 and the High-ω6-fed salmon.

| Treatment        |                      | Asal              |                   |           |        |         |                    |                   |                   |          |        |         |                    | poly(I:C)         |                   |          |        |         |                    |                   |                   |          |        |         |                    |
|------------------|----------------------|-------------------|-------------------|-----------|--------|---------|--------------------|-------------------|-------------------|----------|--------|---------|--------------------|-------------------|-------------------|----------|--------|---------|--------------------|-------------------|-------------------|----------|--------|---------|--------------------|
| Time             |                      | 6 hpi             |                   |           |        |         |                    |                   |                   | 24 hpi   |        |         |                    | 6 hpi             |                   |          |        |         |                    |                   |                   | 24 hpi   |        |         |                    |
| Gene of interest | Cluster <sup>1</sup> | Test <sup>2</sup> | Direction         | tW        | df     | pV      | Sign. <sup>3</sup> | Test <sup>2</sup> | Direction         | tW       | df     | pV      | Sign. <sup>3</sup> | Test <sup>2</sup> | Direction         | tW       | df     | pV      | Sign. <sup>3</sup> | Test <sup>2</sup> | Direction         | tW       | df     | pV      | Sign. <sup>3</sup> |
| igd              | 1                    | Student's         | -                 | -1.6412   | 14.64  | 1.2E-01 | NS                 | Student's         | -                 | 1.1389   | 14.086 | 2.7E-01 | NS                 | Wilconox          | -                 | 67       | -      | 6.7E-01 | NS                 | Student's         | -                 | 0.77342  | 12.41  | 4.5E-01 | NS                 |
| camp             | 1                    | Student's         | High-ω6 > High-ω3 | -3.0599   | 15.259 | 7.8E-03 | **                 | Student's         | -                 | -0.52725 | 16.481 | 6.1E-01 | NS                 | Student's         | -                 | -0.85918 | 18.72  | 4.0E-01 | NS                 | Student's         | High-ω6 > High-ω3 | -4.3431  | 12.05  | 9.5E-04 | ***                |
| hamp             | 1                    | Student's         | -                 | -0.29757  | 13.049 | 7.7E-01 | NS                 | Student's         | -                 | -0.21994 | 14.886 | 8.3E-01 | NS                 | Student's         | -                 | 0.14197  | 19.395 | 8.9E-01 | NS                 | Student's         | High-ω6 > High-ω3 | -4.1494  | 13.977 | 9.9E-04 | ***                |
| lyz2             | 1                    | Student's         | -                 | -1.0509   | 11.478 | 3.1E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 3.3534   | 14.21  | 4.6E-03 | **                 | Wilconox          | -                 | 54       | -      | 7.2E-01 | NS                 | Student's         | -                 | -0.14184 | 13.997 | 8.9E-01 | NS                 |
| lect2            | 1                    | Student's         | -                 | -1.4673   | 15.992 | 1.6E-01 | NS                 | Student's         | -                 | 0.024958 | 14.209 | 9.8E-01 | NS                 | Student's         | -                 | 0.045585 | 19.979 | 9.6E-01 | NS                 | Student's         | High-ω6 > High-ω3 | -2.797   | 13.888 | 1.4E-02 | *                  |
| ftm              | 1                    | Student's         | High-ω6 > High-ω3 | -2.9469   | 15.443 | 9.8E-03 | **                 | Student's         | -                 | 0.60995  | 16.995 | 5.5E-01 | NS                 | Student's         | High-ω6 > High-ω3 | 28       | -      | 3.6E-02 | *                  | Wilconox          | -                 | 39       | -      | 4.7E-01 | NS                 |
| junb             | 1                    | Student's         | -                 | 0.13907   | 13.221 | 8.9E-01 | NS                 | Student's         | -                 | 1.0631   | 16.222 | 3.0E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 5.2285   | 19.435 | 4.5E-05 | ***                | Student's         | High-ω6 > High-ω3 | -2.4744  | 12.909 | 2.8E-02 | *                  |
| thr5s            | 1                    | Student's         | High-ω6 > High-ω3 | -2.1822   | 14.535 | 4.6E-02 | *                  | Wilconox          | -                 | 57       | -      | 3.6E-01 | NS                 | Student's         | -                 | -1.8501  | 19.439 | 8.0E-02 | NS                 | Student's         | High-ω6 > High-ω3 | -4.2885  | 11.466 | 1.2E-03 | **                 |
| cox2             | 1                    | Student's         | -                 | -2.0922   | 15.98  | 5.3E-02 | NS                 | Student's         | -                 | 0.66207  | 17     | 5.2E-01 | NS                 | Wilconox          | -                 | 50       | -      | 5.4E-01 | NS                 | Student's         | High-ω6 > High-ω3 | -5.331   | 13.932 | 1.1E-04 | ***                |
| il1b             | 1                    | Wilconox          | -                 | 34        | -      | 6.0E-01 | NS                 | Student's         | -                 | 1.9899   | 13.699 | 6.7E-02 | NS                 | Student's         | -                 | -0.11112 | 16.885 | 9.1E-01 | NS                 | Student's         | High-ω6 > High-ω3 | -3.4417  | 13.34  | 4.2E-03 | **                 |
| cxcl8            | 1                    | Student's         | -                 | -2.1596   | 11.83  | 5.2E-02 | NS                 | Student's         | -                 | 0.76892  | 16.285 | 4.5E-01 | NS                 | Student's         | -                 | -1.2289  | 15.808 | 2.4E-01 | NS                 | Student's         | High-ω6 > High-ω3 | -2.3998  | 13.95  | 3.1E-02 | *                  |
| fabp4            | 1                    | Student's         | -                 | 1.7899    | 14.878 | 9.4E-02 | NS                 | Wilconox          | -                 | 52       | -      | 6.0E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 3.8269   | 17.031 | 1.3E-03 | **                 | Wilconox          | -                 | 30       | -      | 9.2E-01 | NS                 |
| cds1             | 1                    | Student's         | -                 | -1.4922   | 15.74  | 1.6E-01 | NS                 | Student's         | -                 | 0.005823 | 14.776 | 1.0E+00 | NS                 | Student's         | High-ω3 > High-ω6 | 2.1082   | 17.952 | 4.9E-02 | *                  | Student's         | -                 | 1.9225   | 13.995 | 7.5E-02 | NS                 |
| lrr              | 1                    | Wilconox          | -                 | 43        | -      | 7.3E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 3.2782   | 16.915 | 4.5E-03 | **                 | Student's         | High-ω3 > High-ω6 | 3.8593   | 19.888 | 9.9E-04 | ***                | Student's         | -                 | 1.7143   | 13.749 | 1.1E-01 | NS                 |
| cc120            | 2                    | Student's         | High-ω6 > High-ω3 | -2.7399   | 12.736 | 1.7E-02 | *                  | Student's         | High-ω3 > High-ω6 | 4.1616   | 16.894 | 6.8E-04 | ***                | Student's         | High-ω6 > High-ω3 | -2.1236  | 18.052 | 4.8E-02 | *                  | Student's         | -                 | 1.5848   | 10.746 | 1.4E-01 | NS                 |
| cd119            | 2                    | Student's         | -                 | 0.44195   | 15.999 | 6.6E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 3.065    | 16.811 | 7.1E-03 | **                 | Student's         | -                 | 1.6593   | 19.87  | 1.1E-01 | NS                 | Student's         | -                 | -0.644   | 13.975 | 5.3E-01 | NS                 |
| irf1a            | 2                    | Student's         | -                 | -1.042    | 15.919 | 3.1E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.3618   | 16.17  | 3.1E-02 | *                  | Student's         | -                 | 0.88282  | 18.984 | 3.9E-01 | NS                 | Wilconox          | -                 | 31       | -      | 1.0E+00 | NS                 |
| ilng             | 2                    | Student's         | -                 | 0.15089   | 15.919 | 8.8E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.8059   | 16.89  | 1.2E-02 | *                  | Student's         | -                 | 2.0536   | 19.648 | 5.4E-02 | NS                 | Student's         | -                 | 0.5701   | 12.839 | 5.8E-01 | NS                 |
| irf1b            | 2                    | Student's         | -                 | -1.3065   | 15.942 | 2.1E-01 | NS                 | Student's         | -                 | 1.7476   | 14.671 | 1.0E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.1796   | 18.716 | 4.2E-02 | *                  | Student's         | -                 | 0.9791   | 13.992 | 3.4E-01 | NS                 |
| itr3             | 2                    | Student's         | -                 | -1.427    | 14.328 | 1.8E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.3157   | 16.958 | 3.3E-02 | *                  | Student's         | -                 | 0.82247  | 19.354 | 4.2E-01 | NS                 | Student's         | -                 | 0.81526  | 9.8505 | 4.3E-01 | NS                 |
| mxh              | 2                    | Student's         | -                 | -2.1558   | 11.099 | 5.4E-02 | NS                 | Student's         | High-ω3 > High-ω6 | 2.7495   | 14.848 | 1.5E-02 | *                  | Student's         | -                 | 0.56275  | 19.426 | 5.8E-01 | NS                 | Wilconox          | -                 | 40       | -      | 4.1E-01 | NS                 |
| mxh              | 2                    | Student's         | -                 | -1.6533   | 14.708 | 1.2E-01 | NS                 | Student's         | -                 | 0.8338   | 16.321 | 4.2E-01 | NS                 | Student's         | -                 | 0.76483  | 19.806 | 4.5E-01 | NS                 | Wilconox          | -                 | 37       | -      | 6.1E-01 | NS                 |
| rsad2a           | 2                    | Student's         | -                 | -0.26684  | 13.013 | 7.9E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.1306   | 16.766 | 4.8E-02 | *                  | Wilconox          | -                 | 75       | -      | 3.5E-01 | NS                 | Student's         | -                 | 0.7361   | 11.912 | 4.8E-01 | NS                 |
| isq15b           | 2                    | Student's         | -                 | -1.2641   | 14.885 | 2.3E-01 | NS                 | Student's         | -                 | 1.1104   | 16.369 | 2.8E-01 | NS                 | Student's         | -                 | 1.2834   | 17.386 | 2.2E-01 | NS                 | Wilconox          | -                 | 35       | -      | 7.6E-01 | NS                 |
| gig1             | 2                    | Student's         | -                 | -0.6985   | 15.915 | 4.9E-01 | NS                 | Student's         | -                 | 0.65968  | 16.997 | 5.2E-01 | NS                 | Student's         | -                 | 0.32294  | 17.122 | 7.5E-01 | NS                 | Wilconox          | -                 | 29       | -      | 8.4E-01 | NS                 |
| isq15a           | 2                    | Student's         | -                 | -1.5428   | 12.418 | 1.5E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.1716   | 15.509 | 4.6E-02 | *                  | Student's         | -                 | 1.7563   | 16.651 | 9.7E-02 | NS                 | Student's         | -                 | 0.80775  | 13.971 | 4.3E-01 | NS                 |
| rsad2b           | 2                    | Student's         | -                 | -1.5237   | 13.952 | 1.5E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 3.2996   | 16.268 | 4.4E-03 | **                 | Wilconox          | -                 | 75       | -      | 3.5E-01 | NS                 | Wilconox          | -                 | 36       | -      | 6.8E-01 | NS                 |
| itna             | 2                    | Student's         | -                 | -0.94463  | 11.872 | 3.6E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 3.0949   | 16.998 | 6.6E-03 | **                 | Student's         | High-ω3 > High-ω6 | 2.1518   | 18.874 | 4.5E-02 | *                  | Student's         | -                 | -0.96816 | 13.935 | 3.5E-01 | NS                 |
| irf7b            | 2                    | Student's         | -                 | -1.0886   | 15.5   | 2.9E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.8987   | 16.297 | 1.0E-02 | *                  | Student's         | -                 | 0.41864  | 17.006 | 6.8E-01 | NS                 | Wilconox          | -                 | 38       | -      | 5.4E-01 | NS                 |
| irf7a            | 2                    | Student's         | -                 | -0.93049  | 15.553 | 3.7E-01 | NS                 | Student's         | -                 | 1.994    | 15.441 | 6.4E-02 | NS                 | Student's         | -                 | -0.46546 | 19.338 | 6.5E-01 | NS                 | Wilconox          | -                 | 40       | -      | 4.1E-01 | NS                 |
| lqp2             | 2                    | Student's         | -                 | -1.5356   | 15.484 | 1.4E-01 | NS                 | Student's         | -                 | 2.0218   | 16.751 | 5.9E-02 | NS                 | Student's         | -                 | 1.0569   | 19.982 | 3.0E-01 | NS                 | Wilconox          | -                 | 35       | -      | 7.6E-01 | NS                 |
| ir3              | 2                    | Student's         | High-ω6 > High-ω3 | -2.2963   | 15.858 | 3.6E-02 | *                  | Student's         | -                 | 1.6261   | 13.959 | 1.3E-01 | NS                 | Student's         | -                 | 0.13071  | 18.073 | 9.0E-01 | NS                 | Student's         | -                 | 1.2333   | 11.764 | 2.4E-01 | NS                 |
| stat1a           | 2                    | Student's         | -                 | -2.0836   | 15.964 | 5.4E-02 | NS                 | Student's         | -                 | 1.3957   | 17     | 1.8E-01 | NS                 | Student's         | -                 | 1.7981   | 18.448 | 8.9E-02 | NS                 | Student's         | -                 | 1.2879   | 9.7187 | 2.3E-01 | NS                 |
| stat1c           | 2                    | Student's         | -                 | -1.642    | 13.197 | 1.2E-01 | NS                 | Wilconox          | High-ω3 > High-ω6 | 79       | -      | 4.1E-03 | **                 | Student's         | -                 | 0.27576  | 15.903 | 7.9E-01 | NS                 | Student's         | -                 | 1.8034   | 9.6665 | 1.0E-01 | NS                 |
| thr7             | 2                    | Student's         | -                 | -0.97107  | 15.937 | 3.5E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 3.3967   | 14.996 | 4.0E-03 | **                 | Student's         | -                 | 0.49082  | 18.741 | 6.3E-01 | NS                 | Student's         | -                 | 1.4548   | 11.035 | 1.7E-01 | NS                 |
| stat1b           | 2                    | Student's         | -                 | -1.2656   | 14.463 | 2.3E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 3.9812   | 13.851 | 1.4E-03 | **                 | Student's         | -                 | 0.50801  | 17.881 | 6.2E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.2572   | 10.03  | 4.8E-02 | *                  |
| igmb             | 3                    | Student's         | High-ω6 > High-ω3 | -4.6202   | 11.597 | 6.4E-04 | ***                | Student's         | -                 | -0.62978 | 14.038 | 5.4E-01 | NS                 | Student's         | -                 | -1.0329  | 14.682 | 3.2E-01 | NS                 | Student's         | -                 | 1.5477   | 11.86  | 1.5E-01 | NS                 |
| igmb             | 3                    | Student's         | -                 | -1.0891   | 14.499 | 2.9E-01 | NS                 | Student's         | -                 | -1.033   | 16.995 | 3.2E-01 | NS                 | Student's         | -                 | 1.5198   | 16.931 | 1.5E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.2619   | 13.645 | 4.1E-02 | *                  |
| pgds             | 3                    | Wilconox          | -                 | 48        | -      | 5.5E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.8203   | 16.433 | 1.2E-02 | *                  | Student's         | -                 | 0.91516  | 14.737 | 3.7E-01 | NS                 | Student's         | -                 | 1.8898   | 13.343 | 8.1E-02 | NS                 |
| thr5m            | 3                    | Student's         | -                 | -0.10414  | 15.317 | 9.2E-01 | NS                 | Student's         | -                 | -0.58023 | 16.088 | 5.7E-01 | NS                 | Student's         | -                 | 1.1003   | 18.128 | 2.9E-01 | NS                 | Student's         | -                 | 1.2814   | 13.439 | 2.2E-01 | NS                 |
| cox1             | 3                    | Student's         | -                 | 1.5032    | 13.168 | 1.6E-01 | NS                 | Student's         | -                 | -1.123   | 16.495 | 2.8E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.6927   | 19.705 | 1.4E-02 | *                  | Student's         | High-ω3 > High-ω6 | 2.279    | 13.666 | 3.9E-02 | *                  |
| alox5a           | 3                    | Student's         | -                 | -1.7177   | 15.995 | 1.1E-01 | NS                 | Student's         | -                 | -1.3419  | 16.763 | 2.0E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.7026   | 18.521 | 1.4E-02 | *                  | Student's         | High-ω3 > High-ω6 | 3.2061   | 13.27  | 6.7E-03 | **                 |
| alox5b           | 3                    | Student's         | -                 | -0.088172 | 14.873 | 9.3E-01 | NS                 | Student's         | -                 | -0.58225 | 12.95  | 5.7E-01 | NS                 | Student's         | High-ω3 > High-ω6 | 2.7464   | 17.675 | 1.3E-02 | *                  | Student's         | High-ω3 > High-ω6 | 4.2138   | 13.994 | 8.7E-04 | ***                |
| mhl              | 3                    | Wilconox          | -                 | 43        | -      | 8.6E-01 | NS                 | Wilconox          | -                 | 44       | -      | 9.7E-01 | NS                 | Wilconox          | -                 | 68       | -      | 6.3E-01 | NS                 | Wilconox          | -                 | 40       | -      | 4.1E-01 | NS                 |
| cyp11a1          | 3                    | Student's         | -                 | 0.47684   | 12.841 | 6.4E-01 | NS                 | Student's         | -                 | -1.9714  | 15.542 | 6.7E-02 | NS                 | Student's         | -                 | 0.61848  | 19.703 | 5.4E-01 | NS                 | Student's         | High-ω6 > High-ω3 | -3.8628  | 12.706 | 2.0E-03 | **                 |
| ppara            | 3                    | Student's         | -                 | 1.9403    | 14.498 | 7.2E-02 | NS                 | Student's         | -                 | -0.79722 | 16.693 | 4.4E-01 | NS                 | Student's         | -                 | 1.8392   | 19.063 | 8.2E-02 | NS                 | Student's         | -                 | -0.29625 | 9.2299 | 7.7E-01 | NS                 |

<sup>1</sup> Cluster the gene was assigned to based on a hierarchical clustering analysis. See Methods section.

<sup>2</sup> Statistical test used for the comparison analysis [Student's t-test (if parametric) or Mann-Whitney U test (if non-parametric or heteroscedastic)]. See Methods section.

**Supplementary Data 4** Statistics (tW), degrees of freedom (df), and p-values (pV) supporting the results shown in Figure 3b,d and 4b,d concerning the PC score differences between the High- $\omega$ 3 and the High- $\omega$ 6-fed salmon.

| 6 hpi Asal |            |                   |       |       |         | 24 hpi Asal |            |                   |       |       |         | 6 hpi poly(I:C) |            |                   |       |       |         | 24 hpi poly(I:C) |            |                   |       |       |         |
|------------|------------|-------------------|-------|-------|---------|-------------|------------|-------------------|-------|-------|---------|-----------------|------------|-------------------|-------|-------|---------|------------------|------------|-------------------|-------|-------|---------|
| Component  | % Variance | Test <sup>1</sup> | t/W   | df    | pV      | Component   | % Variance | Test <sup>1</sup> | t/W   | df    | pV      | Component       | % Variance | Test <sup>1</sup> | t/W   | df    | pV      | Component        | % Variance | Test <sup>1</sup> | t/W   | df    | pV      |
| 1          | 31.95      | Student's         | -2.14 | 14.64 | 5.0E-02 | 1           | 39.58      | Student's         | 2.935 | 16.06 | 9.7E-03 | 1               | 27.13      | Student's         | 1.556 | 19.54 | 1.4E-01 | 1                | 41.45      | Student's         | 0.353 | 9.39  | 7.3E-01 |
| 2          | 14.93      | Student's         | -0.64 | 13.13 | 5.3E-01 | 2           | 15.03      | Student's         | 0.107 | 15.49 | 9.2E-01 | 2               | 16.60      | Student's         | 2.533 | 18.67 | 2.0E-02 | 2                | 19.23      | Student's         | 9.197 | 13.76 | 3.0E-07 |
| 3          | 11.21      | Student's         | -1.28 | 12.65 | 2.2E-01 | 3           | 9.00       | Student's         | 2.106 | 16.2  | 5.1E-02 | 3               | 10.84      | Student's         | -2.17 | 16.97 | 4.4E-02 | 3                | 8.81       | Student's         | 0.554 | 11.49 | 5.9E-01 |
| 4          | 9.13       | Student's         | 1.403 | 13.87 | 1.8E-01 | 4           | 5.97       | Student's         | -1.68 | 16.24 | 1.1E-01 | 4               | 7.85       | Student's         | -0.02 | 16.88 | 9.9E-01 | 4                | 6.21       | Student's         | -0.28 | 13.81 | 7.9E-01 |
| 5          | 6.98       | Student's         | -2.87 | 16.00 | 1.1E-02 | 5           | 5.34       | Wilconox          | 51    | -     | 6.6E-01 | 5               | 6.31       | Student's         | 1.337 | 14.77 | 2.0E-01 | 5                | 4.86       | Student's         | -0.05 | 11.61 | 9.6E-01 |

<sup>1</sup> Statistical test used for the comparison analysis [Student's t-test (if parametric) or Mann–Whitney U test (if non-parametric or heteroscedastic)]. See Methods section.

**Supplementary Data 5** Statistics (t/W), degrees of freedom (df), and p-values (pV) supporting the results shown in Table 1 concerning the differences in head kidney lipid composition between the High- $\omega$ 3 and the High- $\omega$ 6-fed salmon.

| Lipid parameter                  | Test <sup>1</sup> | Direction                           | t/W     | df     | pV      | Significance |
|----------------------------------|-------------------|-------------------------------------|---------|--------|---------|--------------|
| TAGs                             | Student's         | -                                   | 1.5404  | 35.979 | 1.3E-01 | NS           |
| STs                              | Wilconox          | High- $\omega$ 3 < High- $\omega$ 6 | 90      | -      | 7.5E-03 | **           |
| AMPLs                            | Wilconox          | -                                   | 143     | -      | 2.8E-01 | NS           |
| PLs                              | Wilconox          | -                                   | 150     | -      | 3.9E-01 | NS           |
| ST/PL                            | Wilconox          | High- $\omega$ 3 < High- $\omega$ 6 | 65      | -      | 4.8E-04 | ***          |
| 14:0                             | Wilconox          | High- $\omega$ 3 > High- $\omega$ 6 | 266     | -      | 3.3E-02 | *            |
| 16:0                             | Student's         | -                                   | -1.998  | 36.724 | 5.3E-02 | NS           |
| 16:1 $\omega$ 7                  | Student's         | -                                   | 1.4896  | 36.992 | 1.4E-01 | NS           |
| 18:0                             | Student's         | High- $\omega$ 3 < High- $\omega$ 6 | -2.6117 | 35.678 | 1.3E-02 | *            |
| 18:1 $\omega$ 9 (OA)             | Wilconox          | High- $\omega$ 3 > High- $\omega$ 6 | 286     | -      | 6.3E-03 | **           |
| 18:1 $\omega$ 7                  | Wilconox          | High- $\omega$ 3 < High- $\omega$ 6 | 20      | -      | 7.9E-08 | ****         |
| 18:2 $\omega$ 6 (LNA)            | Student's         | High- $\omega$ 3 < High- $\omega$ 6 | -16.403 | 23.13  | 3.1E-14 | ****         |
| 18:3 $\omega$ 3 (ALA)            | Student's         | High- $\omega$ 3 > High- $\omega$ 6 | 22.102  | 19.508 | 2.8E-15 | ****         |
| 18:4 $\omega$ 3                  | Student's         | High- $\omega$ 3 > High- $\omega$ 6 | 9.0594  | 22.057 | 6.9E-09 | ****         |
| 20:1 $\omega$ 9                  | Wilconox          | -                                   | 240     | -      | 1.7E-01 | NS           |
| 20:2 $\omega$ 6                  | Student's         | High- $\omega$ 3 < High- $\omega$ 6 | -16.789 | 24.402 | 6.5E-15 | ****         |
| 20:3 $\omega$ 6 (DGLA)           | Wilconox          | High- $\omega$ 3 < High- $\omega$ 6 | 0       | -      | 2.9E-11 | ****         |
| 20:4 $\omega$ 6 (ARA)            | Wilconox          | High- $\omega$ 3 < High- $\omega$ 6 | 48      | -      | 2.2E-05 | ****         |
| 20:4 $\omega$ 3                  | Student's         | High- $\omega$ 3 > High- $\omega$ 6 | 14.231  | 21.783 | 1.7E-12 | ****         |
| 20:5 $\omega$ 3 (EPA)            | Wilconox          | -                                   | 244     | -      | 1.3E-01 | NS           |
| 22:1 $\omega$ 11(13)             | Wilconox          | -                                   | 229     | -      | 2.8E-01 | NS           |
| 22:5 $\omega$ 3 ( $\omega$ 3DPA) | Wilconox          | High- $\omega$ 3 > High- $\omega$ 6 | 277     | -      | 1.4E-02 | *            |
| 22:6 $\omega$ 3 (DHA)            | Wilconox          | -                                   | 160     | -      | 4.1E-01 | NS           |
| SFA                              | Student's         | High- $\omega$ 3 < High- $\omega$ 6 | -2.4775 | 36.138 | 1.8E-02 | *            |
| MUFA                             | Student's         | High- $\omega$ 3 > High- $\omega$ 6 | 2.0364  | 36.228 | 4.9E-02 | *            |
| PUFA                             | Wilconox          | -                                   | 130     | -      | 9.5E-02 | NS           |
| $\Sigma\omega$ 3                 | Student's         | High- $\omega$ 3 > High- $\omega$ 6 | 12.432  | 33.791 | 3.7E-14 | ****         |
| $\Sigma\omega$ 6                 | Student's         | High- $\omega$ 3 < High- $\omega$ 6 | -26.95  | 22.571 | 2.2E-16 | ****         |
| $\omega$ 6: $\omega$ 3           | Student's         | High- $\omega$ 3 < High- $\omega$ 6 | -10.994 | 19.394 | 8.9E-10 | ****         |

<sup>1</sup> Statistical test used for the comparison analysis [Student's t-test (if parametric) or Mann–Whitney U test (if not parametric or heteroscedastic)]. See Methods section.

TAG: triacylglycerol; ST: sterol; AMPL: acetone-mobile polar lipid; PL: phospholipid; OA: oleic acid; LNA: linoleic acid; ALA:  $\alpha$ -linolenic acid; DGLA: dihomog- $\gamma$ -linolenic acid; ARA: arachidonic acid; EPA: eicosapentaenoic acid;  $\omega$ 3DPA:  $\omega$ 3 docosapentaenoic acid; DHA: docosahexaenoic acid; SFA: saturated fatty acids; MUFA: monounsaturated fatty acids; PUFA: polyunsaturated fatty acids.

**Supplementary Data 6** Primers used in the RT-qPCR experiment.

<sup>1</sup> Name and symbol of the qPCR-analyzed genes interest. Putative human orthologue symbols were assigned based on HUGO Gene Nomenclature Committee (HGNC; <https://www.genenames.org/>) and/or GeneCards (<https://www.genecards.org/>).

<sup>2</sup> Amplification efficiencies were calculated using a 5-point 1:3 dilution series starting with cDNA representing 10 ng of input total RNA.

How the deposited data were processed for this re-analysis (not part of the article)

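The analysis covers head kidney samples of 116 Atlantic salmon that had been fed a High-ω3 or a High-ω6 diet for 12 weeks and were then injected with PBS (41 fish), formalin-killed *A. salmonicida* (Asal) or poly(I:C) (75 fish in all), and sampled at 6 or 24 hpi. This gives 12 groups of 7 to 12 fish. Each diet and time point was held in 2 tanks of its own (8 tanks in all), so that tanks lie within diets and time points, while fish of every treatment shared each tank.

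Before deposit, the authors ran RT-qPCR with SYBR Green on a ViiA 7 system on cDNA of single fish, and the first deposited table holds their quantification cycles (Ct), not normalised, with 1 value per gene and fish. It holds 46 genes of interest and the normalisers *rpl32* and *ef1a1*, which were run again on each of 16 plate studies. The 9048 Ct values lay between 18.0 and 38.1 and none was missing. The methods describe triplicate wells. With 1 Ct per gene and fish the spread between wells could not be used, so that the precision given here is the spread between fish, and all fish and columns were used. The second deposited table holds ratios: before deposit, the authors divided the relative quantity (RQ) of each treated fish by the mean RQ of the PBS fish of the same diet and time point, which gives a linear fold change per gene and treated fish, normalised to both normalisers and not in log units.

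RQs were computed here from Ct with the amplification efficiencies of the supplement, as 1 plus the efficiency, raised to minus Ct, divided by the arithmetic mean of the quantities of the 2 normalisers of the same plate study, and set relative to the lowest value of the gene. That mean was chosen after the deposited fold changes had been compared with both kinds of mean. The median absolute log2 difference from the deposited fold changes was 0.00507 with the arithmetic and 0.0378 with the geometric mean, and the geometric mean was kept as an alternative. The log_2_FC of a treated fish is the log2 of its RQ over the arithmetic mean RQ of the PBS fish of its diet and time point.

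Treated and PBS fish were compared on log2 RQ in 8 comparisons, log_2_FCs of 24 and 6 hpi in 4, log_2_FCs of the diets in 4, and the log2 RQs of PBS fish of the diets in 2, each over 46 genes. Every test was an exact two-sided permutation test of the difference between group means over all regroupings of the fish. The unadjusted level of 0.05 of the methods was used, and the Benjamini-Hochberg adjusted *p* over the 46 genes of a comparison was computed beside it. Cluster means are means over the genes of the paper's 3 clusters, tested in the same way and adjusted over the 12 tests between time points or the 12 between diets. Hierarchical clustering used standardised log_2_FCs of all treated fish and complete linkage, and PCA used genes scaled to unit variance, with exact tests of the first 5 component scores. In the tests of time and diet the PBS reference counts as fixed, as in the paper, so that the spread of the PBS fish does not enter the error. Treated and PBS fish were therefore also regrouped together for the counts of genes between diets and between time points and of components.

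Alternatives were the Benjamini-Hochberg level, the methods' parametric or rank test, limma on the same values, linear RQ, permutation within tanks, the fish numbers as a replicate block, the tank as a random block, an interaction model with the PBS fish in the fit, a geometric, a same-tank and no PBS reference, the deposited fold changes, and *ef1a1* or *rpl32* alone. Clusters were also compared by medians, with standardised genes and by tank means. PCA was also run on centred genes and on log2 RQ, and clustering on unstandardised values, on means of the 8 treated groups and with average linkage. The geometric mean of the normalisers, an exchange of the normaliser names on plate study 4 and the efficiencies implied by the deposited fold changes were added after the data had been seen, as were clustering and overall variance from the deposited fold changes. A limma fit to the 8 tank means per antigen, each over the PBS fish of its own tank, was also run then, to set differences between time points and diets against the spread between tanks.

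The methods were tested on simulated data with the fish, tanks and groups of the study, in which 15 of 46 genes were shifted by 2 SD in each comparison. The values were drawn independently for each fish and gene, so tanks entered as labels alone and genes were not correlated. The rates below, and those of the simulations without a diet effect, therefore leave out differences between tanks. The exact test recovered 98.3% of the shifted genes in comparisons with PBS, 100% between time points, 91.7% between diets and 100% between diets in PBS fish. It called 6.45%, 19.4%, 13.7% and 4.84% of the unshifted genes. In 40 further simulations without any diet effect, the diet comparisons called 11.8% to 19.0% of the genes with the PBS reference and 4.57% to 5.11% without it. With the PBS fish in the fit, 80.0% of the shifted and 3.23% of the unshifted genes were called between diets.

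All 46 genes were chosen by the authors and all are named in the paper. By a rule set before the values were read, a passage names the genes of its sentence, gives full statistics for at most 6 of them, those with the largest mean difference, and summarises the others as counts and ranges. Where at most 5 genes of a comparison pass the Benjamini-Hochberg level all are named, every gene whose call differs from that of the paper's supplement or, for the time calls missing from its copy, of the paper's text is named under the differences, and for PBS fish the 5 genes with the smallest *p* are named. The paper's own tables had been seen by then.

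Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Growth, fatty acid and lipid results were left out, since the deposited tables hold gene expression alone.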

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

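The tests of a fault of the whole sample, of the PBS fish, of the normalisers and of the tanks in this part, and the regroupings that include PBS fish, were chosen only after the results were seen. The counts over other groupings of the treated fish were set beforehand.

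In 11 of the 163 groups tested among those whose values are given, 1 fish lay further from the others than Dixon's 95% limit allows. Chance alone puts about 1 in 20 groups beyond that limit. Groups of 12 fish were not tested, since the limits used do not cover them. At 24 hpi after poly(I:C) on High-ω3, 3 fish of the same tank 27 stood out as the highest of 9. These were *cox1* at 0.74 (mean of the others -0.84 ± 0.22), *cyp11a1* at 1.59 (-0.83 ± 0.48) and *ftm* at 0.82 (-0.51 ± 0.27). On High-ω6, *cox1* of 1 fish was the lowest of 7 at -1.69 (-1.01 ± 0.09). After Asal at 24 hpi on High-ω3, *cyp11a1* was lowest at -2.86 (-0.84 ± 0.50) and *igma* at -2.23 (-0.43 ± 0.40). After Asal at 6 hpi, *igma* was highest at 0.90 on High-ω3 (-0.50 ± 0.29), *pgds* was highest at 0.33 on High-ω6 (-0.43 ± 0.17), and the Cluster 3 mean of 1 fish on High-ω3 was lowest at -1.54 (0.07 ± 0.21). Among PBS fish, the log2 RQ of *ppara* was lowest at 3.80 on High-ω6 at 6 hpi (5.66 ± 0.34) and that of *mhcI* at 8.27 on High-ω3 at 24 hpi (15.79 ± 0.80).

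A fault of the whole sample or a wrong label would move many genes of the same fish. Each of these fish lay as far from its group for 1 of the 46 genes, and the fish with high *igma* for 2, which argues against that explanation. An error in single wells stays open, since 1 Ct per gene and fish does not show it, and no biological explanation was tested. The deposited log_2_FCs of the fish with the highest values are lower, at -0.92 for *cox1*, -0.86 for *cyp11a1* and -0.16 for *ftm* after poly(I:C), and at -0.58 for *igma* and -0.37 for *pgds* after Asal.

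At 6 h post-poly(I:C) injection, the log_2_FC of *junb* was 0.55 higher on High-ω3 than on High-ω6 (exact *p* = 9.7e-05, adjusted 0.00448, 10 of 10 fish above the High-ω6-fed mean), and that of *fabp4* was 1.60 higher (exact *p* = 0.00108, adjusted 0.0248, 10 of 10 fish). In PBS fish of this time point, *junb* was 0.19 log2 units lower on High-ω3 (difference -0.19, exact *p* = 0.0308) and *fabp4* differed by -0.34 (exact *p* = 0.561). A difference in the PBS fish as the whole cause is argued against, since the treated fish without PBS reference still differed by 0.35 for *junb* (exact *p* = 0.00438) and by 1.01 for *fabp4* (exact *p* = 0.0253). A shift of the normalisers is argued against as well: relative to the mean of the other genes, the differences were 0.36 for *junb* (exact *p* = 0.00105) and 1.44 for *fabp4* (exact *p* = 0.00710). In a limma fit to the tank means, with the PBS fish of the same tank as reference, the adjusted *p* was 0.702 for *junb* (difference 0.57) and 0.221 for *fabp4* (difference 1.34). With 2 tanks per diet this leaves diet and tank not to be told apart here. A diet effect stays open beside a tank effect.

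In Cluster 2 after Asal at 24 hpi, the mean log_2_FC was 0.58 higher on High-ω3 (exact *p* = 0.0225, 7 of 9 fish, adjusted 0.135). Relative to the mean of the other genes it was 0.55 higher (exact *p* = 0.0281), which argues against the normalisers as the whole cause. Without PBS reference, the treated fish differed by 0.23 (exact *p* = 0.330), and in PBS fish the cluster differed by -0.37 between the diets (exact *p* = 0.0610). A difference in the PBS fish as the whole cause and a diet effect on the response cannot be told apart from these values, since neither difference is decided. The limma fit to tank means gives a difference of 0.50 with an adjusted *p* of 0.200 and leaves the tanks open.

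In Cluster 1 after poly(I:C) at 24 hpi, the mean log_2_FC was lower on High-ω3 (difference -0.71, exact *p* = 0.00857, 8 of 9 fish, adjusted 0.103). The treated fish without PBS reference differed by -0.62 (exact *p* = 0.0158) and PBS fish by 0.10 (exact *p* = 0.409), which argues against the PBS fish as the whole cause. The log2 quantity of the normalisers was 0.23 higher on High-ω3 in these fish (exact *p* = 0.00175), but relative to the mean of the other genes the cluster differed by -1.03 (exact *p* = 0.00350), which argues against the normalisers as the whole cause. The limma fit to tank means gives a difference of -0.75 with a *p* of 0.0279 and, adjusted over the 3 clusters, 0.0838, so that diet and tank cannot be told apart for the cluster mean. Of its single genes, *tlr5s* (difference -1.87, adjusted *p* = 0.0250) and *cox2* (-1.59, adjusted *p* = 0.0374) passed the adjusted level in that fit, which argues against a difference between tanks for these 2 genes. By the exact test over fish they differed by -1.82 (exact *p* = 0.00533, 8 of 9 fish) and -1.61 (exact *p* = 0.00752, 8 of 9 fish), with 0.0724 after adjustment for both. A diet effect stays open.

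Between 6 and 24 hpi, the log_2_FC of 27 genes (17 higher, 10 lower) changed after Asal on High-ω3 by the exact test with Benjamini-Hochberg adjustment, of 20 (7 higher, 13 lower) on High-ω6, of 34 (28 higher, 6 lower) after poly(I:C) on High-ω3, and of 37 (30 higher, 7 lower) on High-ω6. As large a count at the unadjusted level was given by 1 of 100 groupings of the same fish in each case, the real one, and by 1 of 100 when the PBS fish were regrouped with them, so that chance can be excluded with the spread of the PBS fish counted. A shift of the normalisers would move all genes 1 way. Against the direction of the larger number went 10, 7, 6 and 7 genes, which argues against it as the whole cause. Each time point had tanks of its own. Of these genes, 18, 11, 31 and 35 also passed the adjusted level in the same direction in a limma fit to the tank means, with the PBS fish of the same tank as reference, which argues against a difference between tanks for them. For the other 9, 9, 3 and 2 genes, time and tank cannot be told apart, since 2 tanks per time point did not decide it. A change of the response with time stays open for all of them.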

How the results depend on the processing

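The alternatives were set before the data were examined, apart from the following, which were chosen only after the result was seen: the geometric mean of the normalisers, the exchange of normaliser names on plate study 4, the implied efficiencies, and the deposited fold changes for clustering and overall variance. The arithmetic mean of the normaliser quantities was itself taken up because it comes closest to the deposited fold changes.

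Of 435 counts, cluster differences and other summary results under an alternative, 385 kept their direction and side of the level, or a count within 1.5 times the first, 27 were lower or no longer past it, 18 higher or newly past it and 5 reversed. Of 4428 results of single genes, 4145 kept direction and side, 220 were weaker, 56 stronger and 7 reversed.

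The 5 reversed cluster differences were on neither side past the level. Between diets after Asal at 6 hpi, Cluster 1 turned from -0.26 to 0.031 with cluster medians (exact *p* = 0.861). Cluster 3 turned there from 0.03 to -0.066 with standardised genes (exact *p* = 0.680), to -0.11 with *ef1a1* alone (exact *p* = 0.728) and to -0.018 with the geometric mean of the normalisers (exact *p* = 0.946). After poly(I:C) at 24 hpi, Cluster 2 turned from 0.24 to -0.12 without PBS reference (exact *p* = 0.736). Of the 7 reversed single genes, 6 arose without PBS reference: *ppara* after Asal between time points on High-ω6 (0.044, exact *p* = 0.920), *fabp4* after poly(I:C) between time points on High-ω6 (-0.84, exact *p* = 0.0454), *cxcl8* (0.015, exact *p* = 0.967), *camp* (0.025, exact *p* = 0.877) and *tlr5s* (0.061, exact *p* = 0.851) after Asal between diets at 6 hpi, and *isg15a* after Asal between diets at 24 hpi (-0.10, exact *p* = 0.846). The seventh, *ftm* after poly(I:C) between diets at 6 hpi, arose with a same-tank reference (0.032, exact *p* = 0.904).

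Over all alternatives that take fish as the unit, the genes changed at 24 hpi numbered 27 to 29 (Asal, High-ω3), 22 to 24 (Asal, High-ω6), 32 to 34 (poly(I:C), High-ω3) and 36 to 39 (poly(I:C), High-ω6). At 6 hpi they numbered 9 to 16 and 11 to 14 after Asal, and 0 to 3 and 1 to 6 after poly(I:C). Between time points they numbered 24 to 31, 18 to 28, 32 to 35 and 36 to 39 in the same order. Between diets the ranges were wider, at 0 to 9 (Asal, 6 hpi), 0 to 17 (Asal, 24 hpi), 1 to 10 (poly(I:C), 6 hpi) and 0 to 13 (poly(I:C), 24 hpi). The limma fit to tank means, also chosen after the result was seen, is not in these ranges or in the tallies above. It gave 19, 18, 33 and 35 genes between time points and 0, 2, 2 and 7 between diets at the unadjusted level, and 18, 11, 32 and 35 and 0, 0, 0 and 2 after adjustment.

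With Benjamini-Hochberg adjustment, which sets a stricter level by construction, the exact test gave 9 genes instead of 15 after Asal at 6 hpi on High-ω3, 0 instead of 2 after poly(I:C) at 6 hpi on High-ω3 (limma at the unadjusted level 2) and 1 instead of 6 on High-ω6. Between diets it gave 0 instead of 5 (Asal, 6 hpi), 0 instead of 10 (Asal, 24 hpi), 2 instead of 9 (poly(I:C), 6 hpi) and 0 instead of 11 (poly(I:C), 24 hpi), where limma at the unadjusted level gave 9, 10, 9 and 8. In PBS fish it gave 0 instead of 1 at 6 hpi and 0 instead of 3 at 24 hpi, and 0 instead of 2 components after Asal at 24 hpi.

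For the other alternatives the cause was not tested. With the PBS fish in the fit, the diet counts were 3, 4, 1 and 6. In simulations this model recovered fewer shifted genes (80.0%) than the exact test (91.7%), and it also called fewer unshifted ones (3.23% against 13.7%). Without PBS reference they were 3 at both time points after Asal, and with a same-tank reference 3 after Asal at 6 hpi. The tank as random block gave 9 (Asal, 6 hpi) and 16 (Asal, 24 hpi), 0 in PBS fish at 6 hpi and 5 at 24 hpi. In PBS fish, limma gave 0 at 6 hpi, where the exact test had 1, and the methods' test gave 5 at 24 hpi. After Asal at 6 hpi, the diet count was 9 with limma and 8 with *ef1a1* alone, with the geometric mean of the normalisers and with the deposited fold changes. The deposited fold changes gave 17 after Asal at 24 hpi, and moved the diet difference of Cluster 2 after Asal at 24 hpi to 0.66 and of Cluster 1 after poly(I:C) at 24 hpi to -0.78, both then past the adjusted level. With *ef1a1* alone, 1 gene was left after poly(I:C) at 6 hpi on High-ω6.

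The replicate block, which pairs fish by tank and fish number, gave 1 gene after poly(I:C) at 6 hpi on High-ω6. The numbers do not pair the fish: for 62 pairs with the same number, the median of the 8 comparisons' median correlations was -0.0206. Single pairs ran from -0.419 to 0.479, with 22 pairs above 0.1. For 323 pairs of the same tank with other numbers, the same median of medians was 0.00345.

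The components that separated the diets after Asal at 6 hpi (1 here) were 0 with centred genes and with log2 RQ scores, and 2 with the deposited fold changes, *ef1a1* alone, the geometric mean of the normalisers and the exchange on plate study 4. After Asal at 24 hpi (2 here) there were 0 with log2 RQ scores, and 1 with the deposited fold changes and with *ef1a1* alone. They were, for poly(I:C), 1 instead of 0 at 6 hpi with centred genes and with the deposited fold changes, and 2 instead of 1 at 24 hpi with log2 RQ scores. In clustering, 29 of 46 genes lay in the paper's cluster with unstandardised log_2_FCs, against 46.

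Scaling moved the median gene by more than 0.1 with *ef1a1* alone after Asal on High-ω6, by 0.12 at 6 hpi and by -0.16 between time points, and without PBS reference by 0.28 between time points on High-ω6 and by -0.13 between diets at 24 hpi, after either antigen. The other scalings moved it by less in every comparison. Exchanging the normaliser names on plate study 4 or using the implied efficiencies changed the side or direction of none of the 353 single-gene results.

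Technical wells were not used, so that how measurement noise limits the calls was not examined. Every alternative planned was run. The tank means of clusters, 2 against 2, give a direction, and too few regroupings for an exact test to pass the level.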

Differences from the paper's values

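Alternatives in this part were set before the data were examined unless stated otherwise. The paper's tests of log_2_FC and of components took fish as replicates, as here.

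Among PC1 to PC5, the paper's supplement has 1 component with different scores by diet after Asal at 24 hpi, and 2 were found here. The paper's number is reached with the deposited fold changes and *ef1a1* alone (1 each), and not with adjustment (0), centred genes (2), log2 RQ scores (0) or *rpl32* alone (2). After Asal at 6 hpi the paper has 2, against 1 here, and 2 with the deposited fold changes and *ef1a1* alone, but 1 with adjustment and *rpl32* alone and 0 with centred genes and log2 RQ scores. The geometric mean of the normalisers and the exchange on plate study 4, chosen after seeing the values, also give 2. For poly(I:C) at 6 hpi the paper has 2, against 0 here, and no alternative reaches it: centred genes and the deposited fold changes give 1, and adjustment, log2 RQ scores, *ef1a1* alone and *rpl32* alone give 0.

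For PC3 after Asal at 24 hpi, the paper's *p* is 0.051 and the exact *p* here 0.0284. It comes close to the paper's with adjustment (0.0711), log2 RQ scores (0.0536), the deposited fold changes (0.0533) and *ef1a1* alone (0.0556), and not with centred genes (0.622) or *rpl32* alone (0.0258). The difference of the mean scores was 1.95, with 8 of 9 High-ω3-fed salmon above the High-ω6-fed mean.

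Between diets after Asal at 24 hpi, the paper has 17 genes and 10 were found here. The count falls within 1.5 times the paper's with the methods' test (12), the tank as random block (16) and the deposited fold changes (17). It stays outside with adjustment (0), limma (10), the PBS fish in the fit (4), a geometric (11), same-tank (9) or no PBS reference (3), *ef1a1* alone (10) and *rpl32* alone (11).

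Of 722 calls that the supplement lists, the paper has 328 and 310 were found here, 296 of them shared, 32 the paper's alone and 14 found here alone. Against PBS the paper has 159 of 368, as many as here, with 152 shared. Between time points 116 of 170 were found here, of which the paper shares 113, with 8 more of its own. Between diets it has 48 of 184 against 35 here, with 31 shared. The copy of the supplement's time table read here lists 42 or 43 of the 46 genes per comparison, so that *mhcI*, *cyp11a1* and *ppara*, and *alox5b* after poly(I:C), are not in this tally. The paper's text gives 12 time calls for these 4 genes, of which 11 were the same here. The other is *cyp11a1* on High-ω3 after poly(I:C), which the paper has lower at 24 hpi. Here it differed by -0.71 (exact *p* = 0.111, adjusted 0.141), and *cyp11a1* came to the paper's side with the deposited fold changes. In what follows the value is the log2 difference here with its unadjusted *p*.

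Against PBS at 6 hpi after Asal on High-ω3, found here alone are *ccl20* (-0.66, exact *p* = 0.0472), *mxb* (-0.93, exact *p* = 0.0187) and *irf3* (-0.42, exact *p* = 0.00813). *ccl20* came to the paper's side with adjustment, the methods' test, the replicate block, linear RQ, permutation within tanks and *ef1a1* alone. *mxb* came to the paper's side with adjustment, the methods' test and linear RQ. *irf3* came to the paper's side with *ef1a1* alone. Against PBS at 6 hpi after Asal on High-ω6, the paper alone calls *ftm* (0.55, exact *p* = 0.190) and *pgds* (-0.30, exact *p* = 0.0944). *ftm* and *pgds* came to the paper's side with the replicate block. Against PBS at 24 hpi after Asal on High-ω6, the paper alone calls *irf1b* (-0.28, exact *p* = 0.188), *mxb* (-0.43, exact *p* = 0.311) and *isg15a* (-0.80, exact *p* = 0.128), and found here alone is *gig1* (-0.49, exact *p* = 0.0437). *irf1b* came to the paper's side with the methods' test. No setting run brought *mxb* and *isg15a* there. *gig1* came to the paper's side with adjustment, the methods' test, the replicate block, linear RQ, permutation within tanks and *rpl32* alone. Against PBS at 6 hpi after poly(I:C) on High-ω6, found here alone is *stat1c* (-0.35, exact *p* = 0.0466). *stat1c* came to the paper's side with adjustment, the replicate block, permutation within tanks and *ef1a1* alone. The geometric mean of the normalisers, chosen after seeing the values, also reaches it for *stat1c* and drops 0 of the 5 genes that the paper calls in this comparison. Against PBS at 24 hpi after poly(I:C) on High-ω3, the paper alone calls *cyp11a1* (-0.46, exact *p* = 0.227). No setting run brought *cyp11a1* there. Against PBS at 24 hpi after poly(I:C) on High-ω6, the paper alone calls *igmb* (-0.60, exact *p* = 0.0982), and found here alone are *lyz2* (0.73, exact *p* = 0.0187) and *igma* (-0.56, exact *p* = 0.0320). *lyz2* came to the paper's side with the methods' test. *igma* came to the paper's side with the replicate block, linear RQ and *ef1a1* alone. No setting run brought *igmb* there.

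Over time on High-ω3 after Asal, the paper alone calls *igd* (0.46, exact *p* = 0.0557) and *ftm* (0.61, exact *p* = 0.106). *igd* came to the paper's side with the random tank block, a geometric reference and the deposited fold changes. *ftm* came to the paper's side with the random tank block and the deposited fold changes. Over time on High-ω6 after Asal, the paper alone calls *mxb* (-0.62, exact *p* = 0.0919), *isg15b* (-0.78, exact *p* = 0.0537) and *isg15a* (-0.96, exact *p* = 0.0506), and found here alone is *igmb* (-0.73, exact *p* = 0.0388). *mxb* came to the paper's side with the deposited fold changes and *ef1a1* alone. *isg15b* came to the paper's side with limma, the random tank block, a same-tank reference, the deposited fold changes and *ef1a1* alone. *isg15a* came to the paper's side with the methods' test, limma, the random tank block, the deposited fold changes and *ef1a1* alone. *igmb* came to the paper's side with adjustment, the PBS fish in the fit, a geometric reference, a same-tank reference, no PBS reference, the deposited fold changes and *rpl32* alone. The geometric mean of the normalisers, chosen after seeing the values, also reaches it for *isg15b* and *isg15a* and drops 1 of the 24 genes that the paper calls in this comparison. Over time on High-ω3 after poly(I:C), the paper alone calls *ftm* (0.37, exact *p* = 0.221), and found here alone is *pgds* (-0.69, exact *p* = 0.0146). *ftm* came to the paper's side with the deposited fold changes. *pgds* came to the paper's side with the PBS fish in the fit, no PBS reference and the deposited fold changes. Over time on High-ω6 after poly(I:C), the paper alone calls *fabp4* (0.52, exact *p* = 0.197) and *igmb* (-0.62, exact *p* = 0.0763), and found here alone is *igma* (-0.59, exact *p* = 0.0348). *fabp4* came to the paper's side with the deposited fold changes. *igma* came to the paper's side with the PBS fish in the fit and no PBS reference. *igmb* came to the paper's side with the random tank block.

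Between diets after Asal at 6 hpi, the paper alone calls *camp* (-0.24, exact *p* = 0.145), *ftm* (-0.72, exact *p* = 0.0848) and *tlr5s* (-0.67, exact *p* = 0.0564), and found here alone are *cxcl8* (-0.71, exact *p* = 0.0468) and *mxb* (-0.91, exact *p* = 0.0363). *camp* and *ftm* came to the paper's side with the deposited fold changes. *tlr5s* came to the paper's side with limma, the random tank block, the deposited fold changes and *ef1a1* alone. *cxcl8* came to the paper's side with adjustment, the methods' test, the PBS fish in the fit, a geometric reference, a same-tank reference, no PBS reference and *rpl32* alone. *mxb* came to the paper's side with adjustment, no PBS reference and *ef1a1* alone. The geometric mean of the normalisers, chosen after seeing the values, also reaches it for *tlr5s* and drops 2 of the 6 genes that the paper calls in this comparison. Between diets after Asal at 24 hpi, the paper alone calls *irf1a* (0.66, exact *p* = 0.173), *ifng* (0.97, exact *p* = 0.202), *mxb* (0.86, exact *p* = 0.0500), *rsad2a* (0.78, exact *p* = 0.0697), *isg15a* (0.65, exact *p* = 0.219), *ifna* (0.46, exact *p* = 0.0692) and *pgds* (0.45, exact *p* = 0.238). *irf1a* came to the paper's side with the methods' test and the deposited fold changes. *ifng*, *isg15a* and *pgds* came to the paper's side with the deposited fold changes. *mxb* came to the paper's side with limma, the random tank block, the deposited fold changes and *rpl32* alone. *rsad2a* came to the paper's side with the random tank block, a geometric reference, the deposited fold changes and *ef1a1* alone. *ifna* came to the paper's side with the random tank block and the deposited fold changes. Between diets after poly(I:C) at 6 hpi, the paper alone calls *ftm* (-0.21, exact *p* = 0.443), *ccl20* (-0.32, exact *p* = 0.358) and *alox5a* (0.13, exact *p* = 0.159), and found here alone is *ifng* (0.86, exact *p* = 0.0260). *ftm* came to the paper's side with the deposited fold changes. No setting run brought *ccl20* there. *ifng* came to the paper's side with adjustment, the PBS fish in the fit, a same-tank reference, no PBS reference and the deposited fold changes. *alox5a* came to the paper's side with no PBS reference and the deposited fold changes. Between diets after poly(I:C) at 24 hpi, the paper alone calls *lect2* (-0.43, exact *p* = 0.235), *stat1b* (0.79, exact *p* = 0.0638), *igmb* (0.63, exact *p* = 0.0805) and *cyp11a1* (-0.62, exact *p* = 0.129), and found here alone is *igma* (0.54, exact *p* = 0.0456). *lect2* came to the paper's side with the deposited fold changes. *stat1b* came to the paper's side with the methods' test and the random tank block. *igma* came to the paper's side with adjustment, the methods' test, limma, the PBS fish in the fit, no PBS reference and the deposited fold changes. *igmb* came to the paper's side with the random tank block. *cyp11a1* came to the paper's side with a geometric reference and the deposited fold changes.

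A limma fit to the tank means, chosen after seeing the values, also calls *cyp11a1* over time on High-ω3 after poly(I:C) and *ifng* between diets after Asal at 24 hpi, but drops 3 of 32 and 16 of 17 genes that the supplement calls in these comparisons. It leaves uncalled, as the paper does, *igmb* over time on High-ω6 after Asal (7 of 24 dropped), *pgds* (3 of 32) on High-ω3 and *igma* (4 of 37) on High-ω6 over time after poly(I:C). Between diets it does so for *cxcl8* and *mxb* after Asal at 6 hpi (6 of 6), *ifng* after poly(I:C) at 6 hpi (9 of 11) and *igma* at 24 hpi (7 of 14).

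The paper names *igma* among the leading contributors to PC5 after Asal at 6 hpi, *ifng* for PC1 and *ifna* for PC3 after Asal at 24 hpi. Here they ranked 17, 13 and 30, outside the first 10, and with the deposited fold changes 8, 8 and 10. The paper has Cluster 1 dominant among the first 10 contributors to PC3 after poly(I:C) at 6 hpi. Here 3 were from Cluster 1, 2 from Cluster 2 and 5 from Cluster 3, and with the deposited fold changes 7, 1 and 2.

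Of the paper's test statistics on log_2_FC, 169 of 170 between time points and 183 of 184 between diets lie within 0.006 of those computed from the deposited fold changes, against 27 and 33 from Ct. Some of the paper's rank statistics against PBS lie beyond what the deposited group sizes can give. After Asal on High-ω3 at 6 hpi (9 and 10 fish, at most 90), the paper's value is 98 for *hamp* and 100 for *junb*, *tlr5s*, *cox2*, *il1b* and *cxcl8*. At 24 hpi (9 and 9 fish, at most 81), the paper's value for *irf1a* is 91. The significance stars of the paper's tables stand for another range than the *p* beside them for *junb* (Asal against PBS, High-ω6, 6 hpi), *il1b* and *cxcl8* (poly(I:C) between time points, High-ω3), *tlr5m* (Asal between time points, High-ω3) and *junb* (poly(I:C) between diets, 6 hpi).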

Other observations

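The tests of the lower deposited values, of plate study 4 and of *mhcI* were chosen only after the results were seen. So were the tests over tank means and the regroupings of treated and PBS fish together for components. The other counts over groupings of the fish were set beforehand.

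Other groupings of the same fish into groups of the same sizes, 100 per comparison, gave as many genes at the unadjusted level as the real one in 2 (6 hpi, High-ω3), 2 (6 hpi, High-ω6), 1 and 1 (24 hpi) cases after Asal, the real one included, so that chance can be excluded there. The same counts for poly(I:C) were 1 and 1 at 24 hpi, where chance can be excluded, and 61 (High-ω3) and 6 (High-ω6) at 6 hpi, where it cannot. Between diets it was 19 (Asal, 6 hpi), 7 (Asal, 24 hpi) and 7 (poly(I:C), 6 hpi), where chance cannot be excluded, and 1 (poly(I:C), 24 hpi), where it can be for the treated fish. Regrouping treated and PBS fish together, which also moves the PBS reference, gave 52, 13, 32 and 13, so that with the spread of the PBS fish counted chance cannot be excluded for any of the 4 diet comparisons. For the components that separated the diets it was 30 (Asal, 6 hpi), 1 (Asal, 24 hpi), 100 (poly(I:C), 6 hpi) and 18 (poly(I:C), 24 hpi), so that chance can be excluded after Asal at 24 hpi for the treated fish. Regrouping treated and PBS fish together gave 84, 24, 100 and 70, so that with the spread of the PBS fish counted chance cannot be excluded for any of the 4 counts of components.

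With tanks as the unit and the PBS fish of the same tank as reference, a limma fit to tank means gave 0 genes between diets past the Benjamini-Hochberg level after Asal at 6 hpi (0 at the unadjusted level), 0 after Asal at 24 hpi (2), 0 after poly(I:C) at 6 hpi (2) and 2 after poly(I:C) at 24 hpi (7), namely *tlr5s* and *cox2*. The exact test over fish with adjustment gave 0, 0, 2 and 0. No gene passed in both.

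In PBS fish, which the paper does not compare between diets, the exact test with Benjamini-Hochberg adjustment gave 0 genes at both time points. At the unadjusted level it gave 1 gene at 6 hpi (limma 0, the methods' test 1) and 3 at 24 hpi (limma 4, the methods' test 5). The genes with the smallest *p* at 6 hpi were *junb* (difference of High-ω3 from High-ω6 -0.19, exact *p* = 0.0308), *cxcl8* (0.66, exact *p* = 0.0724), *cox2* (0.50, exact *p* = 0.168), *ppara* (-0.53, exact *p* = 0.172) and *tlr5s* (0.55, exact *p* = 0.191). At 24 hpi they were *stat1b* (-0.74, exact *p* = 0.0148), *irf7b* (-0.48, exact *p* = 0.0234), *irf7a* (-0.42, exact *p* = 0.0386), *mhcI* (4.63, exact *p* = 0.0535) and *rsad2b* (-0.68, exact *p* = 0.0750). Other groupings gave as many genes in 76 of 100 cases at 6 hpi and in 31 at 24 hpi, so that chance cannot be excluded. No explanation was tested.

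Within groups, the 2 tanks differed at the unadjusted level for 0 to 5 of 46 genes, and for 0 genes with Benjamini-Hochberg adjustment by the exact test. With 3 to 6 fish per tank, too few regroupings exist for a gene alone to pass the adjusted level. The adjusted count therefore does not exclude a difference between tanks. No other tool was run on this comparison.

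Of 3450 deposited log_2_FCs, 55 were lower than those computed from Ct by more than 0.5 and 18 were higher by as much, among them 13 lower values of *mhcI* and 16 higher ones of *fabp4*. With the implied efficiencies and the exchange on plate study 4 these were 43 and 18. The median shift of each gene over the treated fish of a diet and time point was then taken as the shift of its PBS reference. With that shift taken off, 43 values were lower by more than 0.5 and 0 higher, with a median difference of -1.61 and the largest at -4.90. Of the 43, 42 were the highest of their group by Ct, and 39 lay within 0.5 of the mean of the other fish once lowered. Of 184 PBS references, 27 gave higher deposited log_2_FCs than the mean of all PBS fish would, by up to 0.58, and 0 gave lower ones. With the deposited fold changes, 13 genes differed between diets after Asal at 24 hpi past the Benjamini-Hochberg level, against 0 from Ct (10 at the unadjusted level). Putting back the Ct values of single fish left 6 and putting back the references left 5, which argues against either as the whole cause. Putting back both left 0, which decides nothing, since it brings the values back to those from Ct. For poly(I:C) at 24 hpi, 8 genes passed with the deposited fold changes and 0 from Ct (11 at the unadjusted level). Putting back the single fish left 0, and putting back the references left 8, which argues against the references as the whole cause. The lower values of single fish are thus a candidate cause of the extra genes after poly(I:C). After Asal, putting back either one lowered the count, so that each is a candidate for part of it. Why the values are lower was not tested, and no biological explanation was tested.

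On plate study 4 the Ct of *ef1a1* lay below that of *rpl32* in 116 of 116 fish, and on each of the other 15 plate studies in 0 to 4. With the names of the normalisers exchanged, the median absolute log2 difference of the plate's 3 genes from the deposited fold changes, with the shifts of the PBS references taken off, was 0.00143, against 0.0367 with the names as given. An exchange of names in the deposited Ct table is a candidate explanation. For 3 genes the deposited fold changes imply another efficiency than the supplement states, 109% instead of 99% for *cox2* and 93% for *pgds*, and *mhcI* is the third. No biological explanation was tested for either pattern.

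The Ct of *mhcI* was above 30 in 27 of 116 fish, among them 10 of 41 PBS fish, 8 of 37 Asal-injected and 9 of 38 poly(I:C)-injected fish (permutation *p* over treatments 0.963). The PBS fish argue against the antigen challenge as its cause. Over the 8 tanks the counts were 0 to 6 (permutation *p* = 0.494), which does not exclude a difference between tanks. Only 1 fish had a Ct between 25 and 32. A candidate explanation for values that fall apart in this way is an allele that the primers amplify poorly, and it cannot be told apart from a true absence of expression, since no sequence of these fish was examined.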
